# Asiatic acid from *Centella asiatica* alleviates renal fibrosis: coordinated modulation of the gut–kidney axis and retinol metabolism

**DOI:** 10.3389/fnut.2026.1802674

**Published:** 2026-07-10

**Authors:** Liwei Zhu, Ziyun Xu, Xiaoyan Chang, Jingyi Wu, Shutao Chen, Yuanyuan Jiang, Jiayu Guo, Zhenfang Du, Haiyong Chen, Sheng Qiang

**Keywords:** asiatic acid, chronic kidney disease, gut microbiota, metabolomics, renal fibrosis, retinol metabolism

## Abstract

**Introduction:**

Chronic kidney disease (CKD) is a progressive condition characterized by renal fibrosis, with limited therapeutic options. Asiatic acid (AA), a triterpenoid from *Centella asiatica*, has shown renoprotective potential, but its mechanisms remain unclear.

**Methods:**

An adenine-induced CKD mouse model was established in C57BL/6 mice. AA was administered orally at 10 or 30 mg/kg for 8 weeks. Antibiotic depletion experiments were performed to assess gut microbiota dependence. Renal function, histopathology, and fibrosis markers were evaluated. Multi-omics analyses integrated 16S rRNA sequencing, renal untargeted metabolomics, transcriptomics, and MetOrigin-based tracing. *In vitro*, human proximal tubular HK-2 cells were stimulated with TGF-β1 to assess the effects of key metabolites on fibrotic injury and oxidative stress.

**Results:**

AA significantly improved renal function, reduced tubular injury and collagen deposition, and restored gut barrier integrity. Antibiotic depletion experiments demonstrated that an intact gut microbiota is required for the renoprotective effects of AA supporting a functional link along the gut-kidney axis. AA remodeled the gut microbiota, notably enriching *Lachnospiraceae NK4A136 group*. Renal metabolomics and transcriptomics integration identified retinol metabolism as the key renal pathway rescued by AA, with 9-cis-retinal and 4-hydroxyretinoic acid negatively correlated with injury markers. *In vitro*, 9-cis-retinal suppressed TGF-β1-induced fibrotic markers and oxidative stress.

**Discussion:**

AA alleviates CKD in association with remodeling of the gut microbiota and reprogramming of renal retinol metabolism, supporting its potential as a dietary supplement for countering renal fibrosis and supporting kidney health.

## 1 Introduction

Chronic kidney disease (CKD) affects over 10% of the global population (1) and is estimated to become the fifth leading cause of death worldwide by 2040 (2). Current treatment approaches involve managing symptoms and slowing disease progression with medications and dietary strategies such as protein restriction and sodium reduction. In the later stages, both primary and secondary CKD causes display consistent histopathological evidence of tubulointerstitial and glomerular fibrosis. Renal fibrosis (RF) is a key pathogenic mechanism that leads to the progressive loss of nephrons, functional decline, and eventually the development of ESRD (3).

Emerging evidence has identified specific metabolites that may exacerbate kidney injury and fibrosis by activating pro-fibrotic pathways, thereby presenting potential therapeutic targets for CKD treatment (4). Disruptions in amino acid, lipid, vitamin, and carbon metabolism exacerbate oxidative stress, inflammation, and fibrosis, further impairing renal function (5, 6). Metabolites are synthesized by both the host organism and the gut microbiota (7). Dysbiosis of the gut microbiota, impaired intestinal barrier function, and altered host metabolism collectively contribute to renal inflammation, oxidative stress, and fibrosis. Identifying gut microbial metabolites associated with RF and investigating the effects of the gut microbiota and its metabolites on renal metabolism are essential for a comprehensive understanding of CKD pathogenesis (8). Natural bioactive compounds derived from edible plants, such as flavonoids and terpenoids, have shown potential in restoring microbial homeostasis and improving metabolic health, offering a complementary approach to conventional RF management (9–11).

*Centella asiatica* (L.) Urb., commonly known as “ji xue cao” in China, or “Gotu Kola” in other regions, has a long history of culinary and medicinal use (12). Its extracts are widely used as dietary supplements around the world, and its leaves are consumed as a vegetable or brewed as a tea (13). Asiatic acid (AA) is a triterpenoid compound extracted from *Centella asiatica* and is regarded as the major active ingredient (14). Previous research has demonstrated that AA has anti-inflammatory, antioxidant (15), and anti-fibrotic properties (16). However, the therapeutic potential of this compound is limited due to its low solubility and oral bioavailability (17). It is therefore hypothesized that the gut microbiota may represent a crucial pathway in the mechanism of action of AA. Nonetheless, the role of host-microbiota interactions and gut microbiota co-metabolism in renal fibrosis has yet to be thoroughly investigated.

In this study, we utilized an integrated multi-omics approach, incorporating 16S rRNA sequencing, untargeted metabolomics, transcriptomics, and host–microbiota co-metabolism analysis, to elucidate the renoprotective mechanisms of AA in a mouse model of adenine-induced renal fibrosis. Antibiotic (ABX) depletion experiments indicate that the gut microbiota is required for the renoprotective effects of AA, supporting a functional link along the gut–kidney axis. Our findings suggest that AA alleviates CKD in association with remodeling of the gut microbiota and reprogramming of renal retinol metabolism. The results of our study offer novel insights into the potential of AA as a microbiota-targeting dietary agent for CKD management, thereby underscoring the therapeutic role of natural triterpenoids in the gut–kidney axis.

## 2 Materials and methods

### 2.1 Drugs and reagents

AA was procured from MedChemExpress (HY-N0194, USA). A mouse diet enriched with 0.25% adenine was obtained from Jiangsu Xietong Pharmaceutical Bio-Engineering Co., Ltd. (Nanjing, China) (XT19031).

### 2.2 Animals

Eight-week-old male C57BL/6 mice (20 ± 2 g) were acquired from Skobes Biotechnology Co., Ltd. (Anyang, China) (Laboratory Animal Production License: SCXK-2020-0005) and kept under controlled conditions (25 ± 2 °C, 65% ± 5% humidity, 12-h light/dark cycle) with free access to food and water. After 7 days of acclimatization, mice were randomly assigned to four groups (*n* = 6 per group): Control (C, normal diet), CKD model (M, 0.25% adenine diet), Low-dose AA (AL, adenine diet + 10 mg/kg AA), High-dose AA (AH, adenine diet + 30 mg/kg AA). The doses of AA used in this study (10 and 30 mg/kg/day) are within the range commonly used in rodent models of kidney disease. Human equivalent doses based on body surface area (18) would be approximately 0.81 and 2.43 mg/kg/day. AA was initially dissolved in DMSO as a stock solution, which was then diluted with saline to achieve a working solution containing 1% DMSO. The working solution was then subjected to ultrasonic agitation to ensure its dissolution into a homogeneous suspension, thus creating a backup solution. The control and model groups received an equivalent volume of vehicle (1% DMSO in saline) by oral gavage daily, following the same administration protocol of AA groups. The CKD model was established by administering adenine-enriched chow for 4 weeks, as previously described (19, 20). Concurrently, AL and AH groups received daily oral gavage of AA at respective doses, while the control animals were maintained on adenine-free chow. Weeks 5–8, all groups were transitioned to standard diet while AA treatment continued.

For antibiotic (ABX) depletion experiment, mice were orally gavaged daily for 1 week with a broad-spectrum antibiotic cocktail (ampicillin 100 mg/kg, vancomycin 50 mg/kg, neomycin 100 mg/kg, metronidazole 100 mg/kg) to deplete the gut microbiota, followed by adenine-induced CKD modeling and AA treatment (30 mg/kg).

Urine samples were collected at baseline, week 4, and week 8 using metabolic cages, then centrifuged at 3,000 rpm for 10 min at 4 °C, and preserved for analysis.

After the 8-week intervention, mice were deeply anesthetized by inhalation of 4% isoflurane in oxygen (flow rate 1 L/min). Blood was then drawn via cardiac puncture, which resulted in rapid exsanguination and death, serving as the method of euthanasia. One kidney was fixed in paraformaldehyde for histopathological processing, the other was frozen in liquid nitrogen for further analyses. Colon tissues were collected for subsequent molecular biology study. The investigators performing outcome assessments were blinded to group allocation.

### 2.3 Serum and urine biochemical analysis

Renal function parameters were evaluated utilizing commercial assay kits for the quantification of serum creatinine (SCR, E-BC-K188-M, Elabscience, China) and blood urea nitrogen (BUN, E-BC-K183-M, Elabscience, China). The urinary albumin-to-creatinine rate (UACR) was measured using the creatinine colorimetric assay kit and microalbuminuria ELISA kit (E-EL-M0792, Elabscience, China). Urinary levels of kidney injury molecule-1 (Kim-1) were quantified via an ELISA assay (E-EL-M3039, Elabscience, China). All procedures were conducted in accordance with the manufacturer's protocols.

### 2.4 Histopathological analysis

Paraffin-embedded kidney tissues were sectioned into slices of 4 μm thickness. The sections underwent dewaxing in xylene, followed by rehydration through a gradient ethanol series, and were subsequently stained using a hematoxylin-eosin (H&E) staining kit (G1076, Servicebio, China), Masson's trichrome kit (G1006, Servicebio, China), or the modified Sirius Red staining kit (G1078, Servicebio, China). The sections with the Sirius Red staining were imaged under a polarized light microscope to visualize collagen fibers.

### 2.5 Immunofluorescence

After dewaxing, antigen repair, and blocking, colon tissue sections were incubated overnight at 4 °C with primary antibodies, then treated with a secondary antibody. The primary antibodies utilized included ZO-1 (1:200, 21773-1-AP, Proteintech, China), Occludin (1:200, sc-133256, Santa Cruz, USA), E-cadherin (1:200, GB11082, Servicebio, China). The secondary antibodies comprised Cy3 conjugated Goat Anti-Rabbit IgG (1:300, GB21303, Servicebio, China), or Alexa Fluor 488-conjugated Goat Anti-Rabbit IgG (1:400, GB25303, Servicebio, China). Subsequently, the nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI, G1012, Servicebio, China). Observations and image capture were conducted using fluorescence microscopy (Nikon Eclipse C1, Tokyo, Japan).

### 2.6 Western blots

Mouse kidney tissue was lysed using RIPA lysis buffer (P0013C, Beyotime, China), protein concentrations were determined employing a BCA protein quantification kit. Equivalent protein quantities were resolved via SDS-PAGE and subsequently transferred onto PVDF membranes. Following blocking with a protein-free blocking buffer (P0252, Beyotime, China), PVDF membranes were incubated with primary antibodies at 4 °C overnight. The membranes were then incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. Protein bands were visualized with ECL kits and quantified with ImageJ software. Antibodies used in the study included α-SMA (1:1,000, #19245, CST, USA), TGF-β1 (1:1,000, ab215715, Abcam, UK), COL1 (1:1,000, #72026, CST, USA), ALDH1A1 (1:1,000, 15910-1-AP, Proteintech, China), CYP2A6 (1:1,000, 21721-1-AP, Proteintech, China), RARA (1:1,000, 10331-1-AP, Proteintech, China), and β-actin (1:10,000, HRP-66009, Proteintech, China). β-actin served as the internal loading control.

### 2.7 16S rRNA gene sequencing analysis

Fecal samples from mice were aseptically collected in sterile tubes and stored at −80 °C. Genomic DNA was extracted using the CTAB method, followed by purification with magnetic beads. The V4 region of 16S rRNA was PCR-amplified with barcoded primers (515F/806R) using Phusion^®^ High-Fidelity PCR Master Mix. PCR products were gel-purified, and libraries were quantified via Qubit^®^ and Q-PCR. Sequencing was done on the Illumina NovaSeq6000 platform. Raw reads were merged with FLASH (v1.2.7) and filtered with fastp (v0.23.1) to produce clean tags. Chimeras were removed using vsearch (v2.16.0) against the SILVA138 database. Operational taxonomic units (OTUs) were clustered at 97% similarity with Uparse (v7.0.1) and annotated with Mothur. Alpha and beta diversity indices were calculated. Linear discriminant analysis (LDA) effect size (LEfSe) identified differentially abundant taxa. Species co-occurrence networks were built using Pearson correlation. Two-way orthogonal partial least Squares (O2PLS) analysis integrated multi-omics data to identify key variables. Spearman correlation heatmaps between metabolites and microbial genera were generated using bioinformatics tools (https://www.bioinformatics.com.cn) (21). Bioinformatics processing was conducted on the Novogene Cloud Platform (https://magic.novogene.com/).

### 2.8 Kidney untargeted metabolomics analysis

Kidney untargeted metabolomics were conducted using a Vanquish UHPLC system and an Orbitrap Q ExactiveTMHF-X mass spectrometer (Thermo Fisher, Germany) at Novogene Co., Ltd. in Beijing. Following sample preparation, chromatography, and mass spectrometry, metabolic profiling and data processing were conducted. QC samples ensured system repeatability and stability. Potential differential metabolites were identified using PCA and PLS-DA via metaX (1.4.2). Volcano plots, incorporating VIP scores, log2(FC), and –log10(*p*-value), were created with ggplot2 in R (4.0.0). Cluster heatmaps were generated using Pheatmap (1.0.11) in R, with metabolite data normalized using z-score transformation. KEGG pathway and SMPDB pathway enrichment analysis were performed using MetaboAnalyst 6.0. Additionally, MetOrigin (https://metorigin.met-bioinformatics.cn) was used to perform traceability analysis on differential metabolites (7).

### 2.9 RNA sequencing

Total RNA underwent quality control using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Sequencing libraries were constructed from qualified RNA. Briefly, mRNA was enriched via poly-A selection, fragmented, and reverse-transcribed into double-stranded cDNA. After end repair and adapter ligation, fragments of the desired size were selected via bead-based purification and amplified by PCR. The final libraries were quantified and assessed for quality before being sequenced on an Illumina NovaSeq platform to generate 150 bp paired-end reads. For data analysis, raw reads were processed to remove adapters and low-quality sequences. The clean reads were then aligned to a reference genome using HISAT2 v2.0.5. Gene expression levels were quantified as FPKM using featureCounts v1.5.0-p3. Differential expression analysis between groups was performed using DESeq2 R package (1.20.0), with genes possessing an adjusted FDR (adjusted *p*-value) ≤ 0.05 and |log2(Fold Change)| ≥1 considered significant. Finally, KEGG pathway enrichment analysis was conducted on the differentially expressed genes (DEGs) to identify affected biological pathways.

### 2.10 Cell culture and treatment

Human proximal tubular epithelial cells (HK-2) were obtained from Procell Life Science & Technology Co., Ltd. (Wuhan, China). The cells were maintained in a differentiated state using DMEM/F12 medium (Gibco, USA) with 1% penicillin-streptomycin (C0222, Beyotime, China) and 10% fetal bovine serum (FBS, Biological Industries, Israel). The cells were cultured in a humidified incubator set to 37 °C with a 5% CO_2_ atmosphere. A model of fibrotic cell injury was established using transforming growth factor-β1 (TGF-β1, 100-21, PeproTech, USA) by 10 ng/ml for 24h. 9-cis-retinal (HY-W009310, MCE, USA) at 10 μM, 4-hydroxyretinoic acid (HY-125904, MCE, USA) at 90 nM, AA at 15 μg/ml and Methoxsalen (HY-30151, MCE, USA) at 50 μM were used in HK-2 following a screening process to determine the optimal concentration.

### 2.11 Detection of reactive oxygen species production and mitochondrial membrane potential

For detection of cytosolic reactive oxygen species (ROS) and mitochondrial membrane potential (MMP), 5 × 10^3^ cells were seeded in each well (a 96-well plate) 1 day before the experiment. Following treatment with TGF-β1 /and 4-hydroxyretinoic acid, ROS and MMP were detected separately with the ROS assay kit (S0035S, Beyotime, China) and the MT-1 MitoMP detection kit (MT13, Dojindo, Japan), following the manufacturer's instructions. The results were detected using a fluorescence microplate reader and a fluorescence microscope, respectively.

### 2.12 Statistical analysis

A *post-hoc* power analysis (G^*^Power 3.1) based on a two-tailed *t*-test, an α of 0.05, *n* = 6 per group, and the observed effect size for serum creatinine (Cohen's *d* = 2.3) (22) yielded a power of 0.95, indicating that the sample size was sufficient to reliably detect the renoprotective effects of AA. All continuous data were presented as mean ± standard error of the mean (SEM) from at least three independent experiments. Following normality testing, statistical analysis was performed using a two-tailed Student's *t*-test to analyze two groups and one-way analysis of variance (ANOVA) with Tukey's test to analyze more than two groups with GraphPad Prism software (v.9.3.1, USA). For non-normal distribution, Kruskal–Wallis test followed by Dunn's test was used for multiple comparisons. A *P*-value of less than 0.05 was considered indicative of statistical significance.

## 3 Results

### 3.1 AA ameliorates renal dysfunction in CKD mice

As shown in Figure 1, CKD mice fed with adenine developed remarkable renal atrophy, pale coloration and granular surfaces, and lower body weight compared to normal diet mice, whereas AA treatments partially restored these parameters in CKD mice. Consistently, AA treatment increased kidney function and attenuated kidney injuries in CKD mice as demonstrated by the reduced levels of Scr, BUN, and Kim-1 in AA treatment groups (Figures 1E–G). At baseline, the UACR levels in all groups were comparable. However, by 4 weeks, the model group showed a significant increase, whereas the AL and AH groups experienced a marked decrease compared to the model group (*P* < 0.001; Figure 1H). Collectively, these results indicate that AA can prevent adenine-induced renal damage.

**Figure 1:**
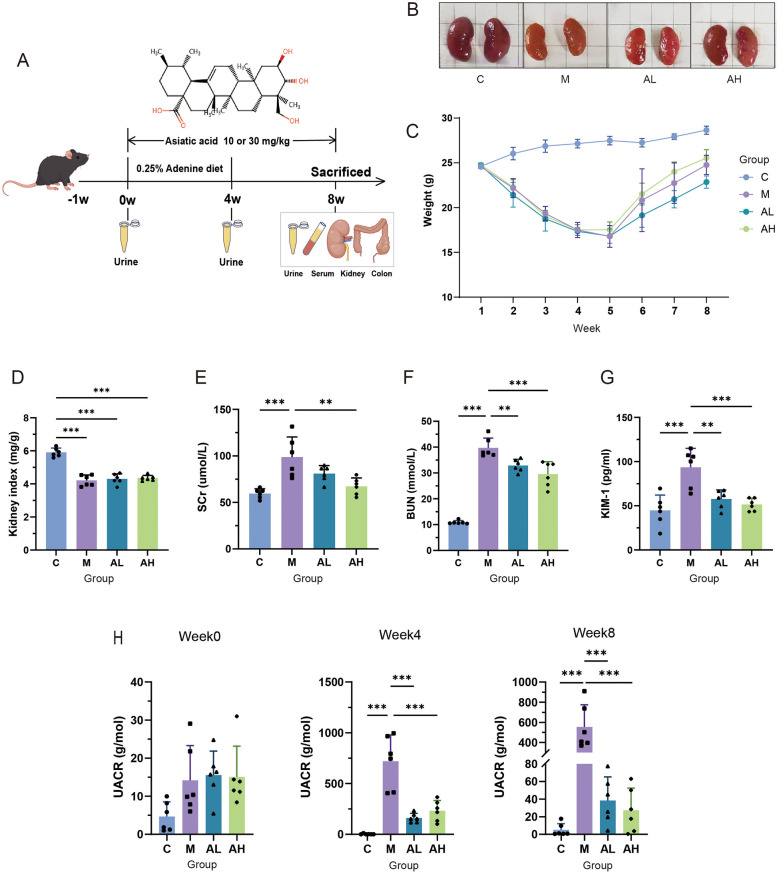
The therapeutic effects of AA on CKD mice. **(A)** Diagram of the animal experimental design. **(B)** Photographs of the kidneys from each group, with a scale of 1 grid = 0.5 cm. **(C)** Body weight changes of mice in each group throughout the experimental period. **(D)** Kidney coefficient of mice in each group, calculated as kidney weight/body weight. **(E)** Scr levels in mice from each group (*n* = 6). **(F)** BUN levels in mice from each group (*n* = 6). **(G)** Urinary KIM-1 levels in mice from each group (*n* = 6). **(H)** UACR levels of mice from each group at weeks 0, 4, and 8 (*n* = 6). C = control, M = CKD/adenine, AL = low dose AA, AH = high dose AA. After normality testing, one-way ANOVA followed by Tukey's test or Kruskal–Wallis test followed by Dunn's test was used for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.2 AA ameliorates renal histopathological damage and fibrosis in CKD mice

H&E staining showed that CKD mice had notable tubular atrophy, dilatation, vacuolization, and epithelial cell flattening and shedding in their kidneys. Masson's trichrome staining demonstrated substantial collagen deposition in these kidneys. Additionally, polarized Sirius Red staining showed a notable increase in bright red and yellow regions, representing type I collagen, as well as light green regions indicating type III collagen in kidneys of CKD mice (Figure 2A). Treatment with AA alleviated tubular injury and decreased collagen deposition in kidneys of CKD mice. Western blot analysis revealed elevated levels of fibrotic markers, Col-I, α-SMA, and TGFβ1, in the CKD group compared to the control group (*P* < 0.05) while AA treatments decreased these fibrotic markers in kidneys of CKD mice, particularly in the high-dose group (*P* < 0.05; Figures 2B–E). Due to the superior efficacy of high-dose AA, subsequent experiments were performed on the C, M, and AH groups only.

**Figure 2:**
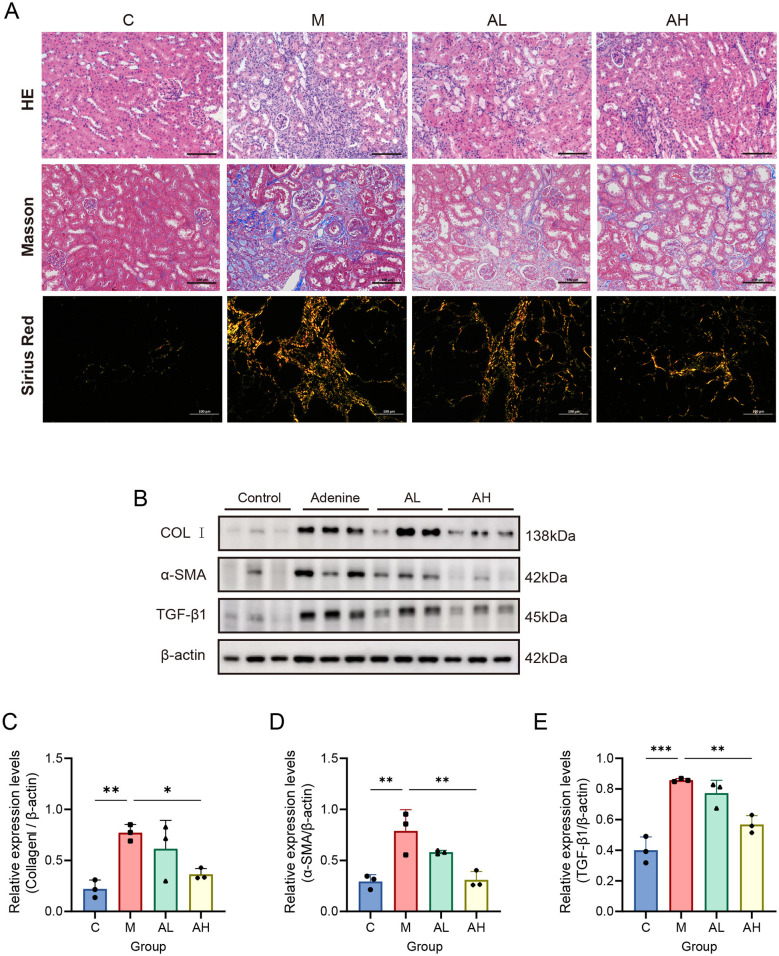
AA ameliorate kidney pathological changes and fibrosis in CKD mice. **(A)** H&E, Masson's trichrome, and Sirius Red staining (under polarized light) for each group ( × 200). **(B)** Western blotting results for kidney Col-I, α-SMA, and TGFβ1 in mice from each group (*n* = 3). **(C–E)** Semi-quantitative analysis of each protein. After normality testing, one-way ANOVA followed by Tukey's test or Kruskal–Wallis test followed by Dunn's test was used for multiple comparisons. *P < 0.05, **P < 0.01, *n* = 3.

### 3.3 Gut microbiota is required for the renoprotective effects of AA

To determine whether the gut microbiota is necessary for the renoprotective actions of AA, we performed an antibiotic depletion experiment. The experimental protocol is illustrated in Figure 3A. ABX treatment resulted in significant body weight loss (Figure 3B) but had minimal impact on the kidney index (Figure 3C). Notably, ABX largely abolished the AA (30 mg/kg)-mediated reduction in BUN (Figure 3E). Although Scr, UACR, and KIM-1 levels tended to decrease in the AA-ABX group, these changes did not reach statistical significance compared with the model group (Figures 3D, F, G). Consistently, the improvements in renal histopathology and fibrosis conferred by AA were attenuated in ABX-treated mice (Figure 3H). COL1 expression was significantly elevated in the AA-ABX group relative to the AA-alone group, whereas α-SMA and TGF-β1 levels remained comparable or showed slight increases (Figures 3I–L). Together, these results indicate that an intact gut microbiota is required, at least in part, for the renoprotective effects of AA.

**Figure 3:**
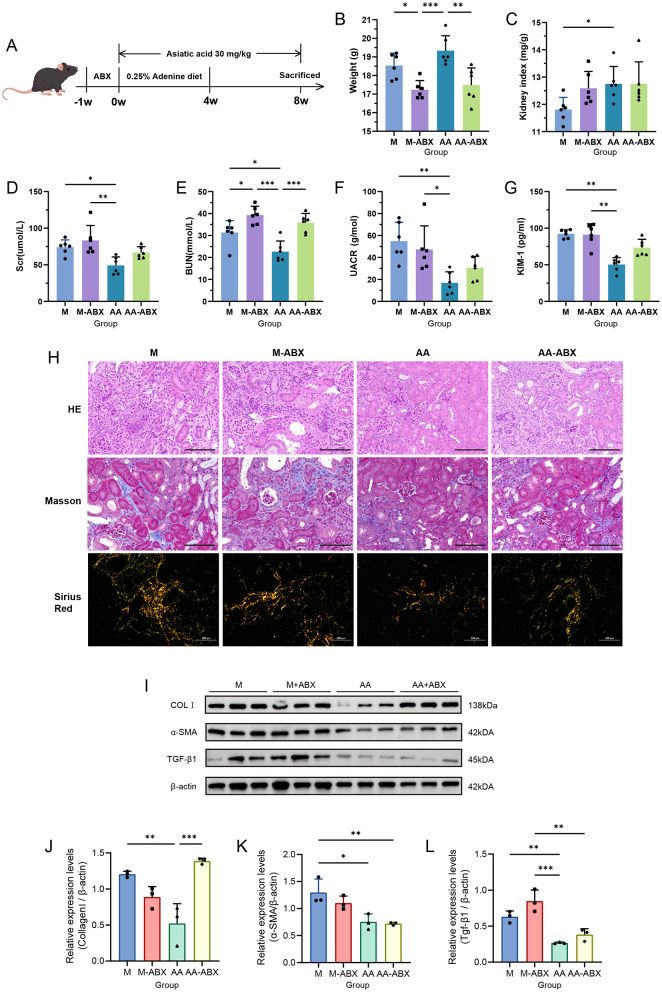
Intact gut microbiota is required for the renoprotective effects of AA in CKD mice. **(A)** Schematic of the experimental timeline. Physiological and renal function parameters across groups: **(B)** body weight, **(C)** kidney index, **(D)** Scr, **(E)** BUN, **(F)** UACR, and **(G)** KIM-1 (*n* = 6). **(H)** Representative images of renal histopathology: H&E staining, Masson's trichrome staining, and Sirius Red staining under polarized light (scale bars = 100 μm). Western blot analysis **(I)** and semi-quantification **(J–L)** of renal fibrotic markers: Collagen I (Col I), α-SMA, and TGF-β (*n* = 3). C = control, M = CKD/adenine, AA = high dose AA. After normality testing, one-way ANOVA followed by Tukey's test or Kruskal–Wallis test followed by Dunn's test was used for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.4 AA reversal shifts gut microbial composition in CKD mice

To examine colonic pathology and barrier integrity, we studied AA's impact on the colon. H&E staining showed disrupted crypt structures, fewer goblet cells, and weakened epithelial barriers in both adenine and AA groups (Figure 4A). Immunofluorescence revealed disorganized E-cadherin, Occludin, and ZO-1 localization, with lower fluorescence intensity (Figures 4B, C), indicating impaired tight junctions.

**Figure 4:**
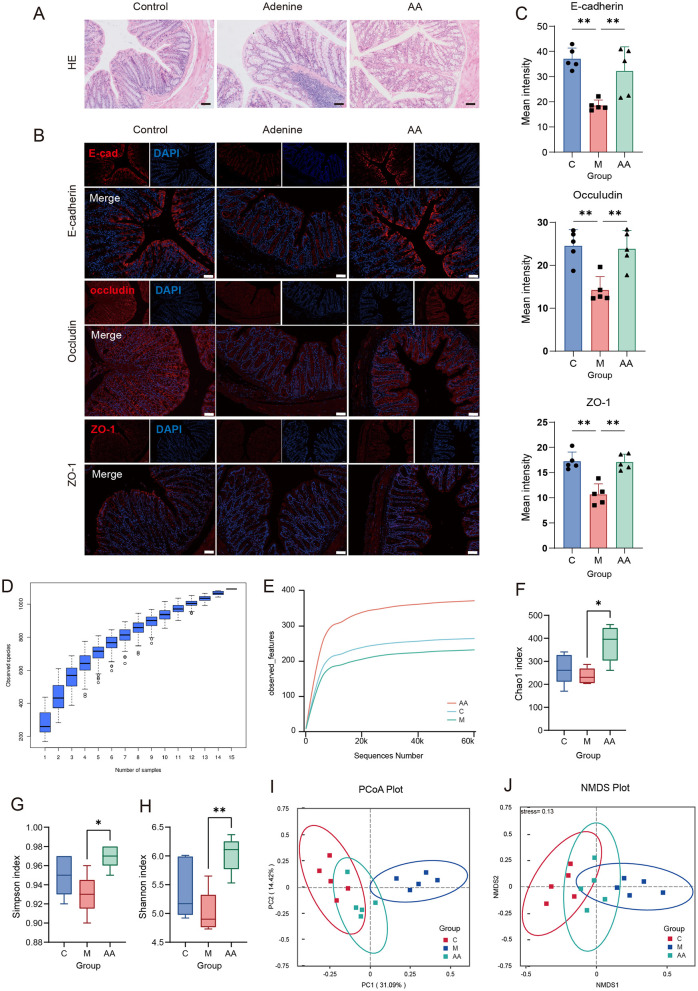
Effects of AA on the gut barrier and the structure of intestinal flora. **(A)** HE staining of colonic tissues across three groups (scale bar: 50 μm). **(B)** Immunofluorescence co-localization of tight junction proteins (E-cadherin, Occludin and ZO-1) in colonic tissues (scale bar: 50 μm). **(C)** Quantitative analysis of mean fluorescence intensity for colonic tight junction proteins. **(D)** Species Accumulation curve for all samples. **(E)** Rarefaction curve among C, M, and AA groups. Boxplots show differences among groups based on **(F)** the Chao1 index, **(G)** Simpson index, and **(H)** Shannon index. **(I)** PCoA plot. **(J)** NMDS plot. AA, high dose AA at 30 mg/kg. *P < 0.05, **P < 0.01, *n* = 5.

16rRNA gene sequencing was used to evaluate gut microbiota structural changes in the C, M, and AA groups. The species accumulation curve plateaued with more samples, indicating sufficient sampling and stable species numbers in the environment (Figure 4D). Similarly, the rarefaction curve leveled off with increased sample reads, suggesting OTU saturation and adequate sequencing depth to reflect community abundance (Figure 4E). Alpha diversity analysis revealed no significant differences between the C and M groups in Chao1, Simpson, and Shannon indexes. However, post-AA intervention, significant differences emerged compared to the M group, indicating increased species abundance, evenness, and diversity in the gut microbiota of mice (Figures 4F–H). Bray-Curtis distances were utilized to conduct principal coordinates analysis (PCoA) and non-metric dimensional scaling (NMDS), both showing clear distinctions among the C, M, and AA groups, suggesting that adenine treatment altered the gut microbiome (Figure 4I). The stress value for the NMDS analysis was less than 0.2, confirming that the analysis accurately reflected the differences between the samples (Figure 4J). These results indicate that AA can effectively modulate the structure of the gut microbiota.

### 3.5 AA alleviates adenine-induced gut microbiota disorders

To identify specific gut microbiota influenced by AA, we further investigated structural alterations in the microbiota following AA intervention. Family-level hierarchical clustering analysis (HCA) showed that the AA and C groups were more similar in microbial community structure than the AA and M groups (Figure 5A). Based on taxonomic classification, the dominant bacterial families across groups included *Muribaculaceae, Lachnospiraceae, Akkermansiaceae*, and *Erysipelotrichaceae* (Figure 5B). LEfSe analysis revealed dominant bacterial taxa across groups, with microbial biomarkers displayed in a cladogram and a LDA value distribution histogram (LDA > 2.5, *P* < 0.05). In the C group, the genera *Ligilactobacillus, Odoribacter*, and *GCA_900066575* (uncultured genus), along with the family *Marinifilaceae*, were predominant. The M group was characterized by enrichment of the phylum *Actinobacteriota*, class *Actinobacteria*, order *Bifidobacteriales*, family *Bifidobacteriaceae*, and genus *Bifidobacterium*. In contrast, the AA group exhibited enrichment of the class *Clostridia*, orders *Lachnospirales* and *Oscillospirales*, families *Lachnospiraceae* and *Ruminococcaceae*, as well as the genera *Muribaculum* and *Prevotellaceae NK3B31 group* (Figure 5C and Supplementary Figure S1). Kruskal–Wallis test analysis of intergroup differences at the genus level identified *Muribaculum, Lachnospiraceae NK4A136 group, Bifidobacterium* as significantly altered genera (*P* < 0.05), with *Lachnospiraceae NK4A136 group* showing the highest fold increase in the AA group compared to the M group (Figure 5D). At the species level, MetagenomeSeq analysis identified key taxa that were significantly altered by adenine and AA. Compared to the C group, the abundances of *Parabacteroides gordonii* and *Romboutsia sp. DR1* were significantly elevated in the M group. However, AA intervention effectively suppressed the enrichment of *Parabacteroides gordonii*. Furthermore, AA treatment led to the significant enrichment of beneficial species, including *Lactobacillus intestinalis, Clostridium sp. Culture-54*, and *Mucispirillum schaedleri*, compared to the M group (Figure 5E). These results suggest that AA not only promotes probiotics but also counteracts the expansion of specific taxa associated with CKD progression.

**Figure 5:**
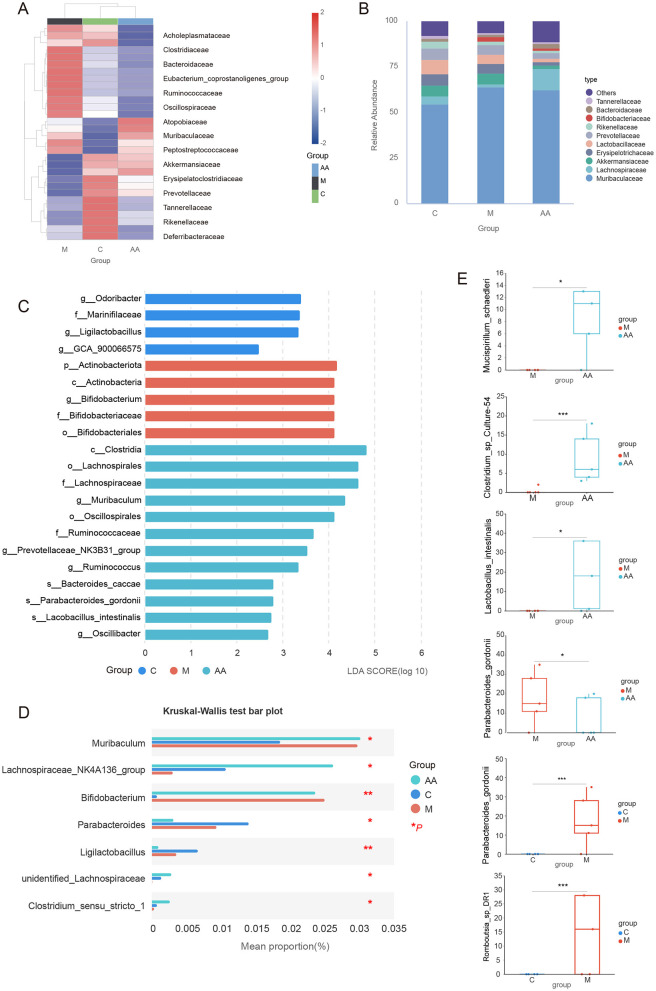
Screening of AA-associated gut microbial biomarkers. **(A)** Heatmap of gut microbiota at the family level among the C, M, and AA groups. **(B)** Taxonomic composition and relative abundance of bacterial communities at the family level among the three groups. **(C)** LEfSe bar plot illustrating the distribution of LDA values (LDA > 2.5, *P* < 0.05) for significantly different taxa across groups. **(D)** Differential genera among the C, M and AA groups, analyzed by Kruskal–Wallis test at the genus level. **(E)** MetagenomeSeq-based analysis of species-level biomarkers. AA, high dose AA at 30 mg/kg. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.6 AA alleviates kidney metabolic dysregulation in adenine-induced CKD mice

To examine the impact of AA on kidneys damaged by adenine, we conducted a non-targeted metabolomics analysis on renal tissues. Due to the positive effects of high-dose AA on kidney injuries, we focused on three groups: C, M, and AH. In PCA analysis, QC samples clustered tightly, showing method stability. The M group was distinct from AA and C groups, with AA partially overlapping C (Figure 6A). PLS-DA scores highlighted group differences, with R^2^Y indicating model explanation and Q^2^Y assessing prediction. An R^2^Y higher than Q^2^Y signals a strong model, and values near 1 indicate stability. Both models were robust (Figures 6B, C). The M group showed 397 upregulated and 274 downregulated metabolites compared to C under mixed ion modes (Figure 6D). Conversely, compared to the M group, the AA group displayed 209 significantly upregulated metabolites and 167 significantly downregulated metabolites (Figure 6E). A total of 247 distinct differential metabolites were shared between the two comparative groups (Figure 6F). HCA showed that the C and AA groups were more similar, with shorter branch lengths (Figure 6G). Shared metabolites from these groups underwent pathway analysis using MetaboAnalyst 6.0. The top five pathways from KEGG analysis were Retinol metabolism, Taurine and hypotaurine metabolism, Steroid hormone biosynthesis, Arachidonic acid metabolism, and Alanine, aspartate, and glutamate metabolism (Figure 6H). From SMPDB analysis, the top pathways were the Retinol Metabolism, Estrone Metabolism, Pentose Phosphate Pathway, Malate-Aspartate Shuttle, and Pyrimidine Metabolism (Figure 6I). The top three enriched pathways included 28 metabolites, whose levels decreased in the M group compared to the control but were restored by AA intervention (Figure 6J). These findings suggest that AA alters and partially restores adenine-induced renal metabolic dysregulation, especially in the Retinol Metabolism, in CKD mice.

**Figure 6:**
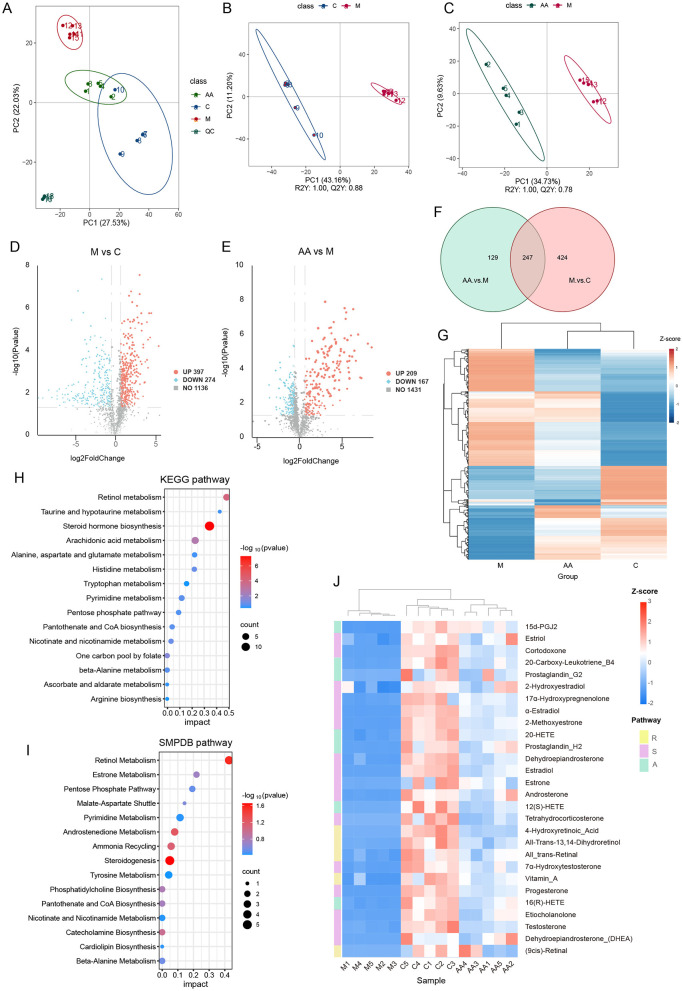
Effect of AA on kidney metabolism in adenine-induced CKD mice. **(A)** PCA score plots among QC, C, M, and AA groups in mixed ion mode. PLS-DA score plots for M vs. C **(B)** and AA vs. M **(C)**. The circles denote the 95% confidence intervals. **(D, E)** Volcano plots of differential metabolites for group M vs. C and group AA vs. M in mixed ion modes. Red and blue-marked metabolites meet the criteria of *P* < 0.05, |log2FoldChange| ≥ 0.58, VIP ≥ 1. **(F)** Venn diagram of differential metabolites for group M vs. C and group AA vs. M. The circles indicate the number of metabolites unique to each group. **(G)** Clustering heatmaps of the differential metabolites among C, M, and AA groups. Horizontal axis represents metabolite clustering, and vertical axis represents sample type; shorter clustering branches indicate higher similarity. **(H)** KEGG enrichment analysis and **(I)** SMPDB enrichment analysis of shared differential metabolites between each pairwise comparison. **(J)** Heatmap of *z*-score normalized metabolite peak intensities across experimental groups. AA, high dose AA at 30 mg/kg. R, retinol metabolism. S, steroid hormone biosynthesis. A, arachidonic acid metabolism.

### 3.7 Effects of AA on the renal metabolism profiles in CKD mice may be related to gut microbiota

In order to examine the origins of differential metabolites, we employed MetOrigin analysis to assess the potential influence of gut microbiota on the reprogramming of kidney metabolites. The overlapping differential metabolites from the two comparative groups were analyzed using the MetOrigin platform. The analysis of shared differential metabolites between two groups showed that 52 metabolites were host-derived, 55 originated from gut microbiota, and 40 were from both sources (Figure 7A). Among the 107 identified metabolites, those related to food constituted the largest proportion, totaling 93 metabolites (Figure 7B). Analysis showed that most enriched pathways resulted from microbiota-host co-metabolism, with 41 out of 48 pathways identified as such (Figure 7D). The top five enriched pathways were retinol metabolism, steroid hormone biosynthesis, arachidonic acid metabolism, carbon fixation by the Calvin cycle, and pyrimidine metabolism, with retinol metabolism being the most significant and impactful (Figure 7C). The KEGG (Figure 7E) and SMPDB (Figure 7F) analyses of differential metabolic pathways revealed that five metabolites enriched in the retinol metabolism pathway: vitamin A, retinal, all-trans-13,14-dihydroretinol, 9-cis-retinal and 4-hydroxyretinoic acid. These metabolites were significantly lower in the M group compared to the C group but increased significantly after AA intervention (Figures 7Ga–e), with 4-hydroxyretinoic acid (4-OH-RA) exhibiting the most significant up-regulation. It decreased 9.61-fold in the M group but increased 8.52-fold after AA treatment (Figure 7Ge and Supplementary Table S1). These findings suggest that the impact of AA on renal metabolites is likely associated with alterations in gut microbiota.

**Figure 7:**
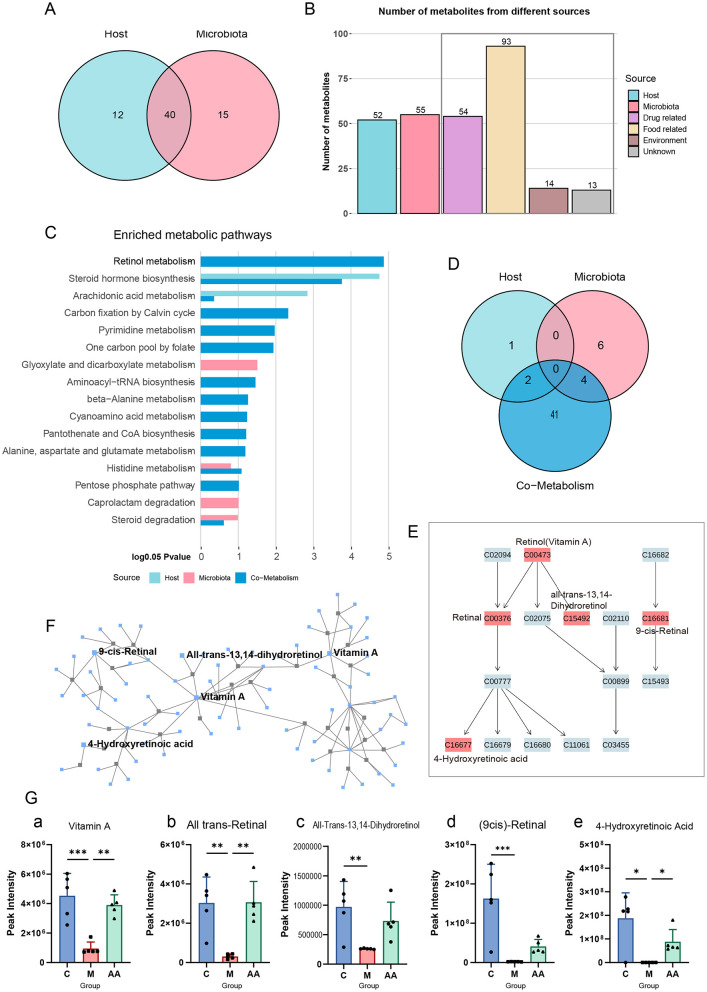
MetOrigin analysis results and in-depth analysis of Kidney Metabolism. **(A)** Venn diagram showing the origin of host-derived and microbiota-derived metabolites. **(B)** Column graph from MetOrigin analysis illustrating the originating sources of kidney metabolites. **(C)** Bar chart displaying *P*-values for metabolic pathways originating from the host, gut microbiota, or their interaction. **(D)** Venn diagram of KEGG pathway enrichment; the circles indicate the number of pathways specific to the source of metabolites. **(E)** KEGG pathway view for the enriched retinol metabolism pathway, with the KEGG ID shown in the box and significantly changing metabolites marked in red. **(F)** SMPDB pathway view of the enriched Retinol metabolism pathway, with enlarged blue squares indicating significantly changing metabolites. **(G)** Bar chart of peak intensity for five differential metabolites in Retinol metabolism. After normality testing, one-way ANOVA followed by Tukey's test or Kruskal–Wallis test followed by Dunn's test was used for multiple comparisons. AA, high dose AA at 30 mg/kg. *P < 0.05, **P < 0.01, *n* = 5.

### 3.8 Correlation analysis of differential metabolites, gut microbiota, and effect indicators

To further explore the relationship between renal metabolic alterations, gut microbiota, and the protective effects on renal function following AA intervention, we conducted a correlational study that integrated renal metabolites, microbial profiles, and efficacy indicators. The integrated analysis was performed using the bidirectional O2PLS model, an unsupervised multivariate approach that quantifies global associations between two datasets while identifying key variables through loading value computation. Metabolites and microbial taxa with high loading values were considered critical contributors to inter-dataset similarity. As illustrated in Figure 8A, the gut microbiota exhibiting strongest correlations with renal metabolic changes were *Lachnospiraceae NK4A136 group* and *Muribaculum*, while phosphatidylcholine PC (18:1/20:5) emerged as the highest-weighted metabolite. Subsequent Spearman correlation analysis of the top 30 metabolites and 7 microbial genera revealed significant associations between 26 metabolites and disease indicators (Figure 8B). Notably, 24 metabolites showed significant correlations with UACR, with three demonstrating moderate-to-strong negative correlations: (9cis)-retinal (*r* = -−0.76, *P* < 0.001), 4-hydroxyretinoic acid (*r* = −0.72, *P* < 0.01), and 20-carboxy-leukotriene B4 (*r* = -−0.71, *P* < 0.01). Microbial correlation analysis demonstrated that all 26 metabolites were significantly associated with at least one key genus, particularly *Oscillibacter* and *GCA-900066575*, which showed associations with 20 and 22 metabolites, respectively (Supplementary Figure S2). These findings suggest that the identified metabolites may modulate critical metabolic pathways influencing host health, while highlighting the intricate interconnection between gut microbiota composition and host metabolism.

**Figure 8:**
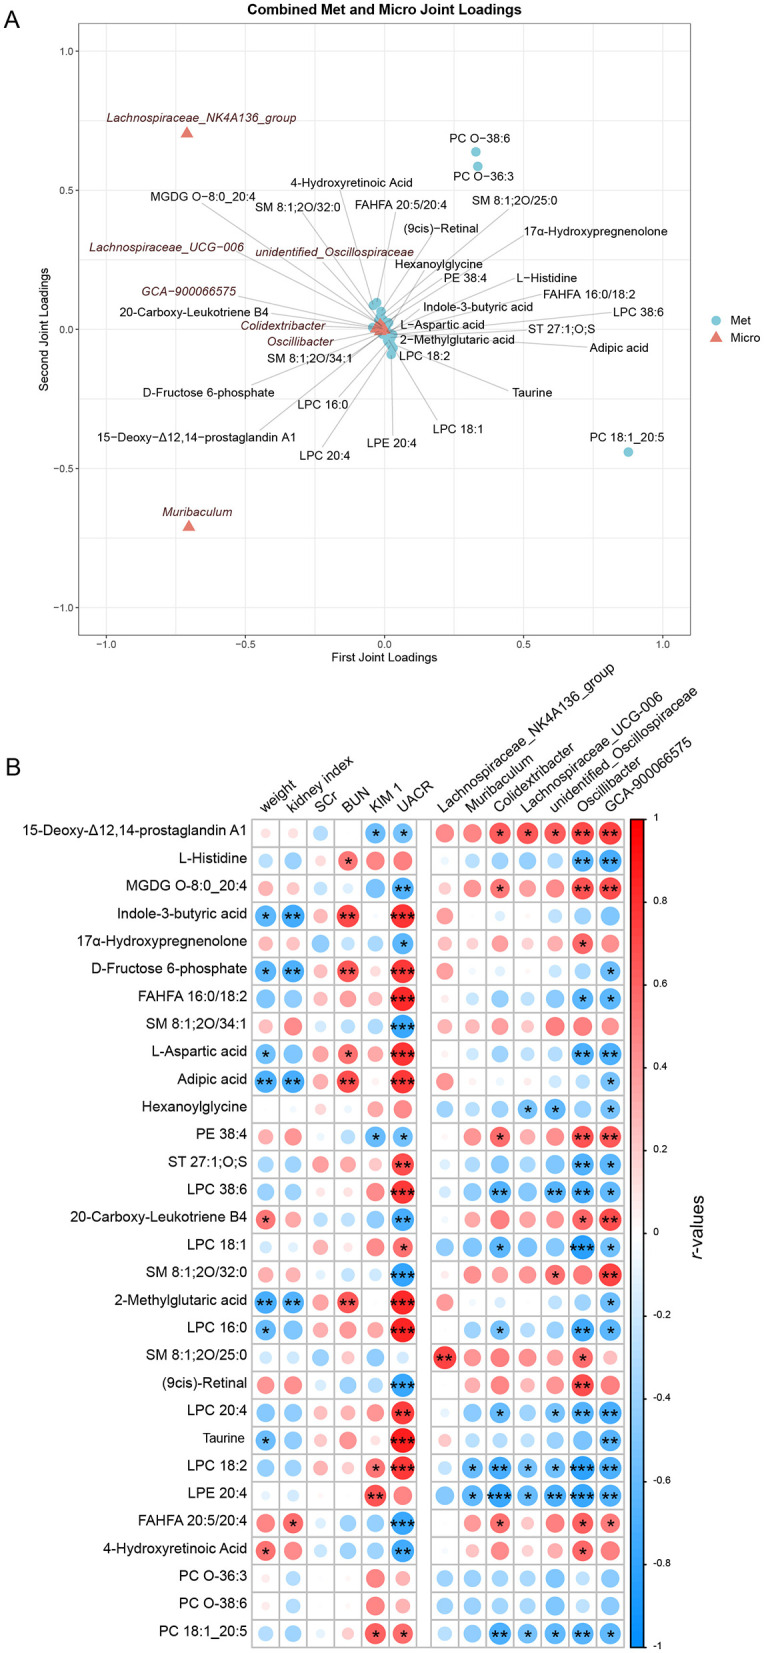
Correlation analyses of key differential metabolites, disease indicators, and bacterial genera. **(A)** O2PLS loading plot illustrating multi-omics associations between renal metabolomic profiles and microbial genera. Geometric symbols represent variables: circles denote metabolites, triangles indicate bacterial genera (italicized). **(B)** Heatmap of Spearman correlation analysis between critical metabolites and clinical indicators/bacterial taxa. AA, high dose AA at 30 mg/kg. Color gradient (red: positive; blue: negative) and symbol diameter proportionally represent correlation strength (*r*-values), with asterisks denoting statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.9 RNA-seq further illustrated the mechanisms of regulatory pathways associated with retinol metabolism

Transcriptomic analysis of kidney tissue was conducted to investigate the impact of AA intervention on the adenine-induced CKD model compared to normal controls. 

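One kidney each of 15 male mice was sequenced, 5 per group: the control group (C), the CKD model group (M), which received 0.25% adenine for 4 weeks, and the AA group, which also received 30 mg/kg of AA, all killed after 8 weeks. Poly-A RNA was read in paired ends of 150 bases, aligned with HISAT2 and counted on genes with featureCounts. The authors deposited 1 value per gene and kidney in FPKM. FPKM is by name the fragments counted on a gene, divided by its length and by the fragments of its library. The values were used without further scaling unless stated. Over genes above 0 in all 15 libraries, each library's median ratio to the geometric mean of the libraries was 0.998 to 1.09. Division by all fragments would not be expected to give this, since mitochondrial genes held unequal shares of them. The values thus seem to have been brought to a common scale between libraries, in a way the paper does not describe. The table lists genes by Ensembl identifier, all but 37 of which were found in GENCODE M21, the mouse annotation on GRCm38 that supplied symbols, positions and lengths here; the paper's text does not name the build or annotation behind the values. The number of fragments behind each library was recovered from the smallest steps between its FPKM values and the gene lengths, which leaves a factor of 2 open. It ranged from 13647223 to 28884204, and from 2077673 to 13576504 outside the mitochondrial genome, with medians outside it of 8894294 in the C group, 2770095 in the M group and 3278847 in the AA group. Mitochondrial genes held 53.0 to 62.5% of the fragments in the C group, 64% to 86.8% in the M group and 69.2 to 87.2% in the AA group. The number of genes with FPKM above 0 was 19864 to 25251 in the C group and 18695 to 22355 in the AA group. In the M group it was 11551, 10068 and 12222 in mice 1 to 3 and 23040 and 25460 in mice 4 and 5. The labels and the paper name no batch that parts these mice, so values against M mice 4 and 5 alone are given beside many of the pooled ones. The table's columns set M mice 4 and 5 apart from mice 1 to 3, behind the AA and C mice. Whether they were processed apart is not stated, so values against them could carry a batch difference too. Differential expression was tested with limma, with an intensity trend, on log2(FPKM + 1) for genes with FPKM above 0 in at least 5 of the 10 libraries compared. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction were called differentially expressed, which are the paper's thresholds.

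**Figure D1:**
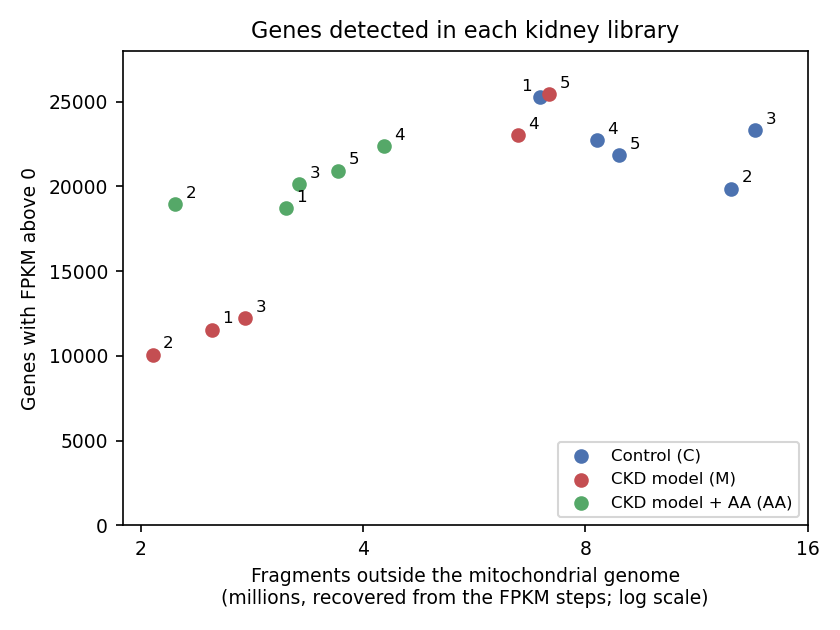
Genes with FPKM above 0 (vertical axis) against the number of fragments outside the mitochondrial genome (horizontal axis, log scale) in each of the 15 kidney libraries, 1 point per mouse, numbered by replicate and coloured by group. M mice 1 to 3 sit at 10068 to 12222 genes, and the remaining libraries at 18695 to 25460.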

The CKD model comparison identified 642 differentially expressed genes (DEGs; Figure 9A, right). 

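In the M vs. C comparison, 21153 genes were tested and 291 were differentially expressed, 57 higher and 234 lower in the M group, so that 19.6% were higher. At an unadjusted p under 0.05 there were 3493 genes. The values of the 5 M and the 5 C libraries did not overlap for 998 of the tested genes (4.72%), where chance gives 0.794%. The median log2 fold change of all tested genes was −0.12, and it was −0.58 with every library scaled to the same total (TPM) and 0.24 with each library centred on its median. TPM moved the count furthest among the scalings, to 1609 genes of which 1.93% were higher, and centring gave 339 genes of which 38.9% were higher. Mitochondrial genes held 72.7 to 92.7% of the FPKM totals, so TPM scales a library mainly by them and moves its other genes together. With only M mice 4 and 5 in the M group, 0 genes were differentially expressed and 2489 had an unadjusted p under 0.05. With only M mice 1 to 3, 3404 genes were differentially expressed, 699 higher and 2705 lower. Of the genes lower in the M group, 209 were protein-coding and 83 were listed at 0 in M mice 1 to 3.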

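The largest falls among genes whose groups did not overlap were in Slc34a1, Slc22a18 and BC024386. Slc34a1 (ENSMUSG00000021490, chromosome 13, 55398187 to 55415592) shares 12.5% of its 31-base words with other genes. Its FPKM was 312 ± 347 (SD, n = 5) in the C group and 6.06 ± 7.49 (SD, n = 5) in the M group. The log2 fold change was −5.65 (standard error 0.85, limma adjusted p = 0.0155), and −3.79 against M mice 4 and 5 alone. Slc22a18 (ENSMUSG00000000154, chromosome 7, 143473736 to 143499334) had FPKM of 53.9, 175, 43.7, 71.1 and 92.8 in C mice 1 to 5 and 0, 0, 0.520, 12.1 and 9.32 in M mice 1 to 5, a log2 fold change of −4.75 (standard error 0.74, limma adjusted p = 0.0180). BC024386 (ENSMUSG00000109628, chromosome 7, 140906014 to 140907983), a noncoding transcript, had 36.3, 239, 54.0, 47.9 and 122 in the C mice and 2.15, 0, 0, 10.4 and 8.56 in the M mice, a log2 fold change of −4.61 (standard error 0.75, limma adjusted p = 0.0182). The largest rises were in Lyz2, Ctss and Ccl8, in that order. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) rose from 13.3 ± 20.4 to 194 ± 119 (SD, n = 5 in each group), a log2 fold change of 4.32 (standard error 0.72, limma adjusted p = 0.0190), with 28.4% of its words shared with other genes. Ctss (ENSMUSG00000038642, chromosome 3, 95526786 to 95556403), whose interval also holds a pseudogene on the same strand, had an FPKM of 3.98 ± 5.82 in the C group and 35.2 ± 17.1 in the M group (SD, n = 5 in each), a log2 fold change of 3.30 (standard error 0.58, limma adjusted p = 0.0225). Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) had FPKM of 0.366, 0, 1.12, 4.16 and 0 in the C mice and 9.11, 47.0, 11.8, 11.0 and 5.52 in the M mice, a log2 fold change of 3.00 (standard error 0.56, limma adjusted p = 0.0266). With each library left out in turn, these genes kept adjusted p at or under 0.05 in 8 of 10 fits for Slc34a1, 7 for Slc22a18, 7 for BC024386, 6 for Lyz2, 5 for Ctss and 5 for Ccl8. The log2 fold changes of the others against M mice 4 and 5 alone were −2.75 for Slc22a18, −2.91 for BC024386, 3.08 for Lyz2, 2.52 for Ctss and 2.36 for Ccl8, none of which passed there.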

Following AA intervention, 1,851 DEGs were identified, characterized by a significant upregulation of 1,520 genes in the AA group (Figure 9A, left). 

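In the AA vs. M comparison, 19798 genes were tested and 2533 were differentially expressed, 2321 higher and 212 lower in the AA group (91.6% higher). At an unadjusted p under 0.05 there were 6360 genes. The groups did not overlap for 2614 of the tested genes (13.2%; 0.794% by chance). Of the genes higher in the AA group, 716 (30.8%) were protein-coding and 1882 (81.1%) were listed at 0 in M mice 1 to 3, against 30.4% of all tested genes. Of the genes lower in the AA group, 201 (94.8%) were protein-coding. The median log2 fold change was 0.17, 0.12 with TPM, −0.10 after quantile normalization and −0.35 after centring each library on its median. The split by direction moved with these scalings. TPM gave 415 higher and 7 lower (98.3% higher), and limma voom on the recovered fragments 3679 and 262 (93.4% higher). Quantile normalization gave 1584 higher and 695 lower (69.5% higher), and centring gave 1213 higher and 1600 lower (43.1% higher). With library quality weights there were 1654 higher and 799 lower (67.4% higher), and among protein-coding genes alone 602 and 143 (80.8% higher). Compared with M mice 4 and 5 only, 460 genes were higher and 1196 lower in the AA group (27.8% higher), and against M mice 1 to 3 alone 3275 were higher and 469 lower.

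**Figure D2:**
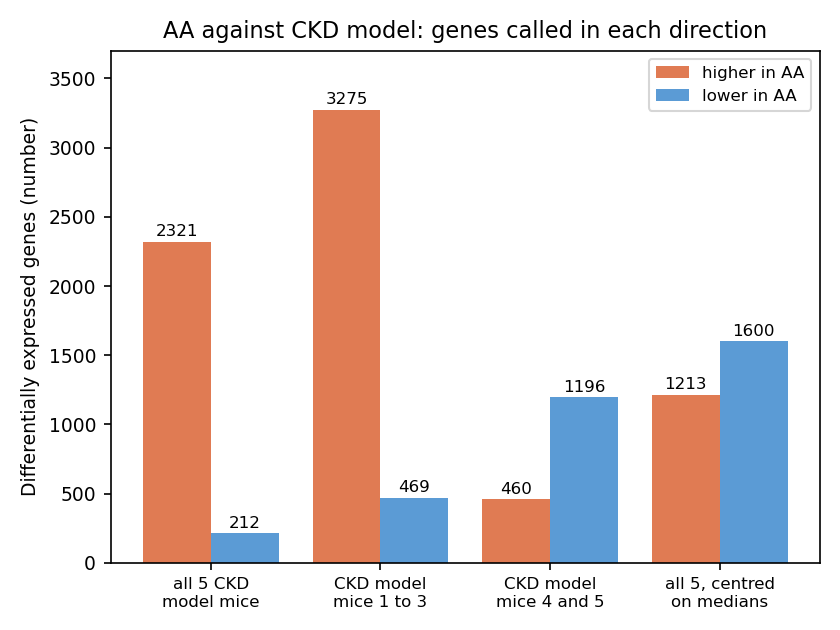
Number of differentially expressed genes in the AA vs. M comparison (vertical axis), with bars for genes higher and lower in the AA group, for all 5 M mice, M mice 1 to 3, M mice 4 and 5, and all 5 M mice with each library centred on its median. Genes higher in the AA group outnumber the others in the fits on all 5 and on M mice 1 to 3, and genes lower in it do in the fits on M mice 4 and 5 and after centring.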

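The largest rises were in Ighd3-1, Ighd3-2 and Gm23680, which were all listed at 0 in M mice 1 to 3. Ighd3-1 (ENSMUSG00000093818, chromosome 12, 113525313 to 113525329) and Ighd3-2 (ENSMUSG00000094552, chromosome 12, 113448214 to 113448229) are immunoglobulin D segments of 17 and 16 bases, shorter than a read. The FPKM of Ighd3-1 was 0, 0, 0, 22.1 and 49.0 in M mice 1 to 5 and 238 ± 121 (SD, n = 5) in the AA group, a log2 fold change of 5.74 (standard error 1.01, limma adjusted p = 0.00391). For Ighd3-2 it was 0, 0, 0, 42.6 and 46.1 in the M mice and 265 ± 116 (SD, n = 5) in the AA group, with a log2 fold change of 5.74 (standard error 1.07, limma adjusted p = 0.00467). Gm23680 (ENSMUSG00000065096, chromosome 10, 12363410 to 12363573), annotated as a small nuclear RNA, had 0, 0, 0, 34.9 and 24.0 in the M mice and 114 ± 28.1 (SD, n = 5) in the AA group, a log2 fold change of 4.84 (standard error 0.95, limma adjusted p = 0.00548). The largest falls were in Itgb7, Flna and Srsf7. Itgb7 (ENSMUSG00000001281, chromosome 15, 102215995 to 102231944) had an FPKM of 6.33 ± 2.32 (SD, n = 5) in the M group and of 0, 0.881, 0.144, 0.316 and 0.404 in AA mice 1 to 5, a log2 fold change of −2.40 (standard error 0.33, limma adjusted p = 0.00289). Flna (ENSMUSG00000031328, chromosome X, 74223461 to 74249820) had 13.8 ± 8.85 in the M group and 1.60 ± 0.765 in the AA group (SD, n = 5 in each), a log2 fold change of −2.34 (standard error 0.42, limma adjusted p = 0.00398). Srsf7 (ENSMUSG00000024097, chromosome 17, 80200080 to 80207307) had 21.3 ± 16.6 (SD, n = 5) in the M group and 5.41, 0, 4.15, 3.28 and 4.06 in the AA mice, a log2 fold change of −2.33 (standard error 0.54, limma adjusted p = 0.0106). All of these genes passed in each of the 10 fits that left out 1 library. The log2 fold changes against M mice 4 and 5 alone were 2.69 for Ighd3-1, 2.44 for Ighd3-2, 1.90 for Gm23680, −2.18 for Itgb7, −3.18 for Flna and −3.20 for Srsf7.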

A cluster of genes critical for retinol metabolism was identified as being generally downregulated in the diseased kidney tissue but were upregulated in the therapeutic comparison (Figure 9B). 

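The 37 genes named in the Figure 9B heatmap were all found in the table, and 36 had FPKM above 0 in at least 5 of the 15 libraries. The paper describes the list as retinol metabolism genes that were mostly lower with disease and higher in the AA comparison, so the tests below are on genes already described by that pattern in these libraries. Of the 33 that could be tested in M vs. C, 30 were lower in the M group, and 6 had an adjusted p of at most 0.05 over all genes tested (13 over the list alone). In AA vs. M, 32 of 33 were higher in the AA group, and 11 passed over all genes (12 over the list alone). Per library, the mean log2(FPKM + 1) of the list was 1.64 ± 0.24 in the C group, 0.83 ± 0.24 in the M group and 1.52 ± 0.085 in the AA group (SD, n = 5 in each). The M vs. C difference was −0.82 and the AA vs. M difference 0.70, each with an adjusted p = 0.0188 from a two-sided exact permutation test, adjusted over 38 tests, and in neither comparison did the libraries overlap. When the M group was mice 4 and 5 alone, the differences were −0.61 and 0.48, where the smallest exact p is 0.0476. A pseudocount of 0.1 moved these differences furthest, to −1.52 in M vs. C, and with each library centred on its median they were −0.44 and 0.16, neither of which passed.

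A second list, written before the data were examined, took every gene of the retinol metabolism families by symbol (104 genes, of which 60 entered the score). Its mean was 1.34 ± 0.20 in the C group, 0.76 ± 0.21 in the M group and 1.06 ± 0.036 in the AA group (SD, n = 5 in each). The differences were −0.58 in M vs. C and 0.30 in AA vs. M, both without overlap and with an adjusted exact p = 0.0188. They were −0.41 and 0.13 with M mice 4 and 5 alone, and after centring the AA vs. M difference was reversed, at −0.24. Centring shifts all genes of a library alike, so this sign tells nothing about this list in particular. Of its tested genes, 5 of 56 passed in M vs. C, all lower in the M group, and 8 of 50 in AA vs. M, 7 higher and 1 lower in the AA group; over the list alone 11 and 8 passed. A list of 15 proximal tubule markers was scored beside it, at 5.15 ± 0.95, 2.30 ± 0.63 and 2.76 ± 0.21 in the C, M and AA groups (SD, n = 5 in each).

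**Figure D3:**
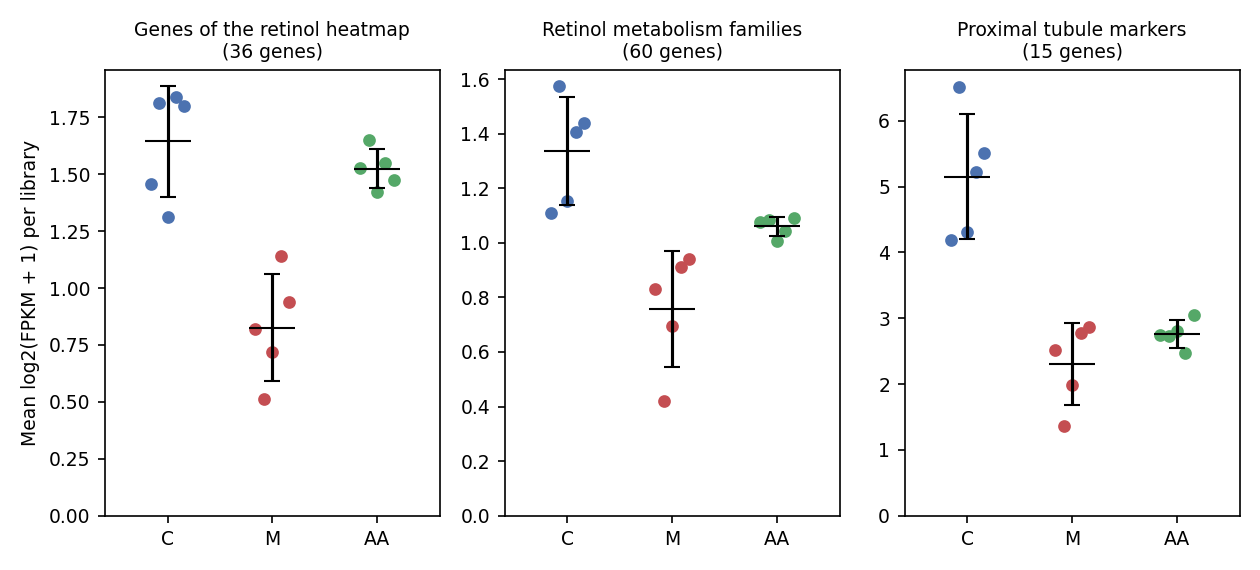
Mean log2(FPKM + 1) per library (vertical axis) of the genes of the retinol heatmap, the retinol metabolism families and the proximal tubule markers in the C, M and AA groups, with 1 point per mouse, and the group mean and SD. The M points lie below all C and all AA points in the first 2 panels. With each library centred on its median, the M vs. C and AA vs. M differences were −0.44 and 0.16 for the heatmap genes and −0.20 and −0.24 for the families, the last with the opposite sign. Centring shifts all genes of a library alike, so that sign is not particular to the list.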

Pathway analysis confirmed that AA robustly modulated several critical metabolic processes. 

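The genes behind the paired directions of Figures 9C and 9D were counted from the calls of both comparisons. Of the 234 genes lower in the M than in the C group, 15 were also called higher in the AA than in the M group, and of the 57 genes higher in the M group, 12 were called lower in the AA group. With M mice 1 to 3 alone these counts were 664 and 269, the furthest from the pooled ones. With M mice 4 and 5 alone both counts were 0, since no M vs. C gene was called there and 2489 had an unadjusted p under 0.05. Sets of genes were scored in each library as the mean log2(FPKM + 1), and each comparison was tested with a two-sided exact permutation test, whose smallest p is 0.00794 with 5 libraries against 5. There were 19 sets, 4 written by hand and 15 Reactome sets that stand in for the KEGG pathways, which were not analysed here. At an adjusted p of at most 0.05, 9 of the 19 sets passed in M vs. C and 10 in AA vs. M.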

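The Reactome set for retinoid metabolism and transport (40 genes scored) had a mean log2(FPKM + 1) of 1.91 ± 0.23 in the C group, 1.55 ± 0.21 in the M group and 1.89 ± 0.11 in the AA group (SD, n = 5 in each). The AA vs. M difference was 0.34 (adjusted exact p = 0.0317, higher than the M mean in 5 of 5 AA libraries), and the M vs. C difference −0.36 (adjusted exact p = 0.0862). Against M mice 4 and 5 alone the AA vs. M difference was 0.18 (exact p = 0.143). The cytochrome P450 set (55 genes) was lower in the M than in the C group by a difference of −0.95 (adjusted exact p = 0.0188, 5 of 5 M libraries), and its AA vs. M difference was 0.38 (adjusted exact p = 0.0880, 5 of 5 AA libraries above the M mean), 0.079 against M mice 4 and 5. The set for regulation of lipid metabolism by PPARα (18 genes) had differences of −0.18 in M vs. C (adjusted exact p = 0.263, 3 of 5 M libraries) and 0.21 in AA vs. M (adjusted exact p = 0.218, 5 of 5 AA libraries), and −0.049 against M mice 4 and 5. The glutathione conjugation set (28 genes) was lower in the M group by a difference of −0.86 (adjusted exact p = 0.0188, 5 of 5 M libraries), and its AA vs. M difference was 0.15 (adjusted exact p = 0.586, 5 of 5 AA libraries), −0.055 against M mice 4 and 5. Under centring on library medians all of these AA vs. M differences were negative, and under quantile normalization those of the PPARα and glutathione sets were.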

Genes that were upregulated in the AA group were found to be highly enriched in retinol metabolism, drug metabolism—cytochrome P450, PPAR signaling pathway, and glutathione metabolism (Figure 9C). Conversely, pathways downregulated by the AA intervention were related to inflammation and proliferation processes, such as Toll-like receptor signaling pathway, TNF signaling pathway and IL-17 signaling pathway, that were initially upregulated in the CKD model (Figure 9D). Furthermore, Gene Set Enrichment Analysis (GSEA) confirmed retinol metabolism up and down regulation. 

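A list of 53 inflammation genes written by hand (50 scored), among them chemokines, interleukins and Toll-like receptors, had a mean log2(FPKM + 1) of 1.02 ± 0.17 in the C group, 1.62 ± 0.31 in the M group and 1.28 ± 0.051 in the AA group (SD, n = 5 in each). The M vs. C difference was 0.60 (adjusted exact p = 0.0317, 5 of 5 M libraries above the C mean) and the AA vs. M difference −0.33 (adjusted exact p = 0.0880, 5 of 5 AA libraries below the M mean). Against M mice 4 and 5 alone they were 0.72 and −0.46. In M vs. C, 4 of 47 tested genes of the list passed over all genes (13 over the list alone), all higher in the M group, and in AA vs. M 5 of 45 passed (4 over the list alone), 4 of them lower in the AA group. The Toll-like receptor cascades set (105 genes) had differences of 0.13 in M vs. C (adjusted exact p = 0.273, 4 of 5 M libraries) and −0.16 in AA vs. M (adjusted exact p = 0.162, 5 of 5 AA libraries). Against M mice 4 and 5 alone they were 0.29 and −0.32 (exact p = 0.0476 for each, the smallest possible). With quantile normalization both passed, at 0.34 and −0.43. The set of chemokine receptors and their chemokines (38 genes) was higher in the M group by 0.44 (adjusted exact p = 0.0188, 5 of 5 M libraries), with an AA vs. M difference of −0.14 (adjusted exact p = 0.162, 4 of 5 AA libraries). Signaling by interleukins (101 genes) differed by 0.074 and −0.13 (adjusted exact p = 0.506 and 0.162), and by 0.23 and −0.28 against M mice 4 and 5 (exact p = 0.0476 for each). The chemokine set differed by 0.53 and −0.23 against these mice (exact p = 0.0476 and 0.0952). The TNF and IL-17 pathways had no set of their own. Among proliferation sets, DNA replication (99 genes) differed by 0.15 in M vs. C (adjusted exact p = 0.0880, 4 of 5 M libraries) and by −0.39 in AA vs. M (adjusted exact p = 0.0188, 5 of 5 AA libraries). The mitotic cell cycle set (388 genes) differed by 0.069 (adjusted exact p = 0.263, 3 of 5 M libraries) and −0.21 (adjusted exact p = 0.0317, 5 of 5 AA libraries). The replication set differed, against M mice 4 and 5, by 0.062 and −0.31, and the mitotic set by 0.072 and −0.22. With TPM the M vs. C differences of the Toll-like receptor, interleukin, replication and mitotic sets were negative. TPM scales a library mainly by its mitochondrial genes, so these signs are not particular to the sets.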

In the AA-intervened group, the retinol metabolism-related pathway was up-regulated (Enrichment Score = 0.50, |*NES*| = 1.84), whereas it was down-regulated in the CKD group (Enrichment Score = −0.45, |*NES*| = 1.73, Figure 9E). 

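Enrichment scores were recomputed on all genes with FPKM above 0 in any library of a comparison, 31692 in M vs. C and 29794 in AA vs. M, ranked by the signal-to-noise ratio of FPKM with weight 1. Normalized scores and p came from 10000 random gene sets of the same size. For the Reactome set of retinoid metabolism and transport (46 genes), the enrichment score was 0.433 in AA vs. M (normalized score 1.31, permutation p = 0.0954) and −0.411 in M vs. C (normalized score −1.37, permutation p = 0.0721). For the retinol metabolism families it was 0.369 in AA vs. M (75 genes, normalized score 1.18, permutation p = 0.199). In M vs. C the families scored −0.523 (84 genes, normalized score −1.91), with a permutation p = 0.000117, the smallest that these random sets can give. Random gene sets treat genes as independent replicates, which they are not. Weight 0 in place of 1 moved the scores of the Reactome set furthest, to −0.201 in M vs. C and 0.137 in AA vs. M, and TPM moved the M vs. C score to −0.551. Its scores against M mice 4 and 5 alone were −0.456 in M vs. C and 0.311 in AA vs. M.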

The KEGG map (Supplementary Figure S3) visually confirmed that AA administration significantly modulated the expression of multiple key enzymes within the Retinol metabolism pathway, suggesting a potential mechanism for its protective effect in CKD. 

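Of the 26 retinol metabolism genes labelled in Figure 9A, 24 had a lower mean log2(FPKM + 1) in the M than in the C group and 24 a higher one in the AA than in the M group. With each library centred on its median these counts were 13 and 16. In M vs. C, 4 of 23 tested genes had an adjusted p of at most 0.05 over all genes (10 over the list alone), and in AA vs. M 8 of 23 (8 over the list alone). As a set, the list differed by −0.89 in M vs. C and 0.71 in AA vs. M (adjusted exact p = 0.0188 for each, 5 of 5 libraries), and by −0.71 and 0.53 against M mice 4 and 5. The list is highlighted in the paper's plots of differentially expressed genes of these libraries. Whether these values played a part in choosing it is not stated, so its directions and p decide nothing by themselves. Lower in the M group were Cyp2a4, Cyp2a5, Cyp4a31 and Cyp4a12a. Cyp4a31 (ENSMUSG00000028712, chromosome 4, 115563649 to 115579015) had FPKM of 5.08, 33.9, 9.40, 25.7 and 32.1 in C mice 1 to 5 and 0, 0, 2.11, 2.55 and 2.29 in M mice 1 to 5, a log2 fold change of −3.14 (standard error 0.57, limma adjusted p = 0.0229). Cyp4a12a (ENSMUSG00000066071, chromosome 4, 115299046 to 115332815) had 2.12, 5.94, 1.75, 1.59 and 2.37 and 0, 0, 0, 0.0845 and 0.106, a log2 fold change of −1.75 (standard error 0.29, limma adjusted p = 0.0194), and shares 61.3% of its 31-base words with other genes, Cyp4a31 33.3%. Higher in the AA group were Aldh1a1, Adh4, Hsd17b6, Cyp4a29, Cyp2c66, Ugt2b1 and the pseudogenes Cyp4a30-ps and Cyp2c52-ps. Adh4 (ENSMUSG00000037797, chromosome 3, 138415466 to 138430892) had FPKM of 0, 0, 0.508, 0.611 and 1.26 in the M mice and 2.89, 4.36, 3.63, 2.88 and 2.78 in AA mice 1 to 5, a log2 fold change of 1.60 (standard error 0.31, limma adjusted p = 0.00495). Cyp4a29 (ENSMUSG00000083138, chromosome 4, 115242084 to 115254557) had 0, 0, 0, 0.936 and 1.21 and 8.73, 4.06, 4.66, 4.73 and 1.83, a log2 fold change of 2.01 (standard error 0.38, limma adjusted p = 0.00480), with 33.7% of its words shared. Adh4, Cyp4a29, Cyp4a30-ps and Ugt2b1 had an adjusted p of at most 0.05 in each of the 10 fits that left out 1 library. The log2 fold changes of the others were 1.18 for Hsd17b6, 1.15 for Cyp4a30-ps, 1.26 for Cyp2c52-ps, 0.86 for Cyp2c66 and 0.88 for Ugt2b1, and each of these was listed at 0 in M mice 1 to 3. From the modulation of several enzymes of the retinol metabolism pathway in its KEGG map (Supplementary Figure S3), the paper names this pathway as a potential mechanism of the protective effect of AA in CKD.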

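Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465) shares 6.63% of its 31-base words with other genes, and the noncoding genes C730002L08Rik and Gm6684 lie within its interval on the opposite strand. Its FPKM was 0.723 ± 0.296 in the C group, 1.06 ± 0.325 in the M group and 3.12 ± 1.39 in the AA group (SD, n = 5 in each), from 52 to 357 fragments per library. The M vs. C log2 fold change was 0.26 (standard error 0.24, limma adjusted p = 0.602), and −0.28 with TPM, which scales a library mainly by its mitochondrial genes. The AA vs. M log2 fold change was 0.95 (standard error 0.30, limma adjusted p = 0.0440, exact permutation p = 0.0159), under the threshold of 1. It ranged from 0.78 to 1.11 with each library left out in turn, and its adjusted p stayed at or under 0.05 in 2 of those 10 fits. Against M mice 4 and 5 alone it was 1.12.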

Aldehyde dehydrogenase 1A1 (ALDH1A1) catalyzes the conversion of retinal to retinoic acid and dehydrogenates 9-cis-retinal into 9-cis-retinoic acid (23–25). Human cytochrome p450 family 2 subfamily A member 6 (CYP2A6) catalyzes the oxidation of retinoic acid to 4-hydroxyretinoic acid, which orthologous is mouse Cyp2a5 (26). 

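Cyp2a5 (ENSMUSG00000005547, chromosome 7, 26835305 to 26843548) shares 61.3% of its 31-base words with other genes. Its FPKM was 1.98, 11.1, 2.91, 3.90 and 6.53 in C mice 1 to 5, 1.75, 0, 0, 0.0822 and 0.0155 in M mice 1 to 5 and 0, 0.107, 0.579, 0.375 and 0.689 in AA mice 1 to 5. The M libraries rest on at most 42 fragments of the gene and the AA libraries on at most 23. The M vs. C log2 fold change was −2.15 (standard error 0.42, limma adjusted p = 0.0296), with no overlap between the groups (exact permutation p = 0.00794). It ranged from −2.44 to −1.87 with each library left out in turn, passing in 5 of 10 fits, and was −2.40 against M mice 4 and 5 alone. The AA vs. M log2 fold change was 0.085 (standard error 0.27, limma adjusted p = 0.863), and it was negative under quantile normalization and under centring. Cyp2a4 (ENSMUSG00000074254, chromosome 7, 26307169 to 26315088), with 59.0% of its words shared with other genes, had 16.9, 53.4, 17.0, 23.7 and 31.4 in the C mice, 0.595, 0, 1.95, 3.22 and 0.664 in the M mice and 0.465, 7.08, 3.72, 2.57 and 8.75 in the AA mice. Its M vs. C log2 fold change was −3.74 (standard error 0.43, limma adjusted p = 0.00852), passing in 10 of 10 fits that left out 1 library.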

Its mRNA expression is induced by retinoic acid and downregulated during vitamin A depletion. Retinoic acid, 9-cis-retinoic acid, and hydroxyretinoic acid can bind to the nuclear receptor retinoid receptor (RAR/RXR). Transcriptomic analysis revealed that among RXR and RAR isoforms, only Rara exhibited significant mRNA upregulation. In contrast, Rxra, Rxrb, and Rxrg showed no significant transcriptional changes among groups, although a trend toward restoration of Rxra expression was noted in AA-treated mice (Supplementary Figure S4). 

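Rara (ENSMUSG00000037992, chromosome 11, 98927818 to 98974942) had FPKM of 5.33, 3.61, 2.81, 5.41 and 3.74 in C mice 1 to 5, 0.632, 0, 0.945, 4.12 and 7.05 in M mice 1 to 5 and 6.02, 6.86, 3.37, 5.63 and 4.75 in AA mice 1 to 5, and the M value listed at 0 is that of mouse 2. Its difference in mean log2(FPKM + 1) was −0.94 in M vs. C (exact p = 0.151, adjusted p = 0.313 over 12 tests) and 1.23 in AA vs. M (exact p = 0.103, adjusted p = 0.313). These were 0.34 and −0.049 against M mice 4 and 5 alone, and against M mice 1 to 3 alone −1.79 and 2.08 (exact p = 0.0179 for each, the smallest possible). In limma the AA vs. M adjusted p was 0.105 with all libraries and 0.0157 without M mouse 5. Rarg (ENSMUSG00000001288, chromosome 15, 102234938 to 102257517) had an FPKM of 3.82 ± 0.407 in the C group, 7.94 ± 2.89 in the M group (SD, n = 5 in each) and of 3.77, 4.66, 4.91, 7.72 and 5.77 in AA mice 1 to 5. It differed by 0.83 in M vs. C (exact p = 0.00794, adjusted p = 0.0952), with all M libraries above all C libraries, and by −0.46 in AA vs. M (exact p = 0.143, adjusted p = 0.313). Rarb (ENSMUSG00000017491, chromosome 14, 16430839 to 16819156), which shares 32.3% of its 31-base words with other genes, had FPKM of 0.0591, 0.113, 0.0886, 0.146 and 0.505 in the C mice, 0.458, 0, 0, 0.330 and 0.237 in the M mice and 0.586, 0, 0.810, 0.332 and 0.743 in the AA mice. It differed by 0.023 (exact p = 0.865) and 0.29 (exact p = 0.159). After centring each library on its median, 4 of the 12 tests of RAR and RXR isoforms passed, among them Rarg in both comparisons (higher in the M group by 1.21 and lower in the AA group) and none for Rara. Centring shifts all genes of a library alike, so these passes are not particular to the receptors. Without centring 0 of the 12 passed, and 1 had an unadjusted p under 0.05.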

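Rxra (ENSMUSG00000015846, chromosome 2, 27676440 to 27762957) had an FPKM of 3.72 ± 0.877 in the C group and 3.16 ± 1.46 in the M group (SD, n = 5 in each), and of 3.47, 1.83, 4.08, 5.76 and 4.81 in AA mice 1 to 5. Its mean log2(FPKM + 1) differed by −0.24 in M vs. C (exact p = 0.421, adjusted p = 0.582) and by 0.28 in AA vs. M (exact p = 0.437, adjusted p = 0.582), and both differences changed sign under centring. Rxrb (ENSMUSG00000039656, chromosome 17, 34031812 to 34038399) had an FPKM of 4.42 ± 1.57 in the C group, 3.13 ± 1.01 in the M group and 2.10 ± 1.11 in the AA group (SD, n = 5 in each). It differed by −0.38 in M vs. C (exact p = 0.183) and by −0.48 in AA vs. M (exact p = 0.183). Rxrg (ENSMUSG00000015843, chromosome 1, 167598384 to 167639623) had 0.0542, 0.152, 0.144, 0.193 and 0 in the C mice, 0, 0, 0, 0.0891 and 0.293 in the M mice and 0, 0, 0, 0.275 and 0 in the AA mice. At this depth no more than 22 fragments of Rxrg were read in any library, and it differed by −0.047 in M vs. C (exact p = 0.619) and −0.029 in AA vs. M (exact p = 0.722). After centring, Rxrb and Rxrg passed in AA vs. M, at −1.02 and −0.57, both lower in the AA group. Centring shifts all genes of a library alike, so neither these differences nor the sign changes of Rxra are particular to the genes. Rxrg was mostly listed at 0 in both groups and differed by −0.029 without centring.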

Western blot analysis demonstrated that adenine-induced CKD mice exhibited significantly suppressed expression of ALDH1A1 and CYP2A5 in the mice kidneys, along with upregulated RARα expression. However, AA intervention alleviated these changes in key targets (Figures 9F, G).

**Figure 9:**
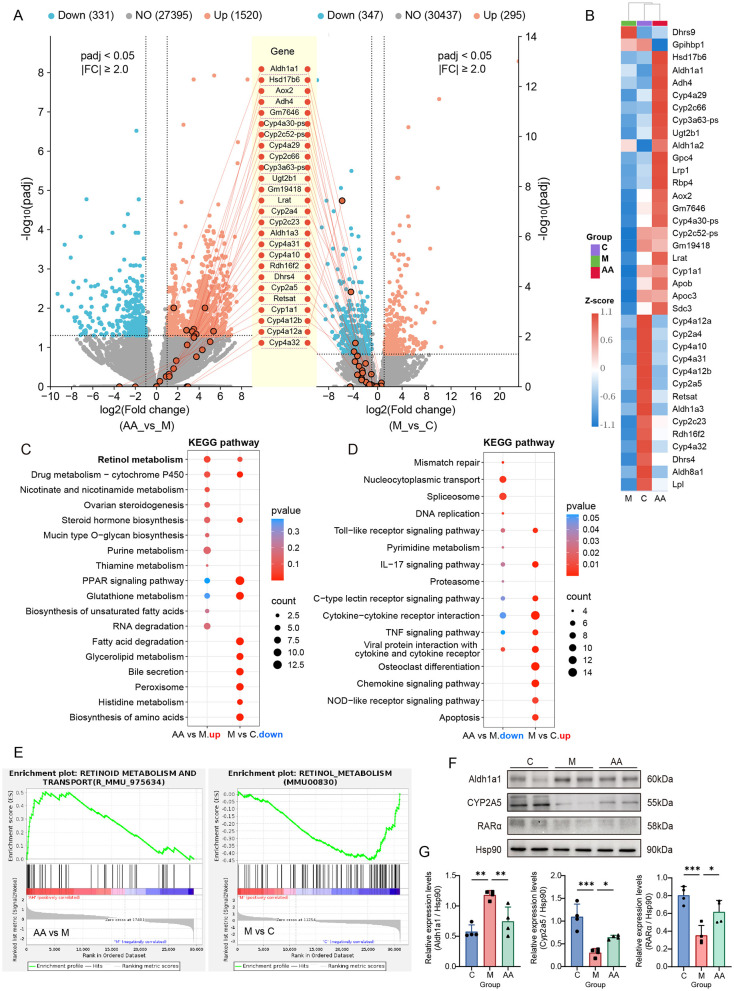
Transcriptomic analysis of kidney tissue revealing the effects of Asiatic acid on adenine-induced CKD model. **(A)** Volcano plots of DEGs. DEGs were filtered using stringent criteria of |log_2_ (FC)| ≥ 1 and *FDR* < 0.05. Key genes associated with retinol metabolism are highlighted. **(B)** Heatmap showing the expression levels (*Z*-score) of genes involved in the retinol metabolism pathway across the three groups. **(C)** KEGG enrichment analysis for pathways that were downregulated in M vs. C but upregulated following AA intervention. **(D)** KEGG enrichment analysis for pathways that were upregulated in M vs. C but downregulated by AA. **(E)** GSEA plots illustrating the enrichment of retinoid metabolism and transport pathways in AA vs. M and M vs. C comparisons. **(F, G)** Western blot analysis **(F)** and semi-quantification **(G)** of key enzymes (Aldh1a1, CYP2A5) and receptor (RARα) in the retinol metabolism pathway. Hsp90 served as the internal control. *n* = 5 for RNA-seq; *n* = 4 for Western blot. Following normality testing, one-way ANOVA with Tukey's test or Kruskal–Wallis with Dunn's test was used for multiple comparisons. AA, high dose AA at 30 mg/kg. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.10 Key metabolite involved in retinol metabolism attenuate fibrotic injury and oxidative stress in HK-2 cells

Retinoids play a crucial role in the repair of renal tubular injury (23), which led us to select human proximal tubule epithelial cells (HK-2) for our *in vitro* investigation (27). Among the retinol metabolism metabolites restored by AA, 9-cis-retinal showed the strongest negative correlation with UACR. Our findings revealed that 9-cis-retinal significantly suppressed TGF-β1-induced upregulation of fibrotic markers, including Col I and α-SMA (Figures 10A–C). Furthermore, 9-cis-retinal treatment effectively reduced cytosolic ROS production and restored MMP in injured HK-2 cells (Figures 10D–F), thereby demonstrating the protective effect of retinoids on renal tissue following fibrotic injury and oxidative stress. In addition, 4-OH-RA—the most strongly upregulated retinoid following AA intervention—also showed protective effects in HK-2 cells; these data are presented in Supplementary Figure S5. Next, we investigated whether AA itself exerts direct renoprotective effects. Direct administration of AA significantly attenuated TGF-β1-induced oxidative stress and fibrotic marker expression. The protective effects of AA on Col I/α-SMA expression and ROS/MMP levels were partially abolished by the addition of Methoxsalen, a CYP2A5/6 inhibitor (Supplementary Figure S6). It is noteworthy that although AA demonstrated direct protective effects on tubular cells *in vitro*, consistent with previous reports highlighting AA's anti-fibrotic and antioxidant potential (22, 28), its oral administration results in low bioavailability and limited kidney accumulation.

**Figure 10:**
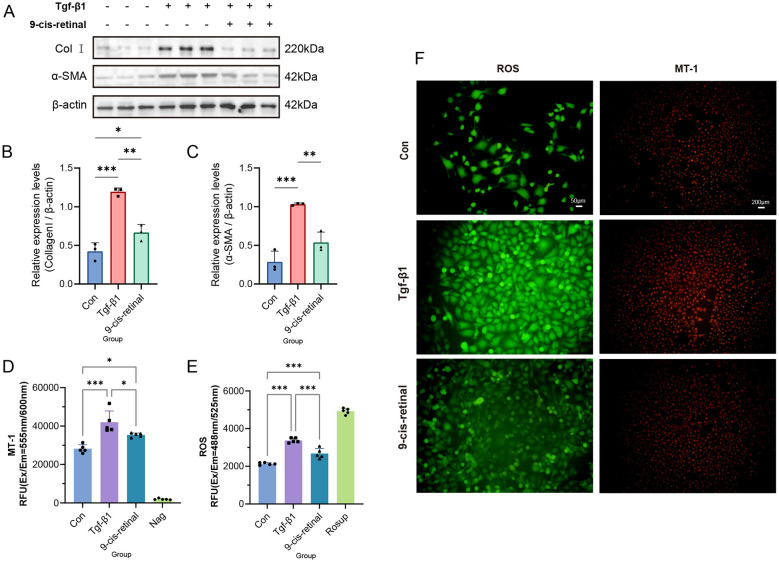
9-cis-retinal attenuate TGF-β1-induced fibrotic injury and oxidative stress in HK-2 cells. **(A–C)** Western blot analysis **(A)** and semi-quantification **(B, C)** of Collagen I (Col I) and α-SMA expression in HK-2 cells treated with TGF-β1 (10 ng/ml) and 9-cis-retinal (10 μM). **(D)** RFU bar chart for MT-1, Ex/Em = 555 nm/600 nm, *n* = 5. **(E)** RFU bar chart for ROS, Ex/Em = 488 nm/525 nm, *n* = 5. Rosup and Nag serve as positive/negative controls. **(F)** Representative fluorescent images of ROS (scale bar = 50 μm) and MT-1 (scale bar = 200 μm) staining. *P < 0.05, **P < 0.01, ***P < 0.001.

## 4 Discussion

Metabolic dysregulation functions bidirectionally as both a driver and consequence of renal fibrosis (5), a pathophysiological process co-modulated by host-microbiota metabolic crosstalk. Emerging evidence has highlighted the regulatory role of gut microbiota in renal pathophysiology (29). Integrated multi-omics approaches combining genomic sequencing with metabolomic profiling offer novel translational strategies for microbiome-targeted nephropathy interventions (30). AA, a natural product with multi-target renoprotective effects, shows promise in treating acute and chronic kidney injuries by protecting tubular epithelial cells, stabilizing podocytes, and exhibiting antioxidant and anti-fibrotic activities. This study revealed that AA intervention significantly attenuated the decline of renal function in adenine-induced CKD mice, as evidenced by reduced Scr, BUN, and UACR, concomitant with suppressed Col-I, α-SMA, and TGF-β1 expression, along with diminished renal collagen deposition. Renal metabolomic analysis revealed that AA principally modulates key metabolic pathways, including retinol metabolism, steroid hormone biosynthesis, and arachidonic acid metabolism. MetOrigin-based metabolic tracing further demonstrated that this metabolic reprogramming depended on host-microbiota co-metabolism. Notably, AA administration prevented adenine-induced gut dysbiosis, enriching beneficial taxa including *Lachnospiraceae NK4A136 group, Muribaculum*, and *Clostridium sensu stricto 1* while suppressing pathogenic bacterial proliferation. Collectively, our findings establish that AA alleviates CKD progression may through dual mechanisms restoring gut microbiota homeostasis and remodeling renal metabolic networks. The core therapeutic mechanism involves targeted modulation of the gut-kidney axis, suggesting its potential as a versatile treatment for renal protection and reducing fibrosis.

Renal metabolomic analysis demonstrated that AA intervention altered retinol metabolism, with MetOrigin-based metabolic tracing identifying this pathway as the most critical node in host-microbiota interactions. Retinol (vitamin A) and its bioactive derivatives (retinoids) play essential roles in maintaining renal homeostasis and facilitating tubular repair in adults, while being indispensable for embryonic kidney development (23). Notably, enhanced retinol intake has been associated with reduced CKD risk in type 2 diabetic populations (31). Our findings further revealed diminished renal retinol/retinoid levels in fibrotic kidneys, consistent with prior clinical observations. Under physiological conditions, hepatic-stored retinol is transported to the kidneys via retinol-binding protein 4, which undergoes glomerular filtration followed by proximal tubular reabsorption and catabolism to release retinol. However, impaired renal filtration and reabsorption capacities in CKD likely drive intrarenal retinol depletion (32). The elevated oxidative stress in CKD may also promote non-enzymatic oxidation of retinoids, further contributing to intrarenal retinol depletion (33). Metabolically, retinol undergoes oxidation to bioactive retinaldehyde-a reversible conversion-before being irreversibly catalyzed by ALDH1A isozymes (ALDH1A1/ALDH1A2/ALDH1A3) into retinoic acid (RA), representing the rate-limiting step in retinoid metabolism (34). As an endogenous agonist for retinoic acid receptors (RARα/β/γ), RA exerts anti-fibrotic and pro-regenerative effects. Experimental evidence indicates that RARα deficiency triggers mitochondrial dysfunction, apoptosis, and failed tubular repair (35). Although no significant transcriptional changes in RXR isoforms were observed, their activity may still be modulated post-transcriptionally or by endogenous ligands. Notably, 9-cis-retinal, which functions as an antagonist of RXR/PPARγ (36), was restored by AA and negatively correlated with UACR. The reduced expression of Col-I and α-SMA in AA-treated mice is consistent with enhanced retinoid signaling, as these genes are negatively regulated by this pathway (37). Together with the increase in 4-hydroxyretinoic acid (a potential RAR agonist), these observations suggest that AA may exert its renoprotective effects through multiple mechanisms along the retinoid axis (34).

Beyond retinol reprogramming, integrative pathway analysis identified steroid hormone biosynthesis and arachidonic acid metabolism as additional regulatory nodes of AA intervention. In the steroidogenic cascade, adenine-induced injury precipitated a critical depletion of 17α-hydroxypregnenolone, a pivotal precursor governing downstream glucocorticoid and sex hormone synthesis (38). AA treatment effectively normalized levels of cortisol, testosterone, and estradiol, which had been systemically suppressed in the CKD model. The restoration of these mediators likely contributes to the stabilization of glomerular hemodynamics and suppression of fibrotic signaling (39, 40). Notably, the observed suppression of sex hormone levels in male adenine-model mice phenocopies findings from female-specific renal models (41), validating this model's translational relevance across sex-specific pathophysiology. Within the arachidonic acid metabolic axis, AA promoted a shift toward an anti-inflammatory microenvironment by modulating the COX/LOX pathways. Specifically, AA upregulated 15-deoxy-Δ^12, 14^-prostaglandin J2 (15d-PGJ2) and 20-carboxy-LTB4. These mediators serve to activate PPARγ (16) and antagonize neutrophil-mediated inflammatory injury, respectively (42–44). These coordinated actions demonstrate AA's capacity to rebalance proinflammatory and anti-inflammatory mediators, synergistically ameliorating lipid metabolic dysregulation and improving renal microenvironmental homeostasis.

Dysbiosis of intestinal flora is one of the key drivers of the pathological mechanisms of CKD (45). LDA revealed *Ruminococcaceae, Lachnospiraceae*, and *Clostridia* as predominant bacterial families enriched following AA intervention. It was found that the abundance of *Ruminococcaceae bromii* decreased significantly with the progression of CKD, suggesting that this bacterium may delay disease progression by attenuating renal fibrosis (8). Notably, AA-induced abundance changes in Lachnospiraceae and Clostridia was consistent with the results of a previous study examining the common features of gut flora in animals with experimental kidney disease (46), further supporting their generalized role in the regulation of CKD pathology. At the genus level, Kruskal–Wallis test analysis revealed that *Muribaculum, Lachnospiraceae NK4A136 group*, and *Bifidobacterium* were significantly altered among groups. Notably, *Lachnospiraceae NK4A136_group, Muribaculum*, and *Clostridium sensu stricto 1* exhibited significant enrichment in the AA-treated group. O2PLS analysis also confirmed these taxa as core discriminative genera. Functionally, these bacteria share metabolic competence in fermenting complex polysaccharides to produce short-chain fatty acids (SCFAs), including butyrate and acetate, which collectively enhance intestinal barrier integrity, suppress pathogenic overgrowth, and regulate host energy homeostasis (47–49).

At the species level, AA intervention significantly enriched *Lactobacillus intestinalis (L. intestinalis), Clostridium sp*., and *Mucispirillum schaedleri (M. schaedleri)*. The probiotic *L. intestinalis* exhibits ALDH activity, synergizing with host ALDH1A2 to enhance RA biosynthesis. This microbial-host co-metabolism activates intestinal RARα-mediated anti-inflammatory responses (50). *Clostridium sp*. demonstrates dual metabolic functions: purine degradation capacity (51) and bile acid biotransformation through conversion of chenodeoxycholic acid to ursodeoxycholic acid (52). The resultant ursodeoxycholic acid activates bile acid signaling pathways to ameliorate mitochondrial dysfunction and protect renal tubules (53). Although *M. schaedleri* predominantly colonizes the murine intestinal mucus layer as a core commensal in laboratory mice rather than humans (54), its genomic repertoire encodes specialized oxygen/ROS scavenging systems (55), suggesting potential regulatory roles in inflammatory modulation. *Parabacteroides gordonii* is positively correlated with vascular risk factors (56), yet its abundance declines in hypertensive renal injury models (57). While the functional implications remain to be fully elucidated, the elevated abundance of *Parabacteroides gordonii* in CKD mice was mitigated by AA treatment, hinting at a modest role in the gut microbial shifts accompanying renal dysfunction. The above results suggest that AA provides a new microbial target for CKD treatment by remodeling the structure of intestinal flora, enhancing the function and metabolic activity of beneficial bacteria, and synergistically ameliorating renal inflammation and metabolic disorder.

Previous studies indicate that AA content in fresh canella asiatica ranges from is 0.18–0.19 mg/g, making these doses achievable through dietary supplements of *Centella asiatica* extract (58). Due to its poor aqueous solubility and rapid metabolism, AA exhibits low oral bioavailability (59). Strategies to enhance its durability and bioavailability remain largely unexplored. As a highly lipophilic molecule, AA is likely eliminated via hepatobiliary excretion and subsequently excreted predominantly through the fecal route (60). Its renoprotective effects may be mediated, at least in part, by gut microbiota-derived metabolites, as supported by our antibiotic depletion experiments. Future pharmacokinetic studies in patients with CKD are warranted to establish optimal dosing regimens.

While this study provides novel insights into the mechanisms of AA in alleviating adenine-induced CKD through the gut-kidney axis, several limitations should be acknowledged. First, the experimental design utilized a single murine model and focused exclusively on male mice. Although the consistency of steroid hormone alterations across genders supports the robustness of the model, future studies incorporating female cohorts and alternative CKD models are necessary. Second, our antibiotic depletion experiment demonstrates a strong correlation between the gut microbiota and the renoprotective effects off AA, supporting the necessity of the gut microbiota in mediating these benefits. To further confirm the gut-kidney axis, the fecal microbiota transplantation (FMT) using germ-free animal models can be employed in future studies. Although studies indicate that using 1% DMSO as a solvent for insoluble compounds is generally safe, it may cause mild gastric irritation or mucosal damage. To address this, chemical structure modifications could be undertaken to enhance the solubility of AA in future. Third, the sample size is relatively limited for high-dimensional multi-omics analyses, which may reduce statistical power and increase the risk of false-positive results. Future studies with larger cohorts are warranted to validate the generalizability of these findings. Fourth, the dose-response effects of AA were partially explored, but detailed pharmacokinetic studies and long-term safety assessments are warranted before clinical translation. Finally, the functional roles of specific microbial taxa (e.g., *Lachnospiraceae NK4A136 group* and *Mucispirillum schaedleri*) in retinol or arachidonic acid metabolism require further mechanistic validation using *in vitro* co-culture systems or genetically engineered strains.

## 5 Conclusion

In summary, this study demonstrates that AA ameliorates renal injury and fibrosis in adenine-induced CKD mice. Antibiotic depletion experiments indicate that an intact gut microbiota is required for the renoprotective effects of AA, supporting a functional association along the gut–kidney axis. Integrated multi-omics analysis further reveals that AA administration is associated with remodeling of the gut microbiota and reprogramming of renal retinol metabolism. These findings suggest that AA may serve as a dietary-derived modulator of the gut–kidney axis with potential benefits for kidney health.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary material. The raw data of metabolomics and RNA-seq have been deposited in the MetaboLights (MTBLS14232) and NCBI GEO (GSE328634) databases.

# Supplementary material for: Asiatic acid from Centella asiatica alleviates renal fibrosis: coordinated modulation of the gut–kidney axis and retinol metabolism
**Source:** Front Nutr. 2026 Jul 10;13:1802674. doi: 10.3389/fnut.2026.1802674
**Supplement:** Supplementary file 1

## Slide 1
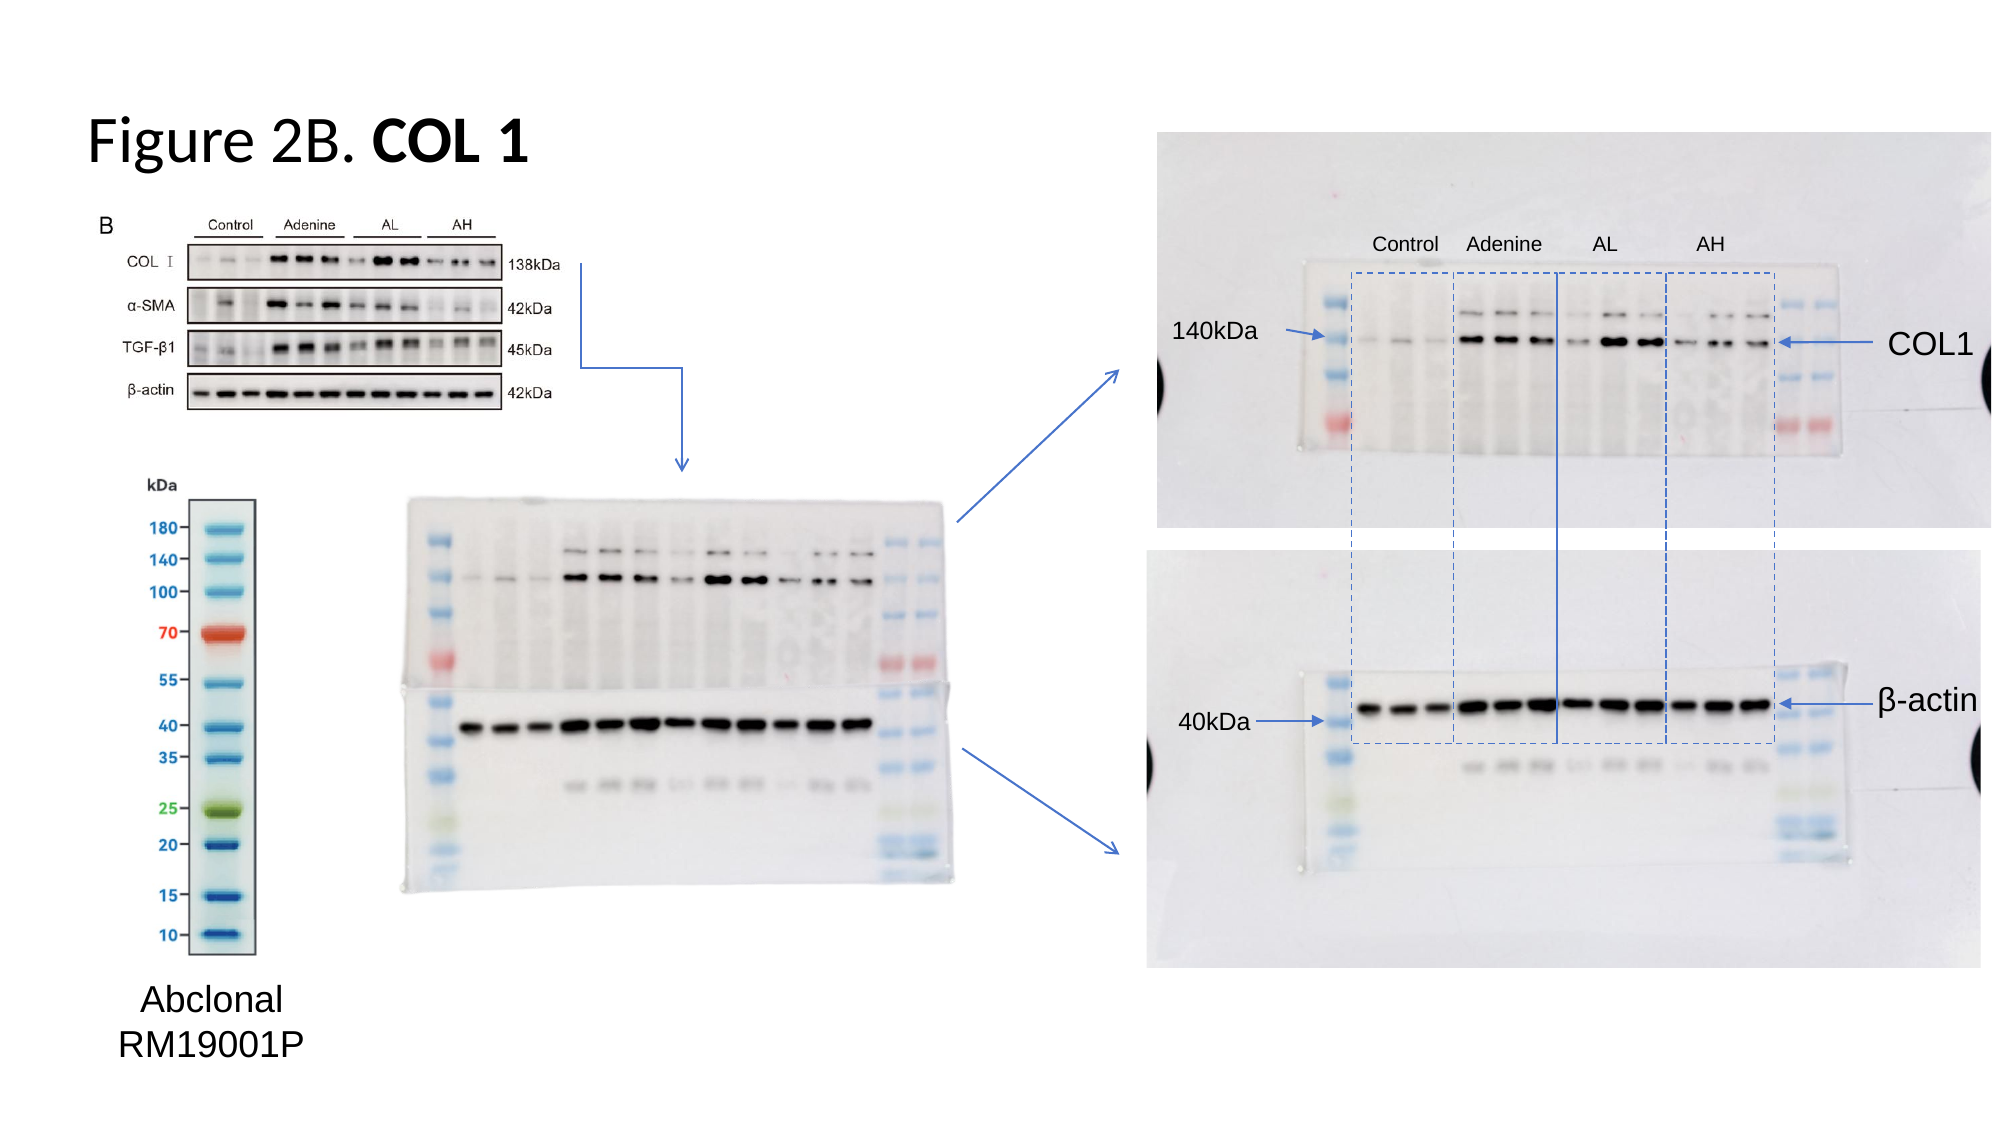

# Figure 2B. COL 1
Control Adenine AL AH
140kDa
COL1
β-actin
40kDa
Abclonal
RM19001P

## Slide 2
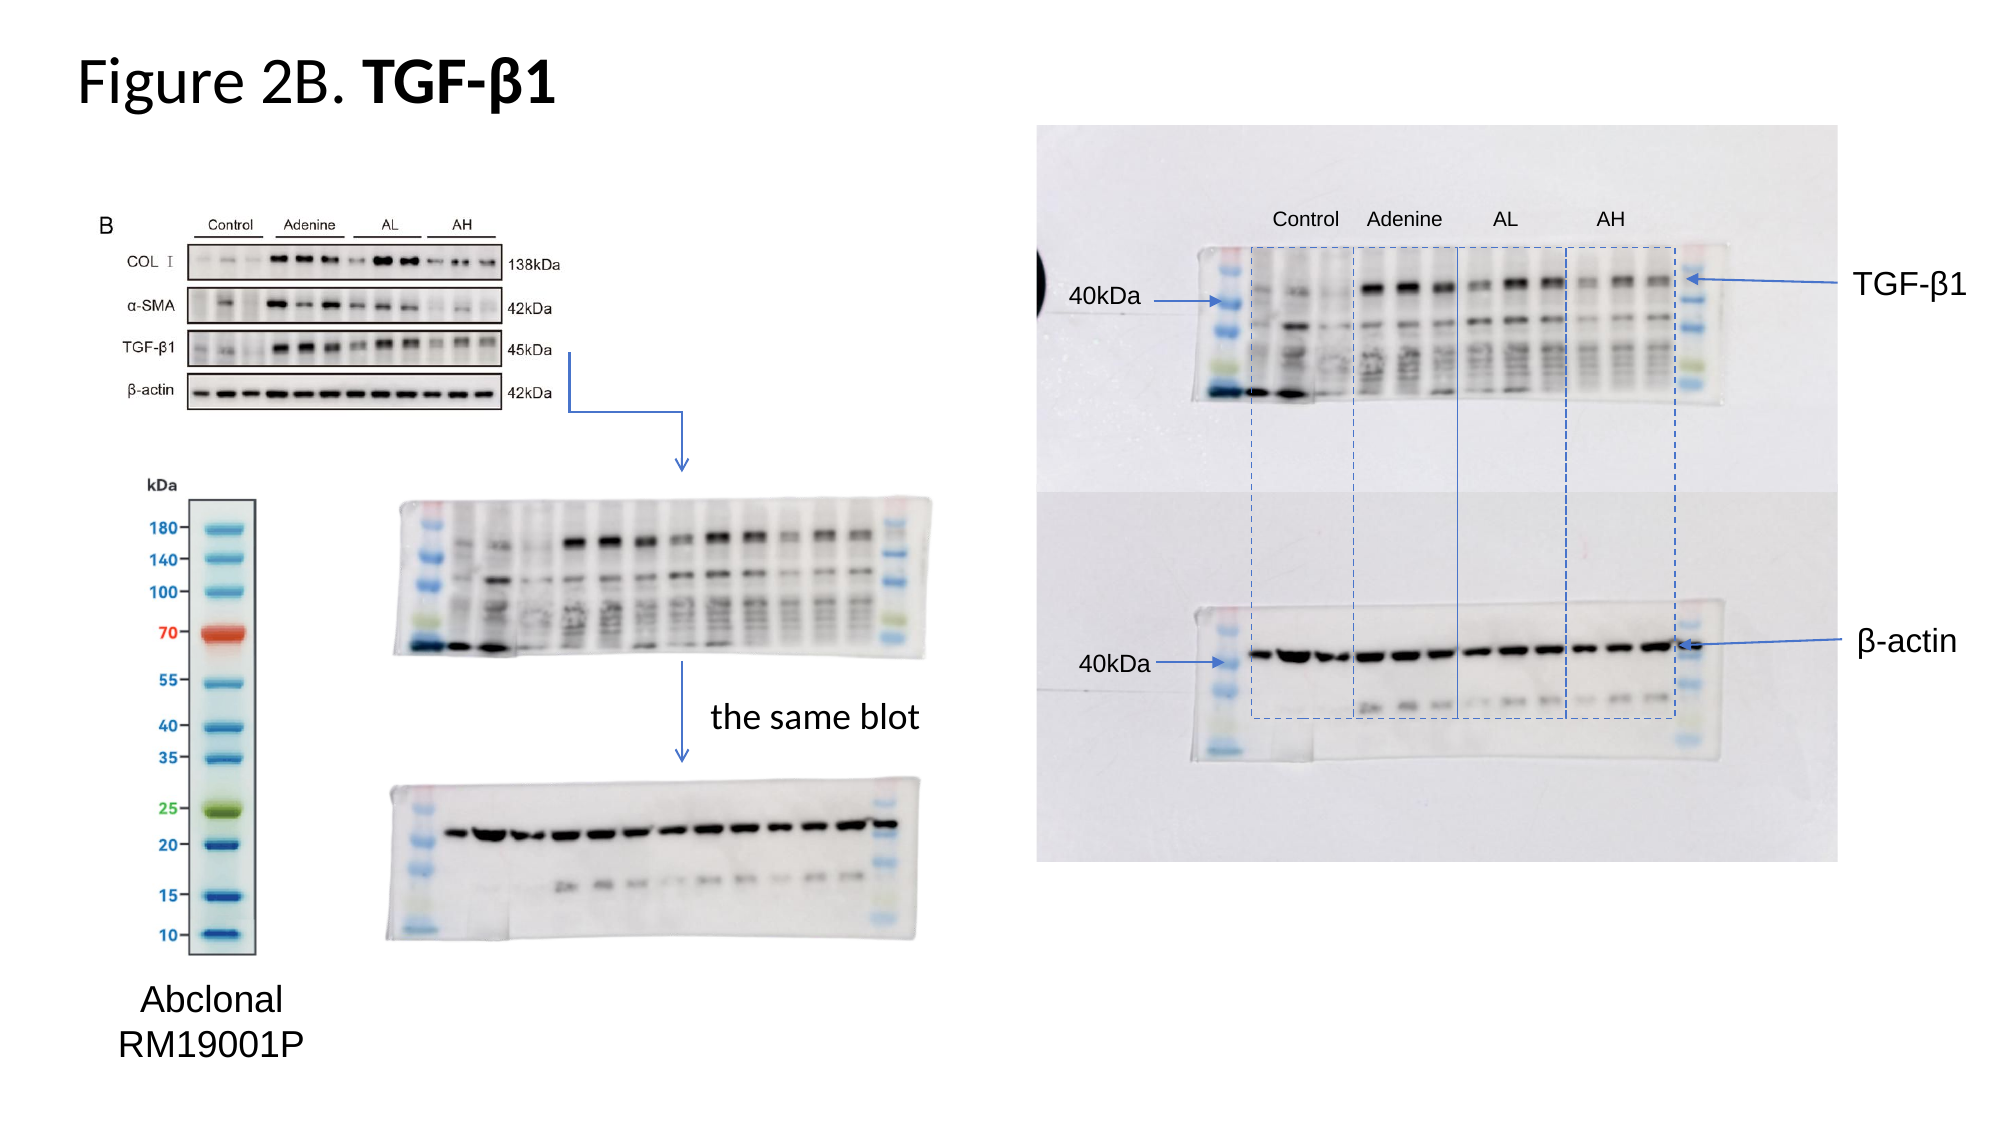

Figure 2B. TGF-β1
Control Adenine AL AH
TGF-β1
40kDa
β-actin
40kDa
the same blot
Abclonal
RM19001P

## Slide 3
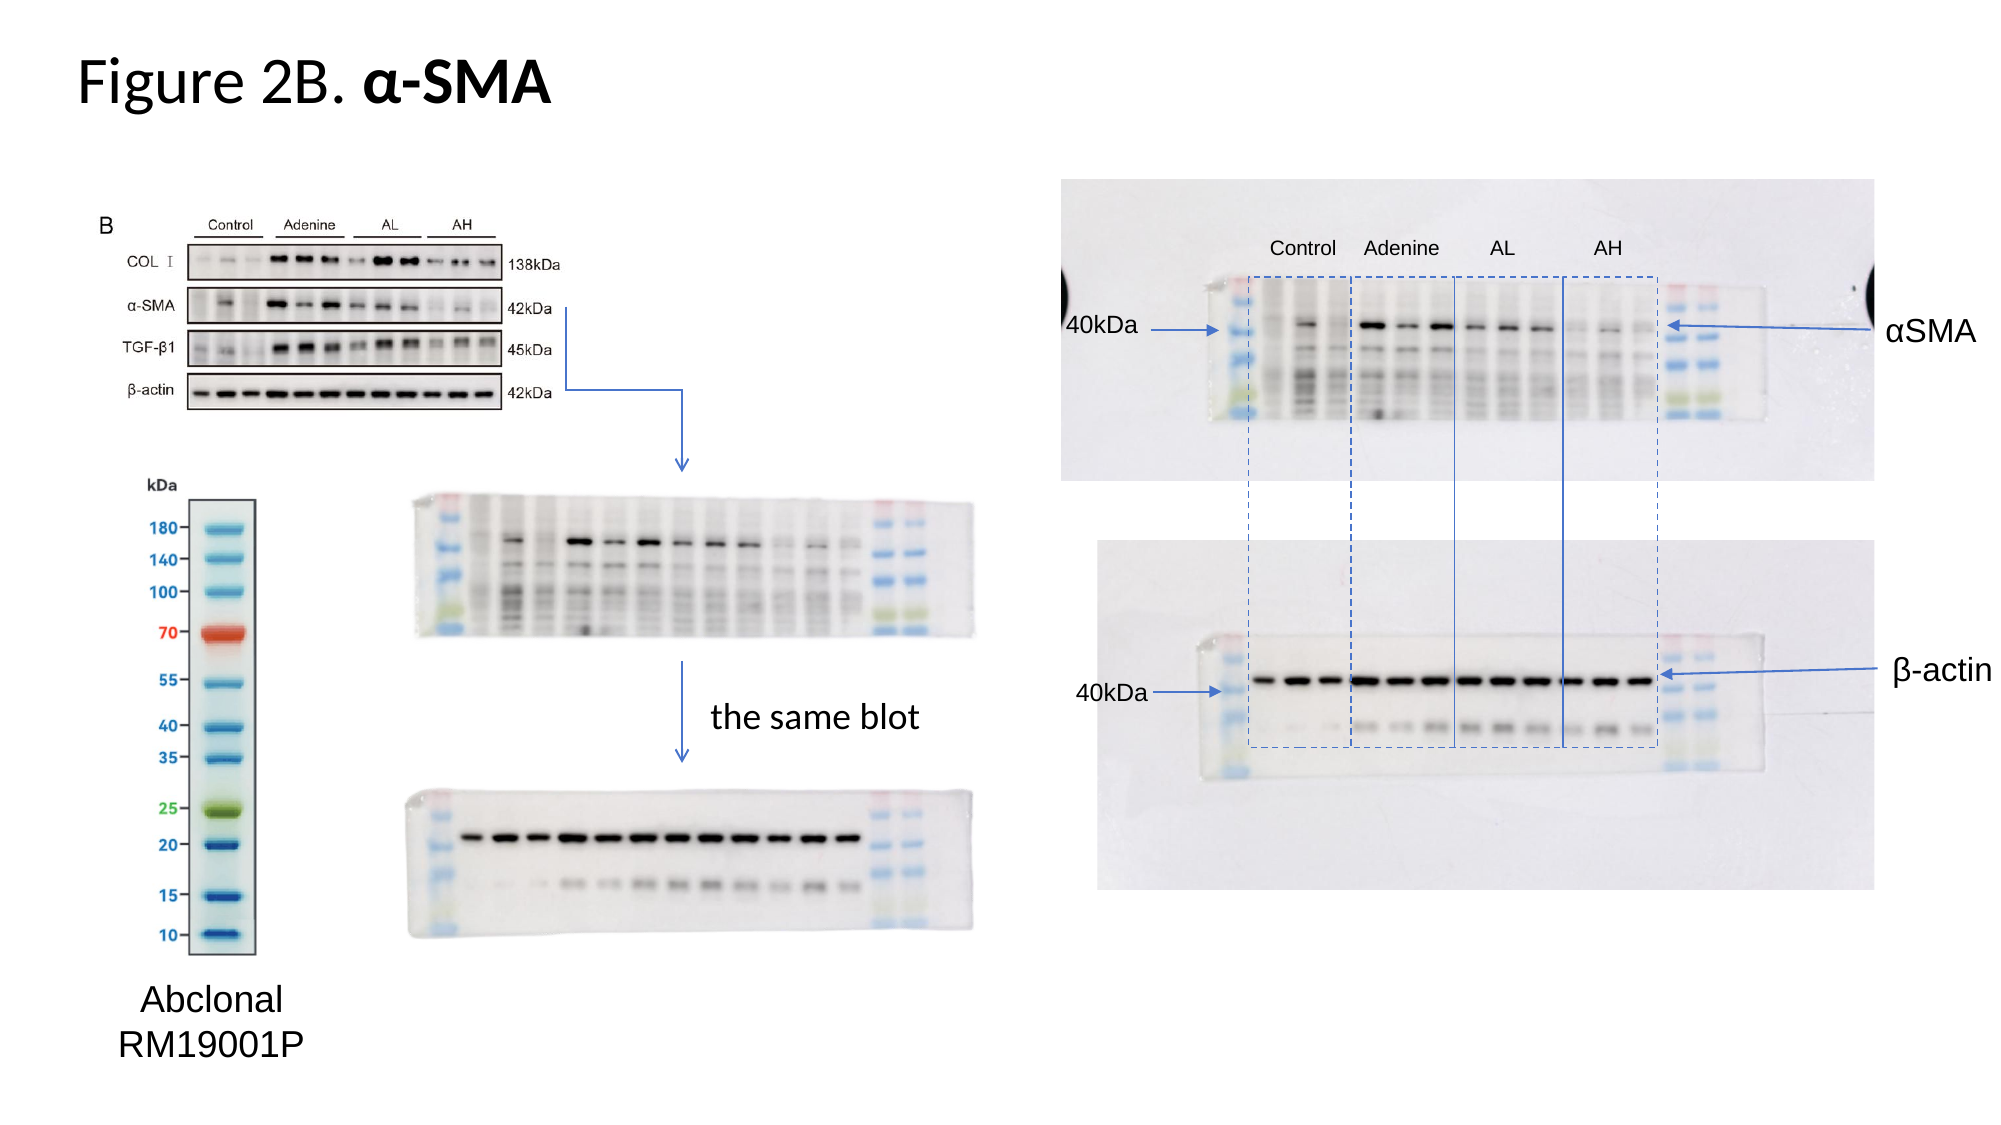

Figure 2B. α-SMA
Control Adenine AL AH
40kDa
αSMA
β-actin
40kDa
the same blot
Abclonal
RM19001P

## Slide 4
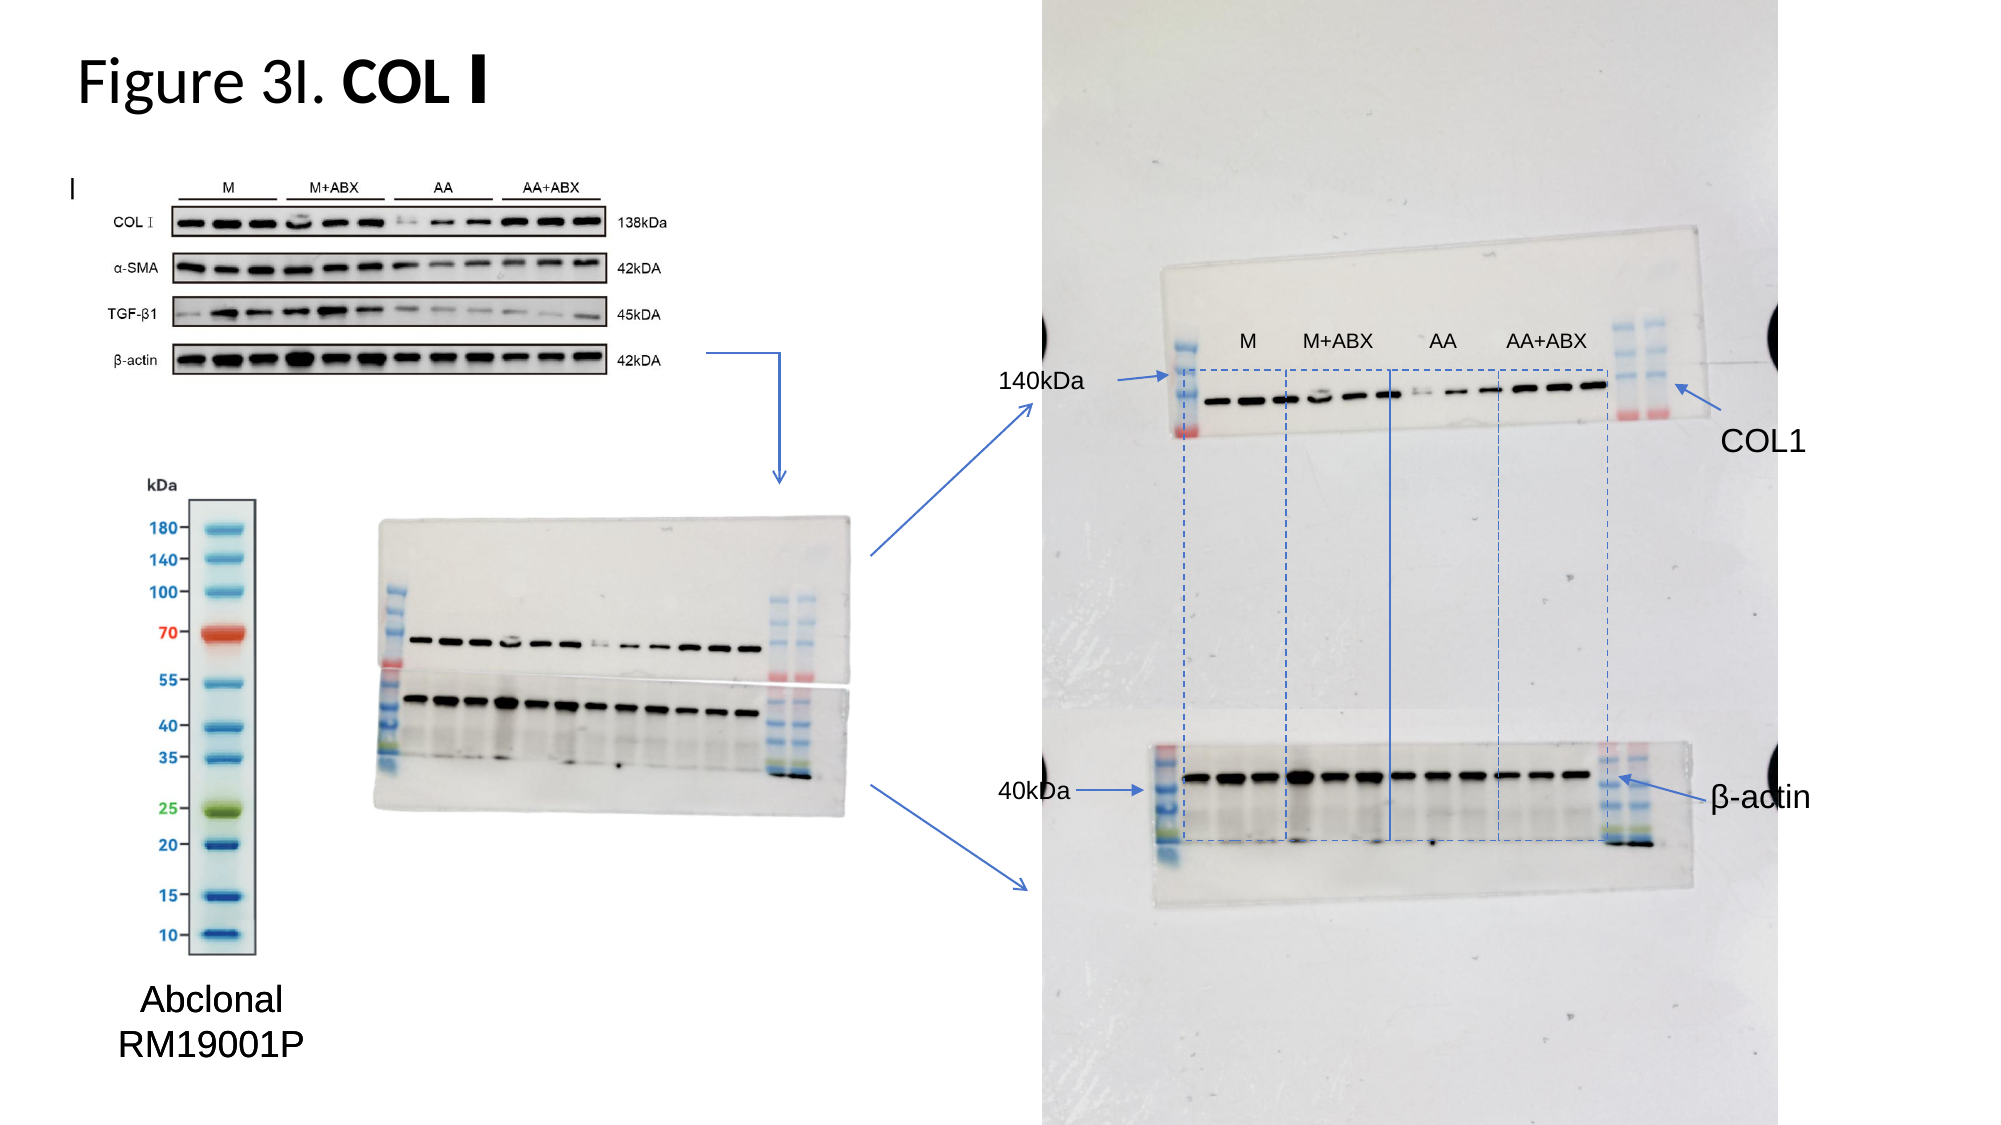

Figure 3I. COL Ⅰ
 M M+ABX AA AA+ABX
140kDa
COL1
40kDa
β-actin
Abclonal
RM19001P
Abclonal
RM19001P

## Slide 5
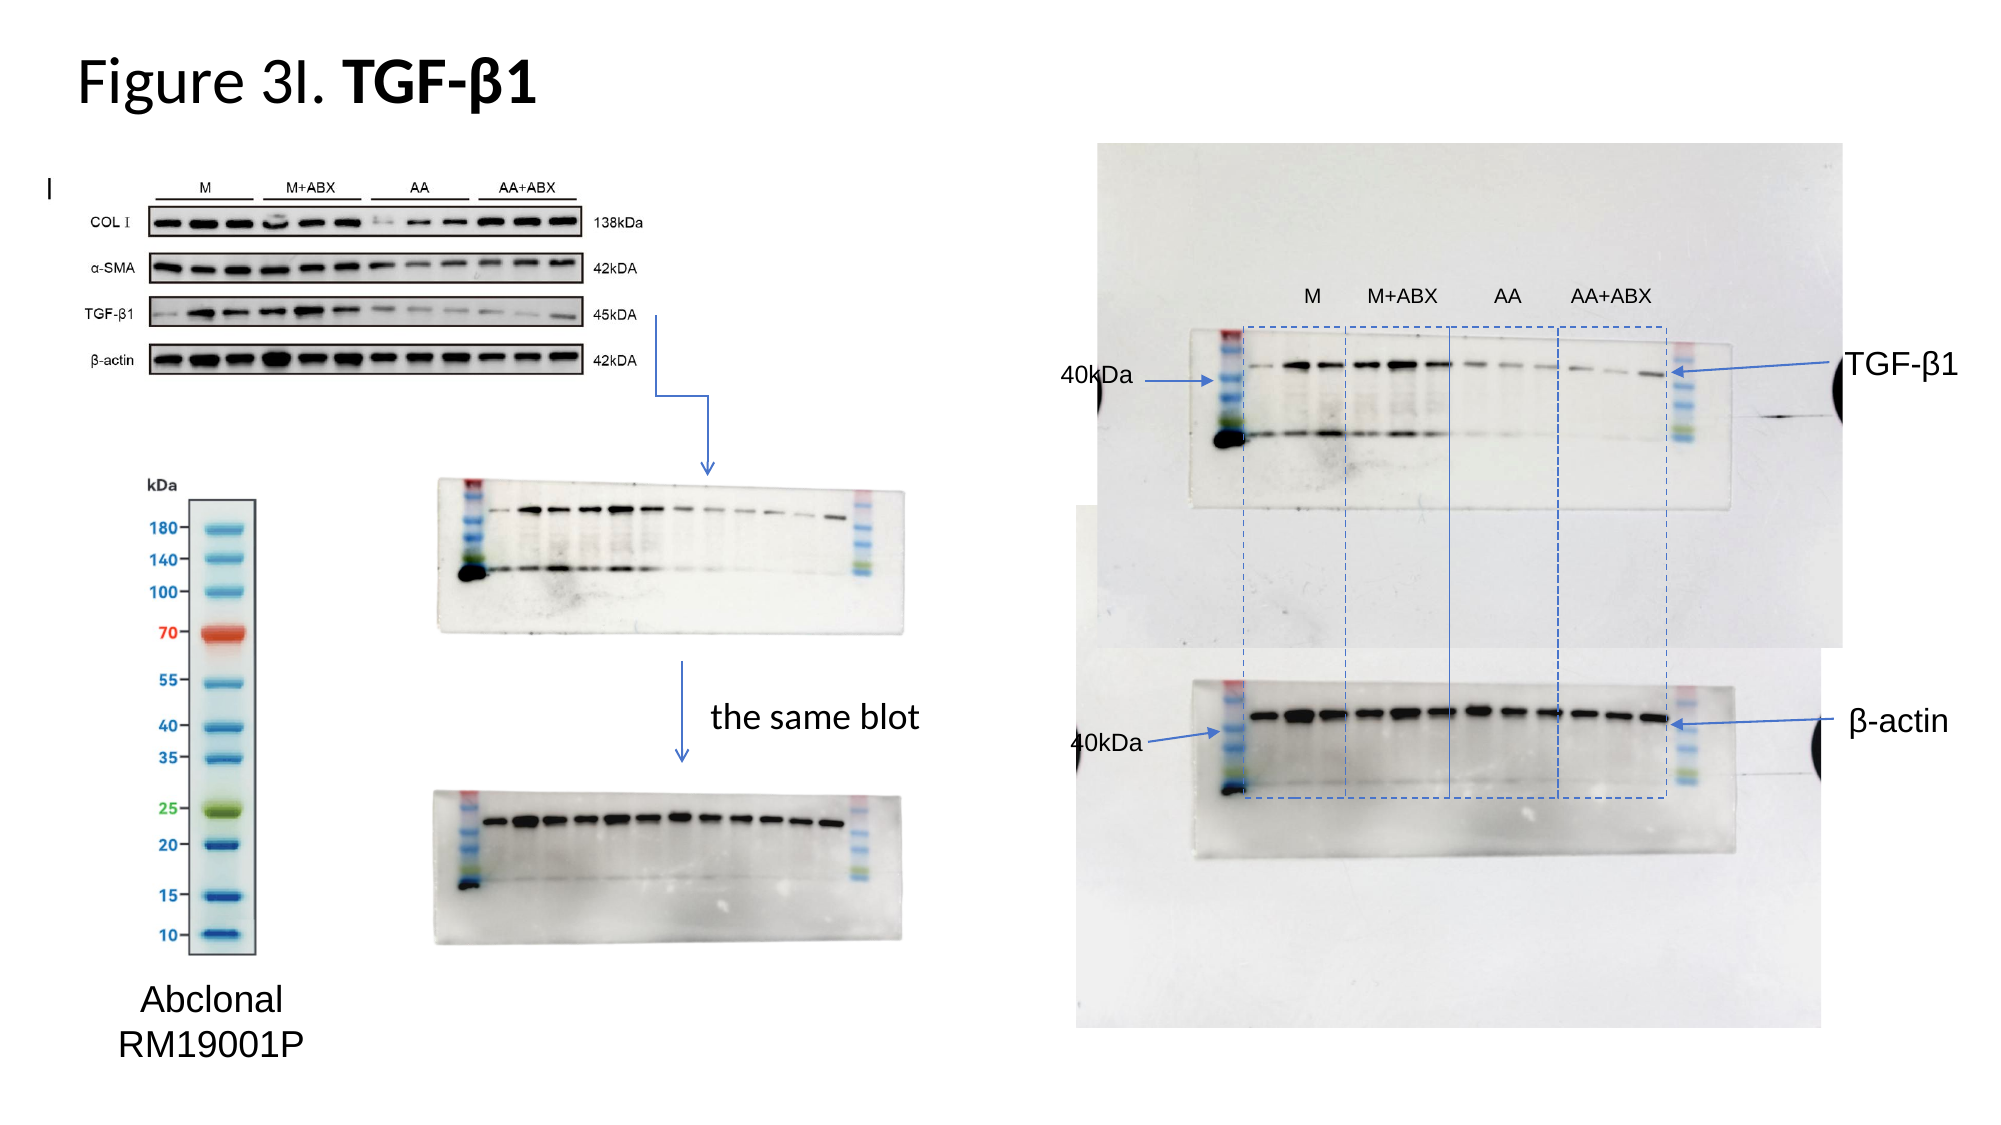

Figure 3I. TGF-β1
 M M+ABX AA AA+ABX
TGF-β1
40kDa
the same blot
β-actin
40kDa
Abclonal
RM19001P

## Slide 6
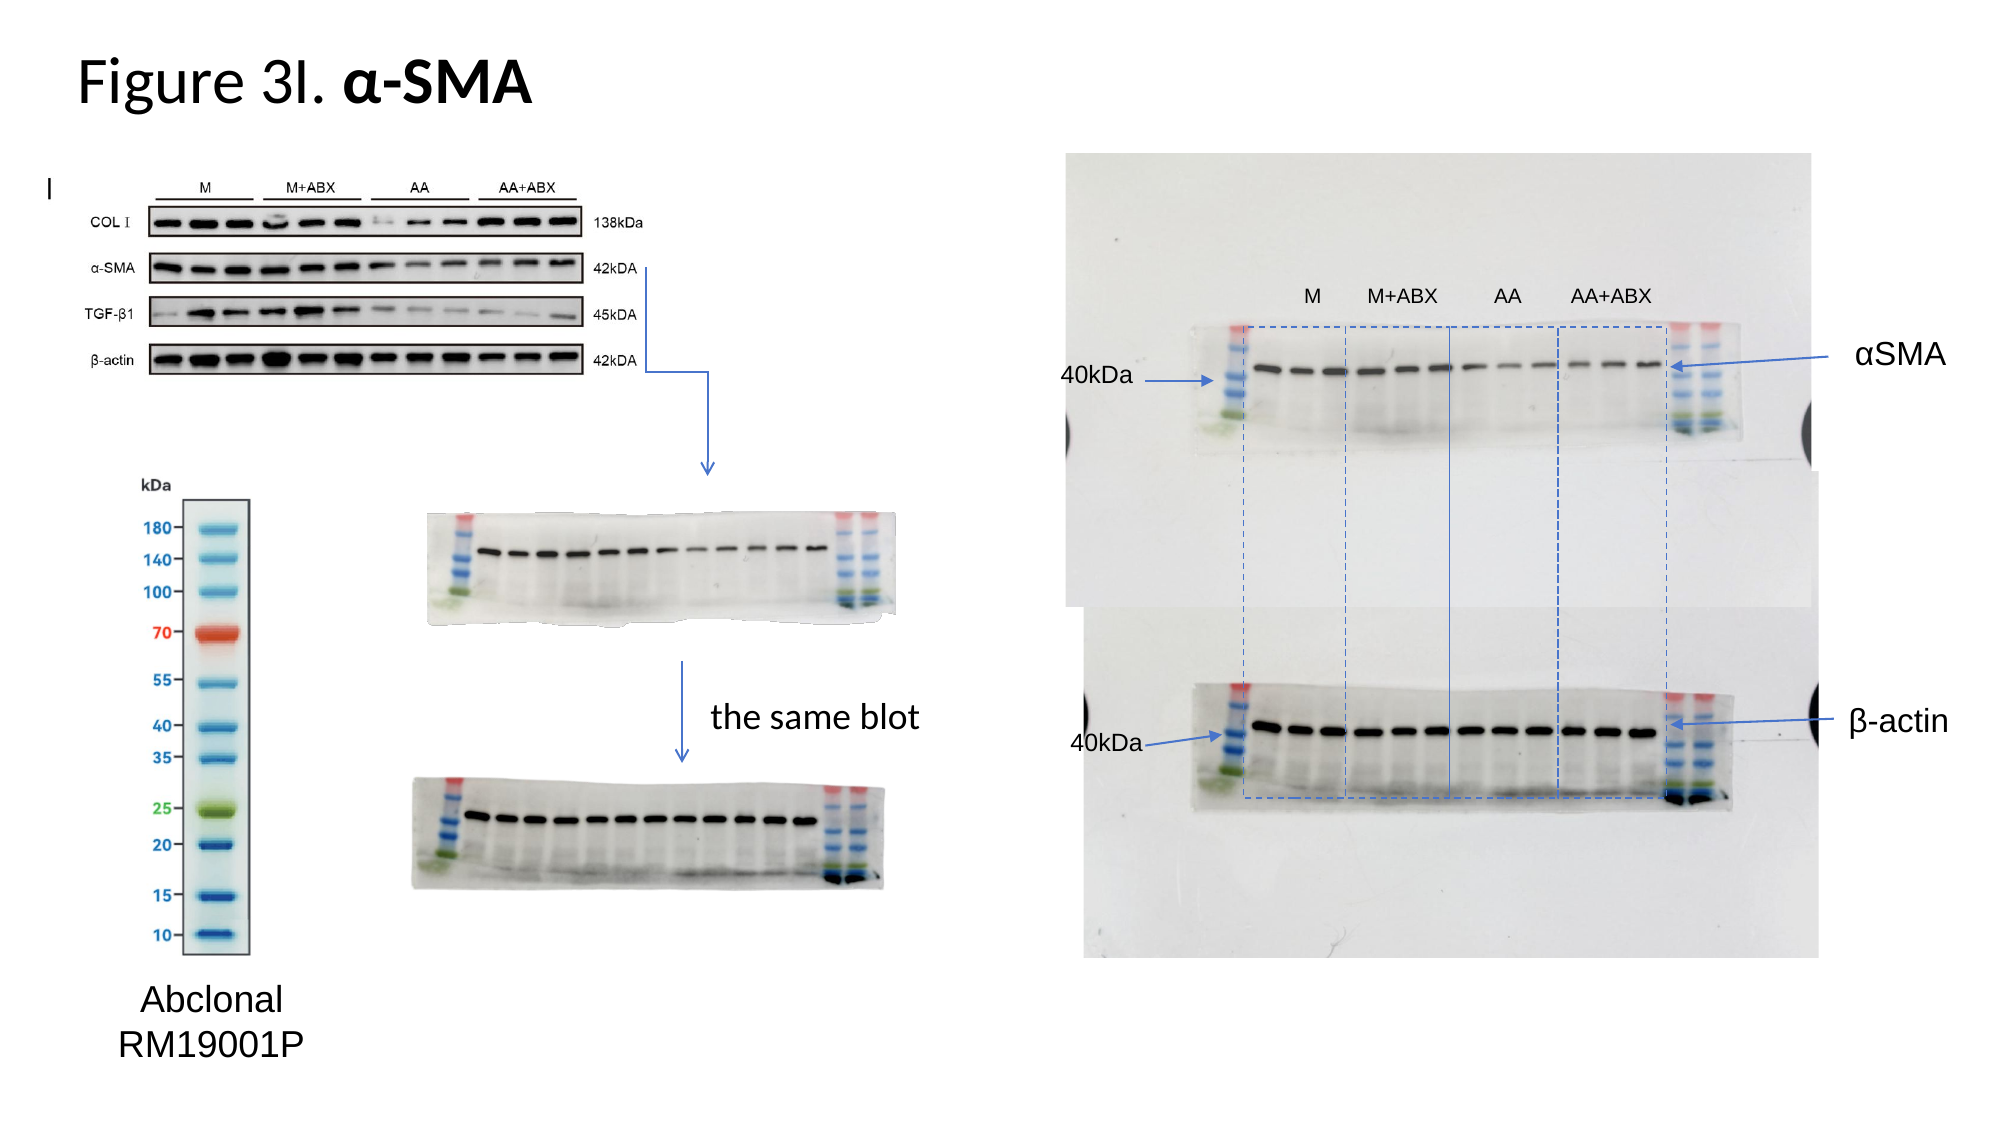

Figure 3I. α-SMA
 M M+ABX AA AA+ABX
αSMA
40kDa
the same blot
β-actin
40kDa
Abclonal
RM19001P

## Slide 7
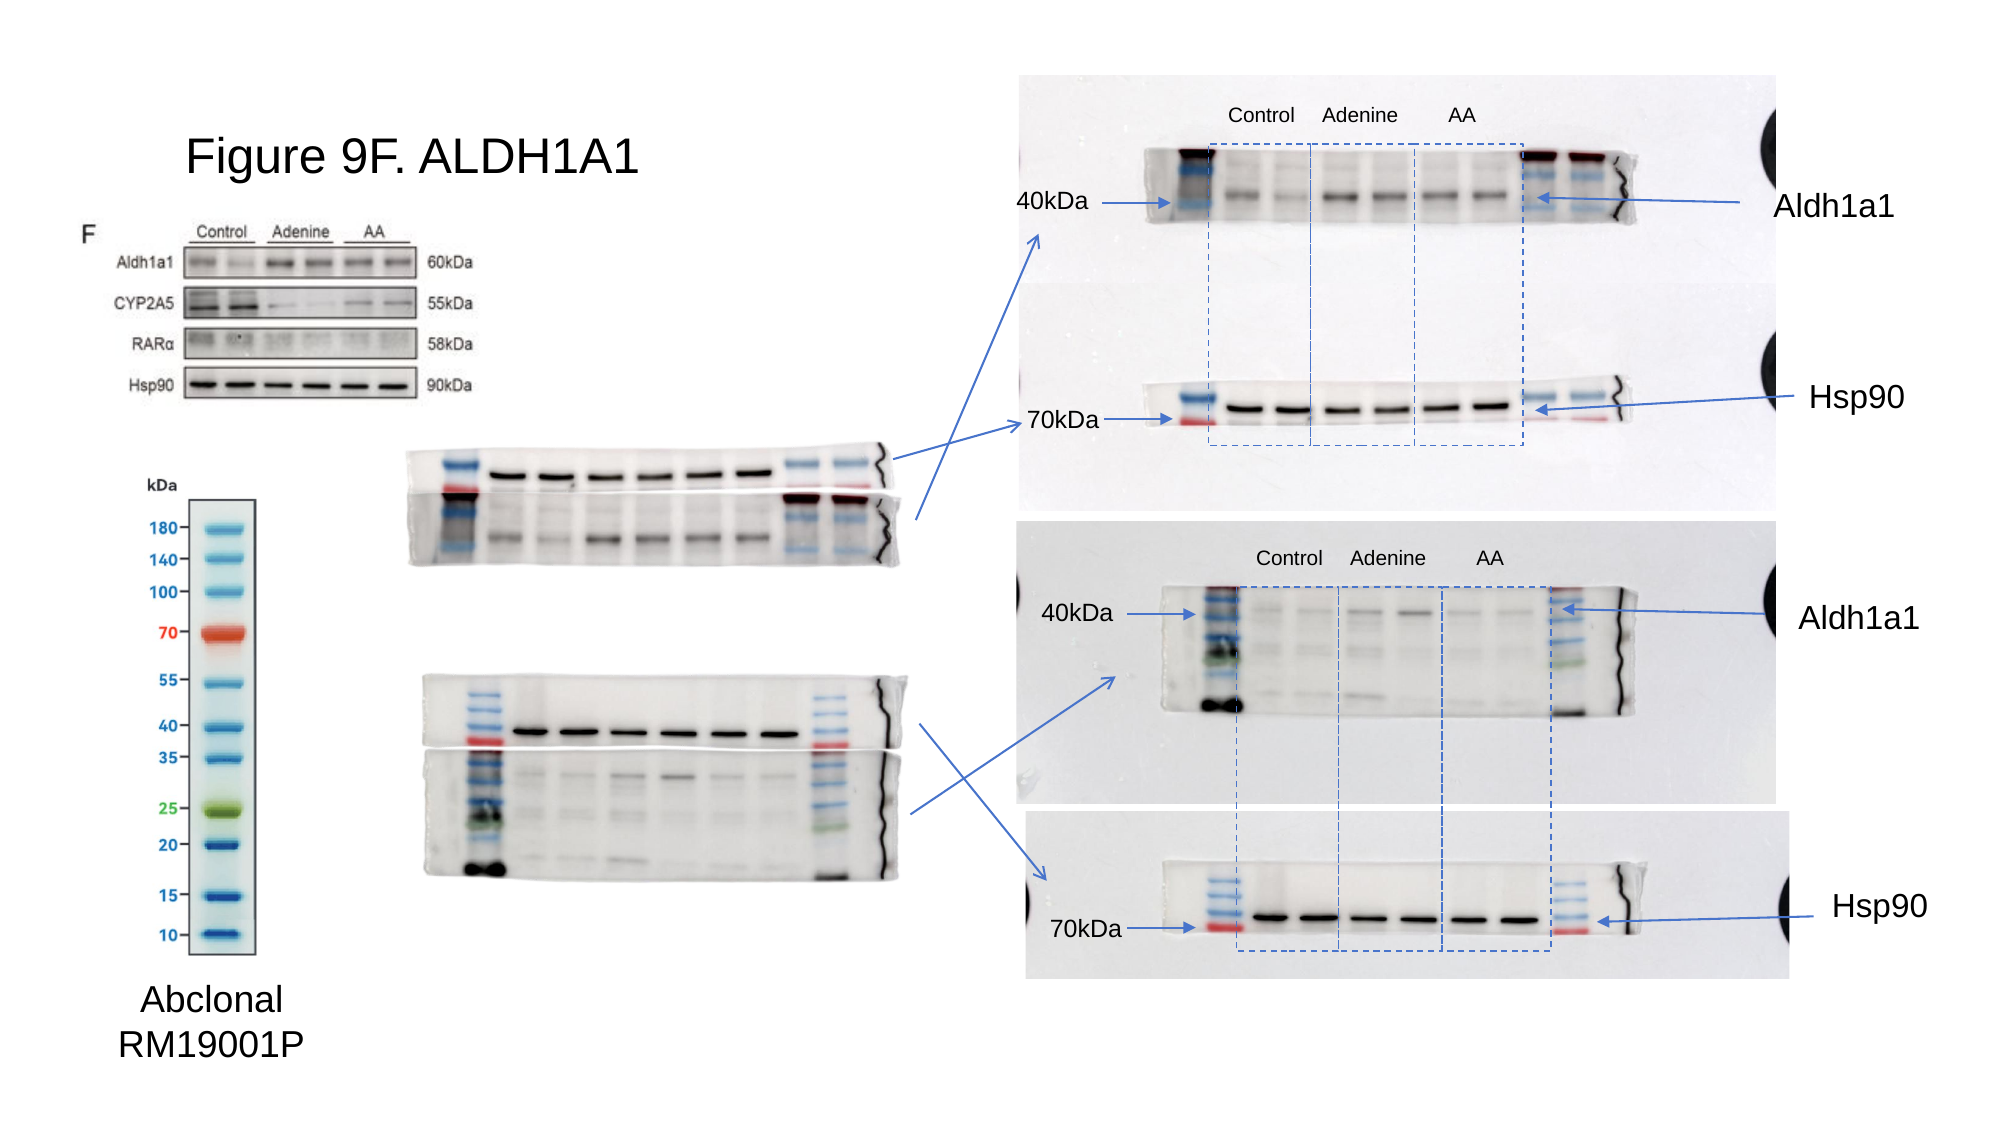

# Figure 9F. ALDH1A1
Control Adenine AA
40kDa
Aldh1a1
Hsp90
70kDa
Control Adenine AA
40kDa
Aldh1a1
Hsp90
70kDa
Abclonal
RM19001P

## Slide 8
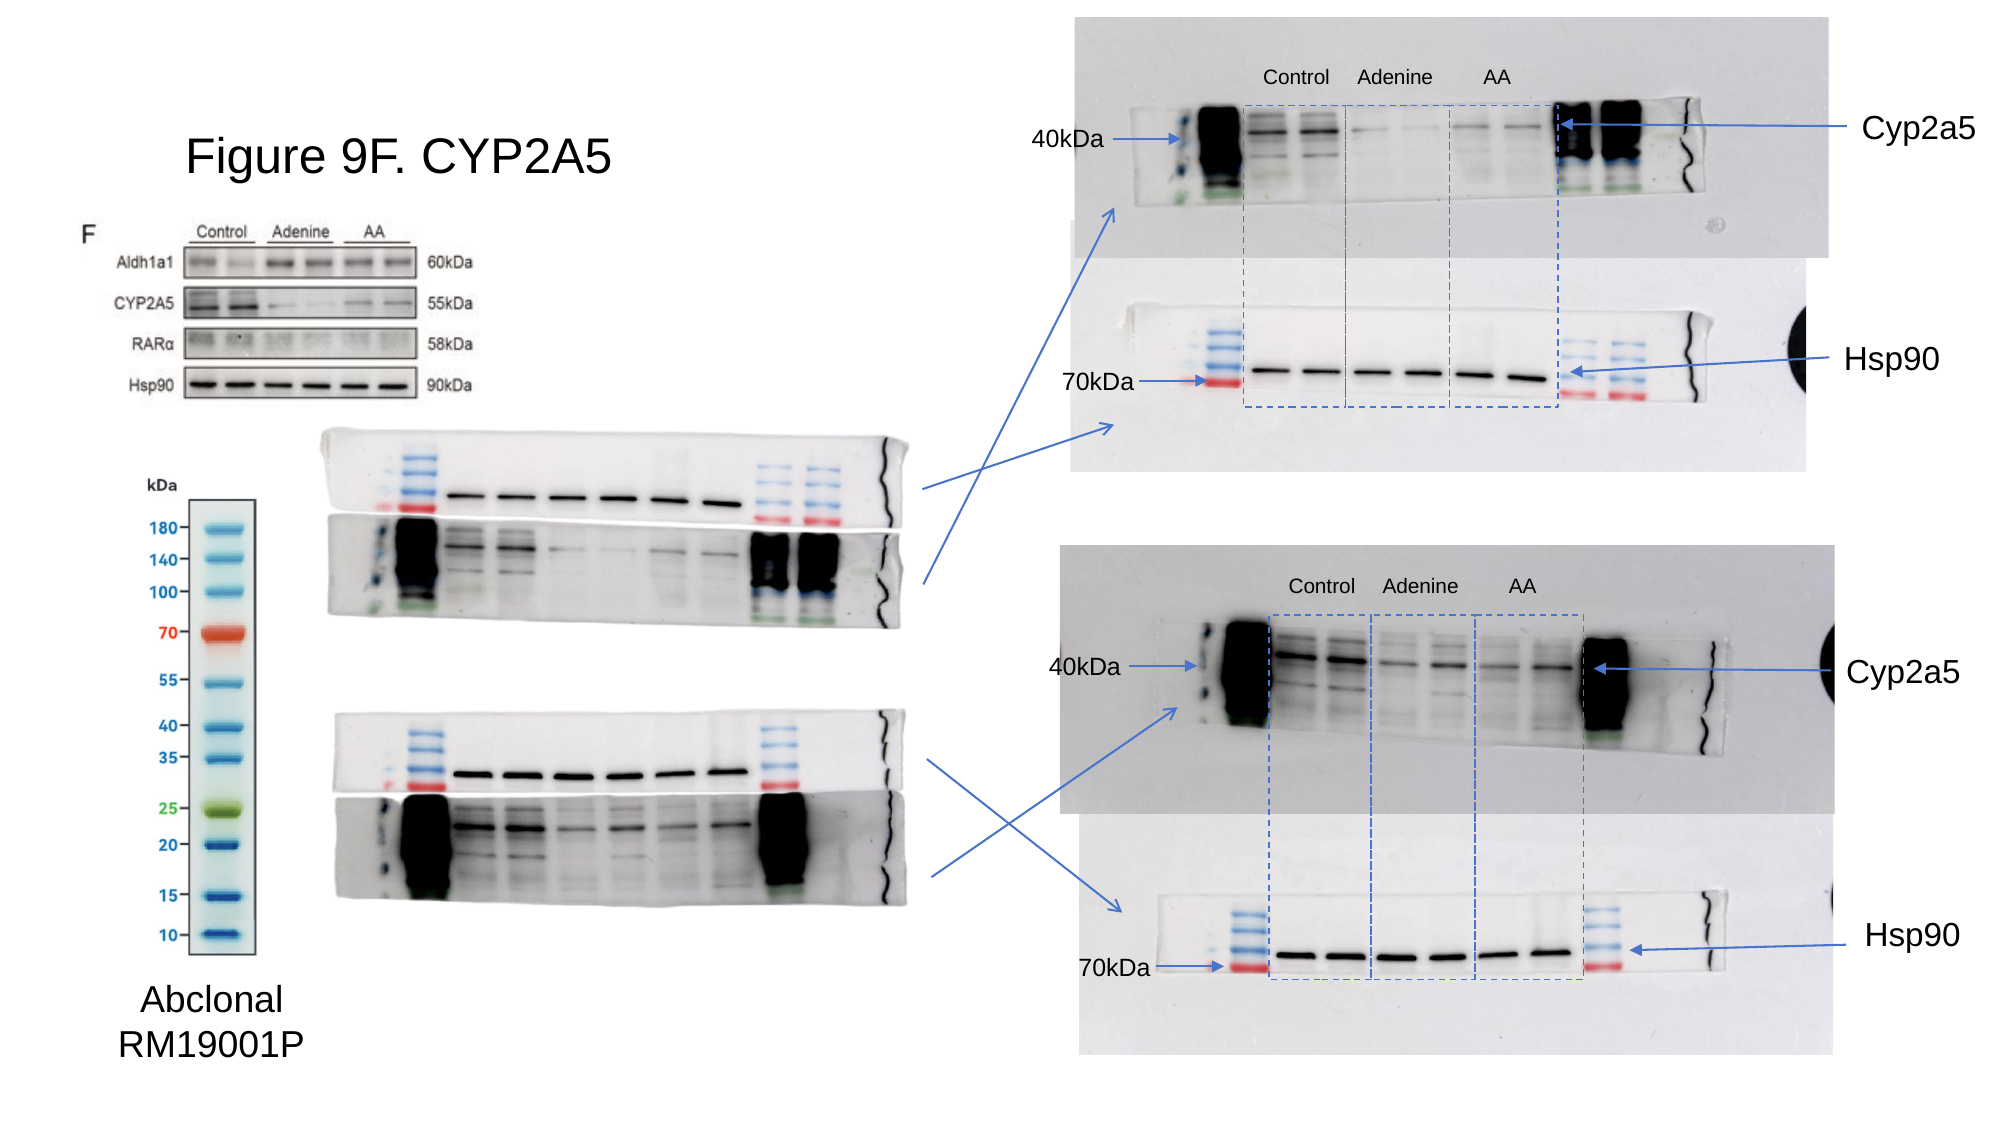

# Figure 9F. CYP2A5
Control Adenine AA
Cyp2a5
40kDa
Hsp90
70kDa
Control Adenine AA
40kDa
Cyp2a5
Hsp90
70kDa
Abclonal
RM19001P

## Slide 9
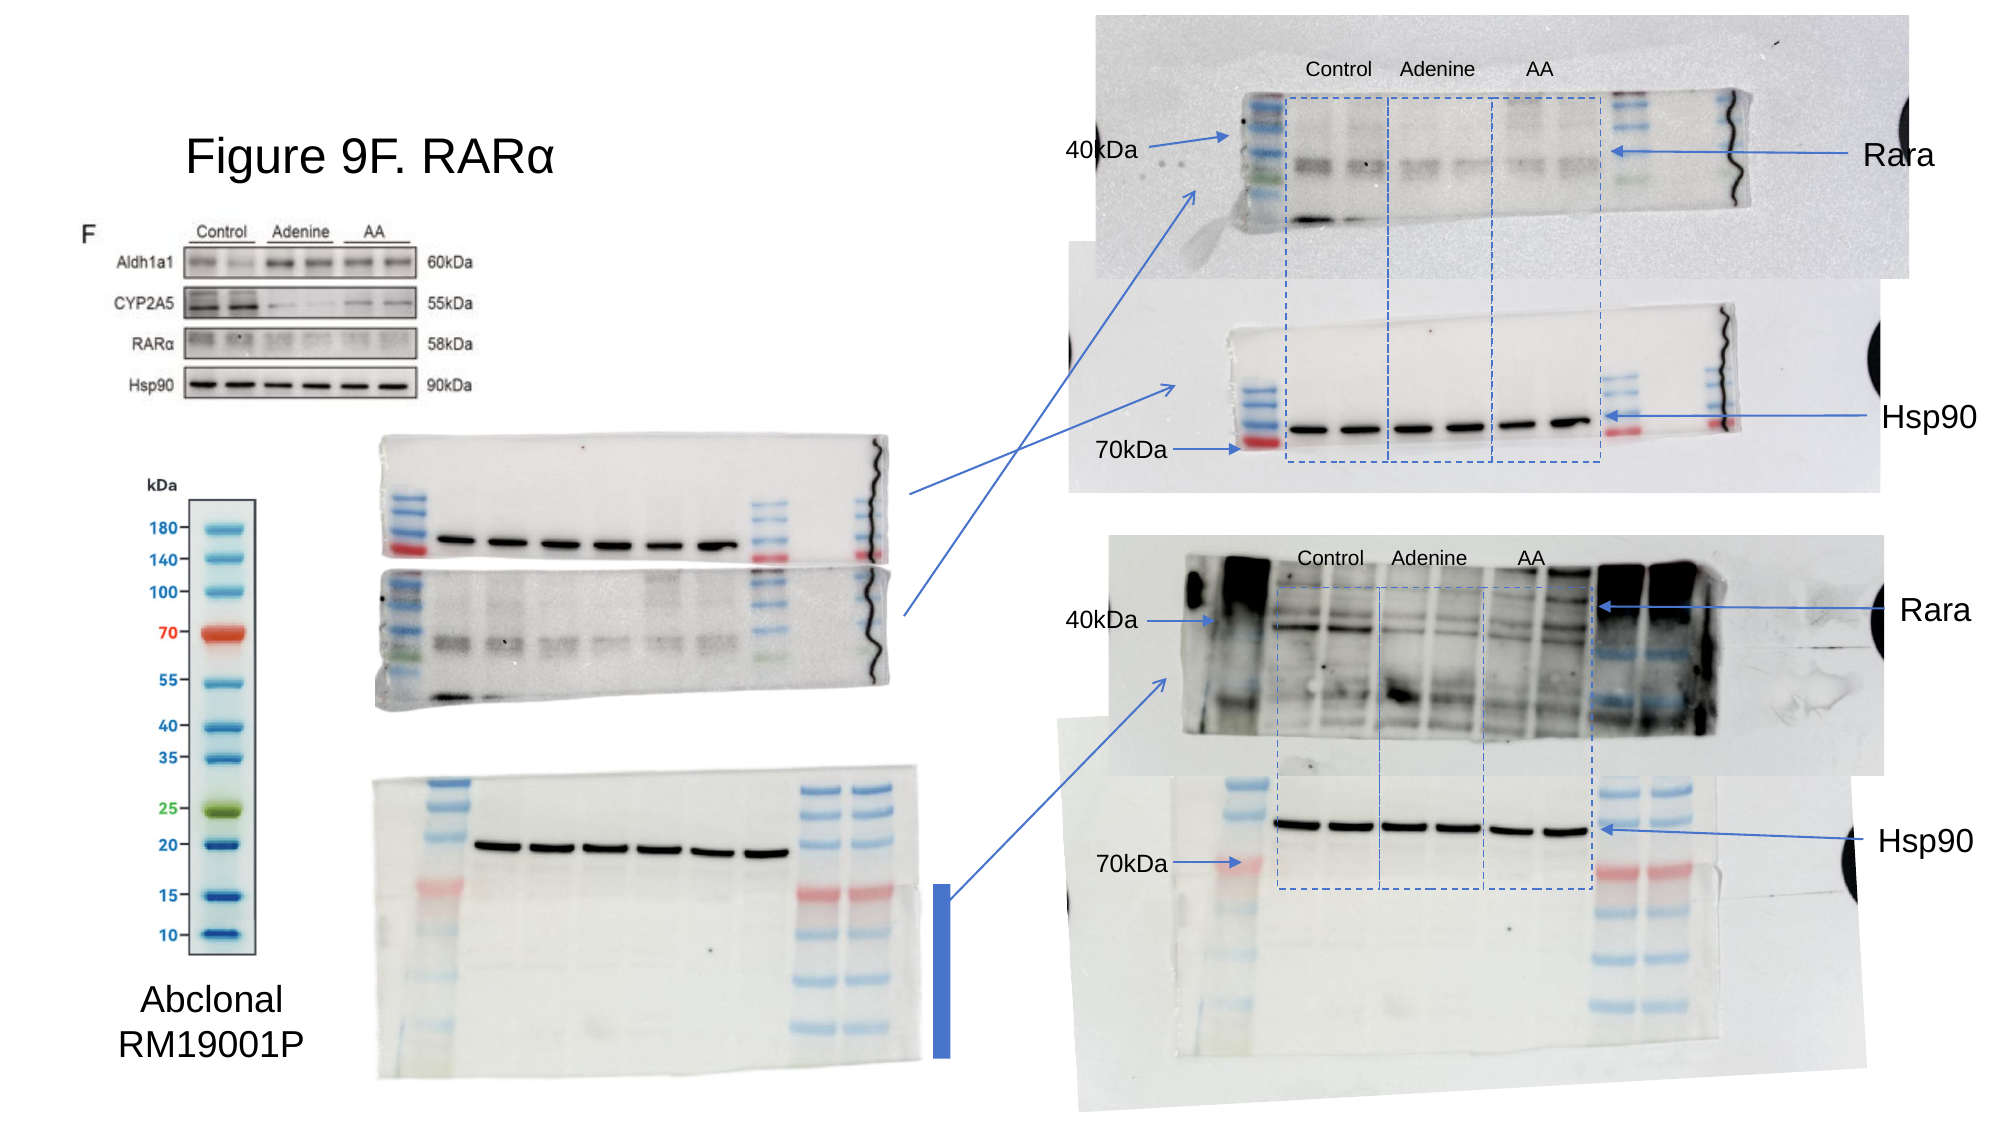

# Figure 9F. RARα
Control Adenine AA
40kDa
Rara
Hsp90
70kDa
Control Adenine AA
Rara
40kDa
Hsp90
70kDa
Abclonal
RM19001P

## Slide 10
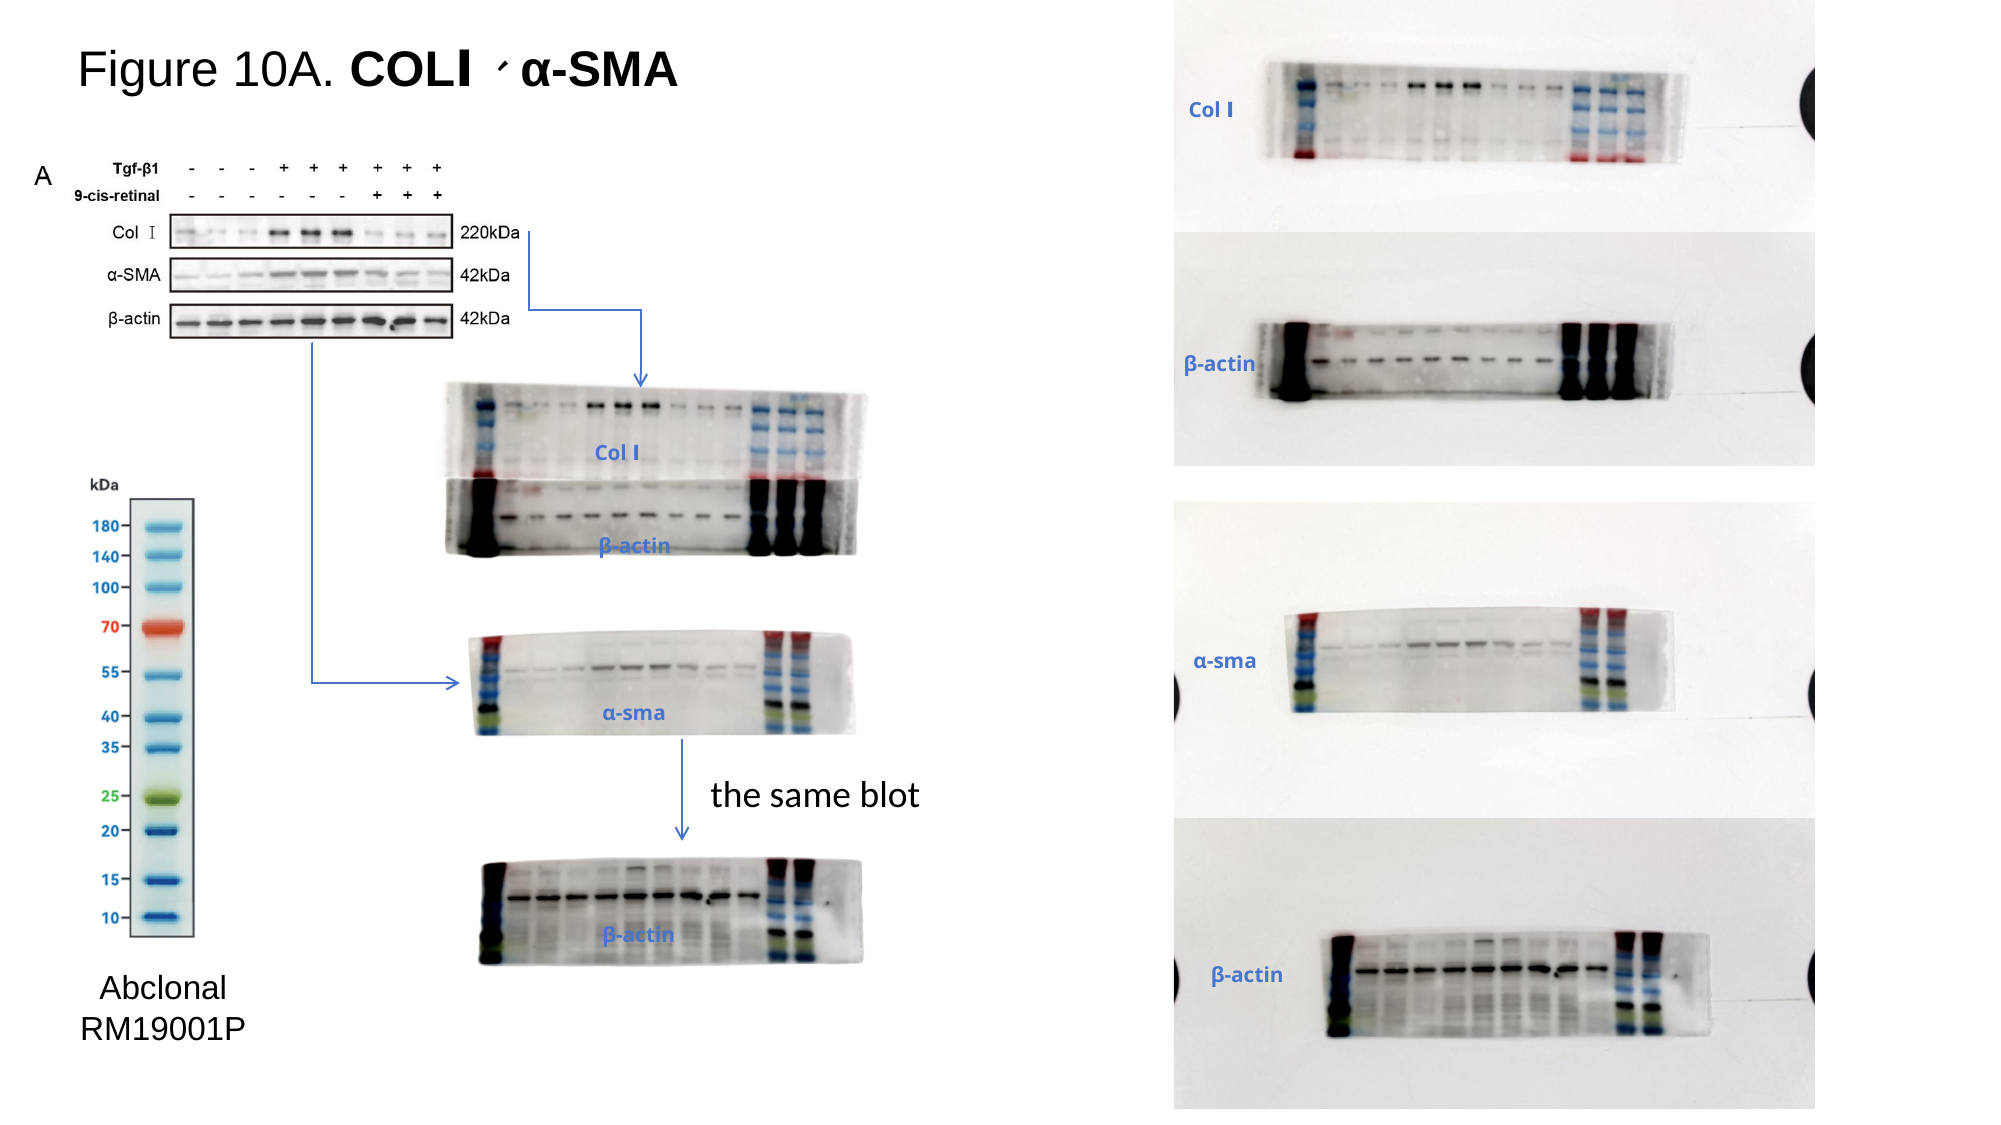

Figure 10A. COLⅠ、α-SMA
Col Ⅰ
β-actin
Col Ⅰ
β-actin
α-sma
α-sma
the same blot
β-actin
β-actin
Abclonal
RM19001P

## Slide 11
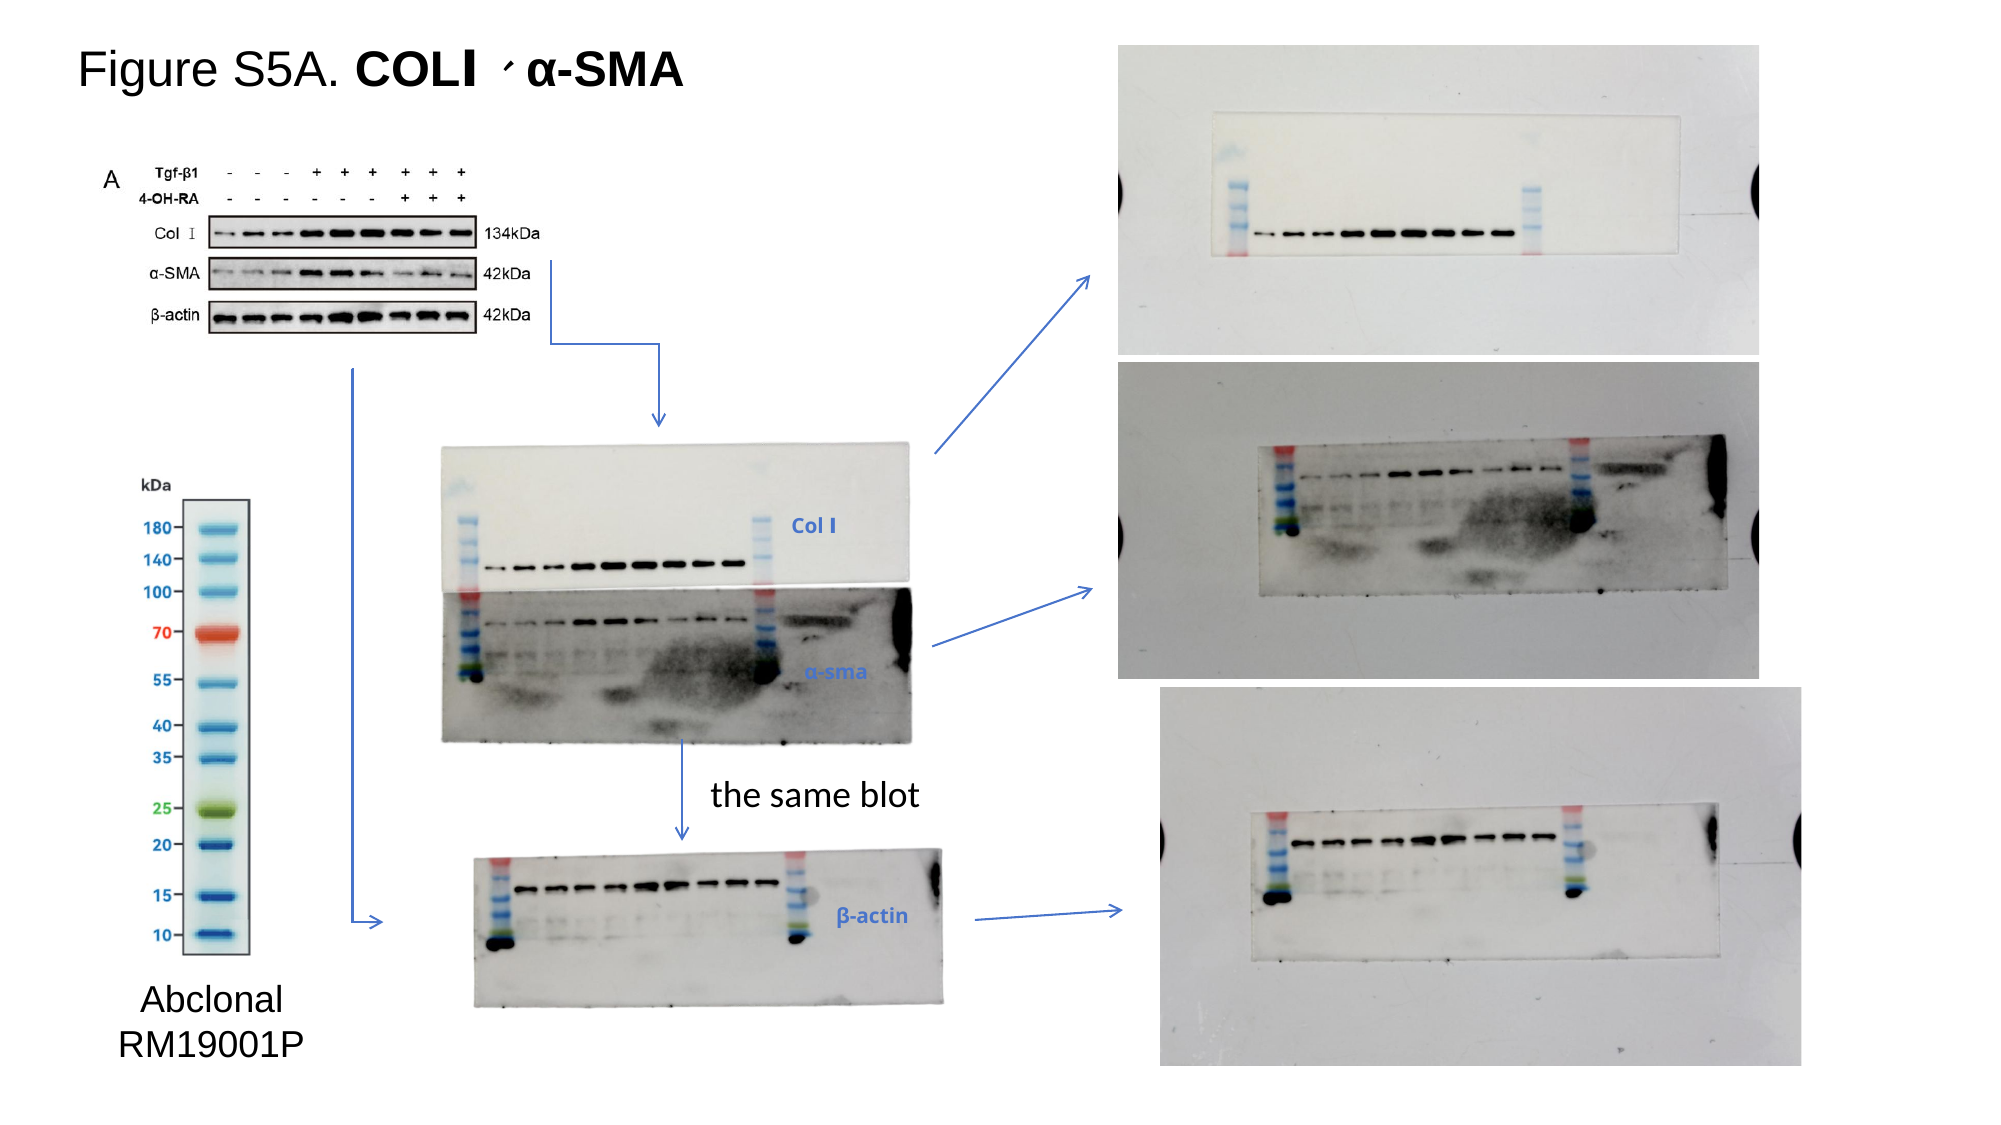

Figure S5A. COLⅠ、α-SMA
Col Ⅰ
α-sma
the same blot
β-actin
Abclonal
RM19001P

## Slide 12
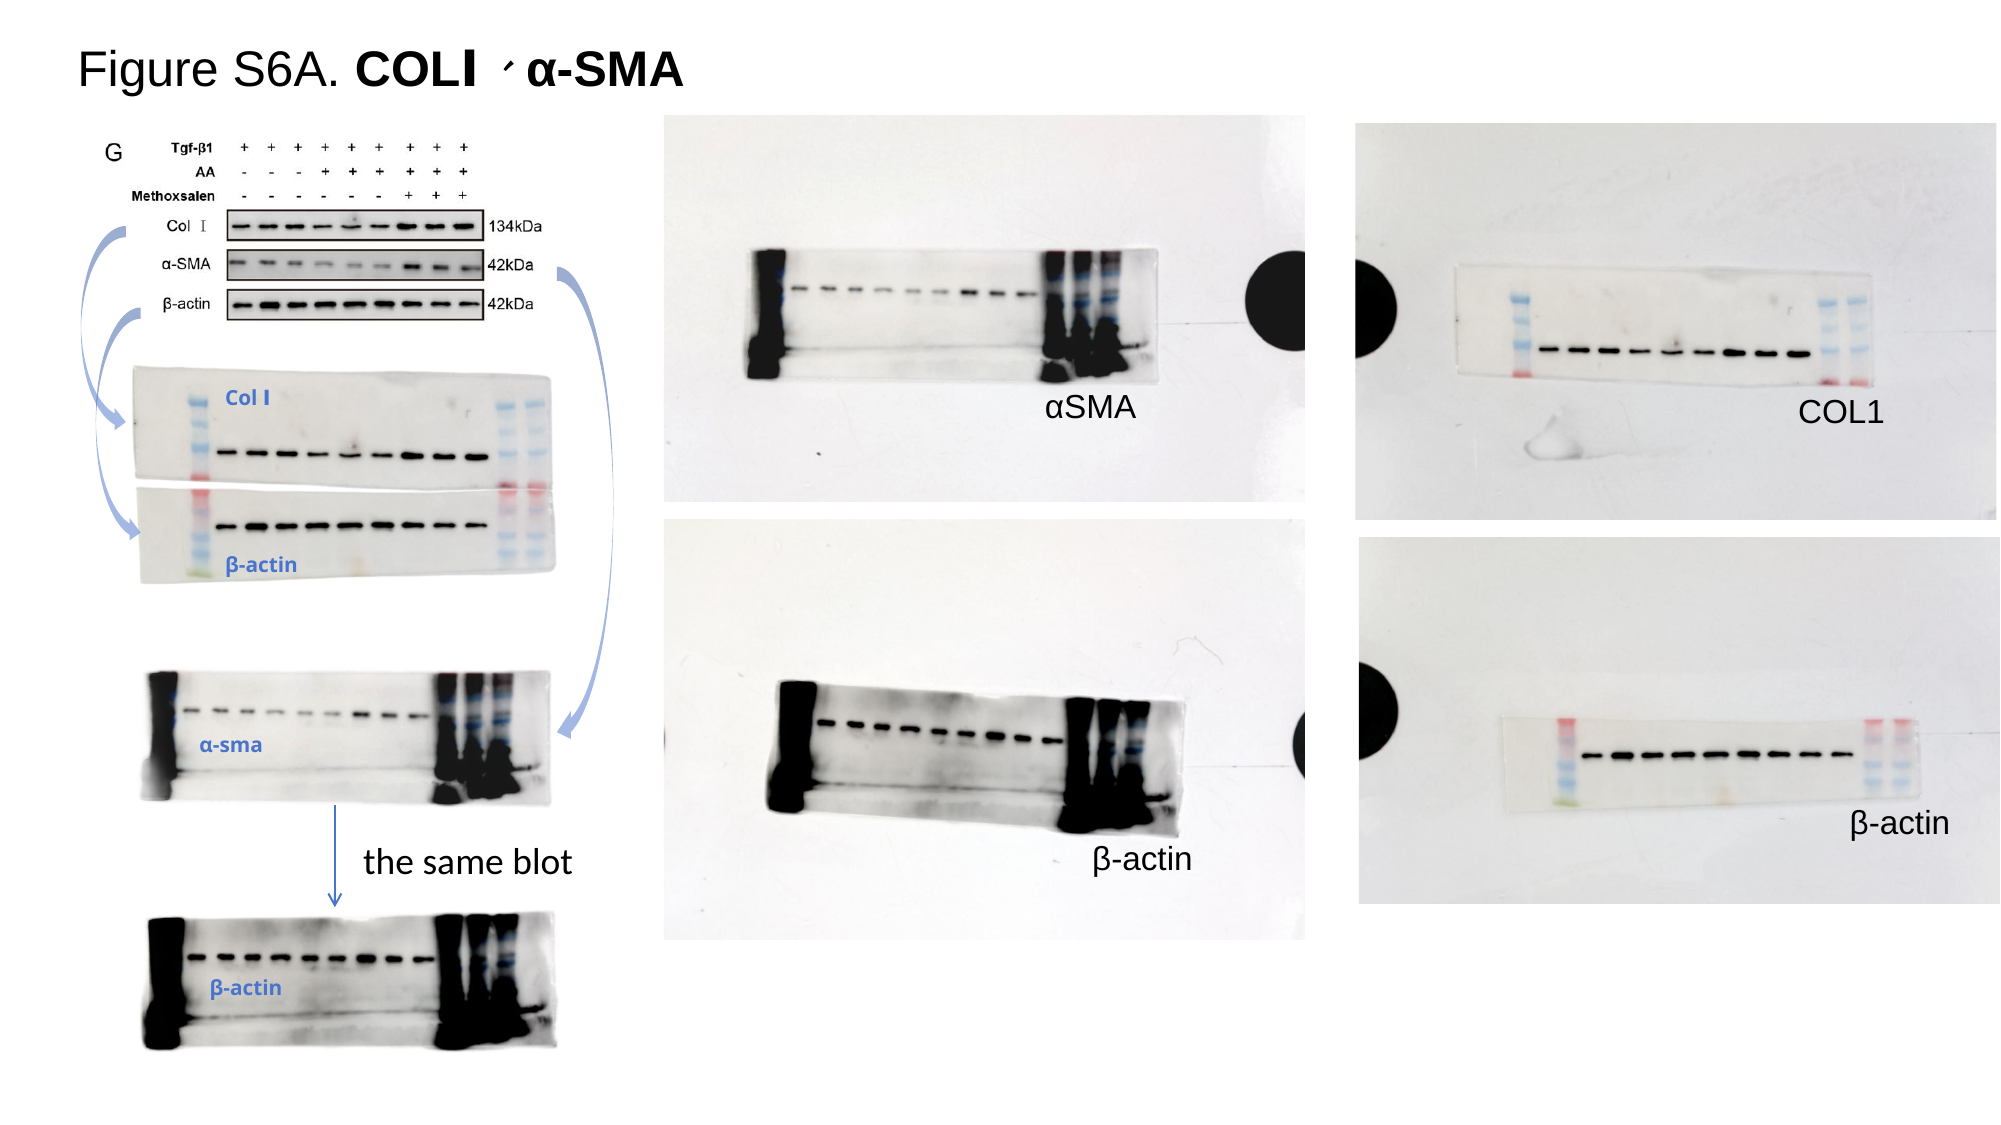

Figure S6A. COLⅠ、α-SMA
αSMA
Col Ⅰ
COL1
β-actin
α-sma
β-actin
the same blot
β-actin
β-actin

## Slide 13
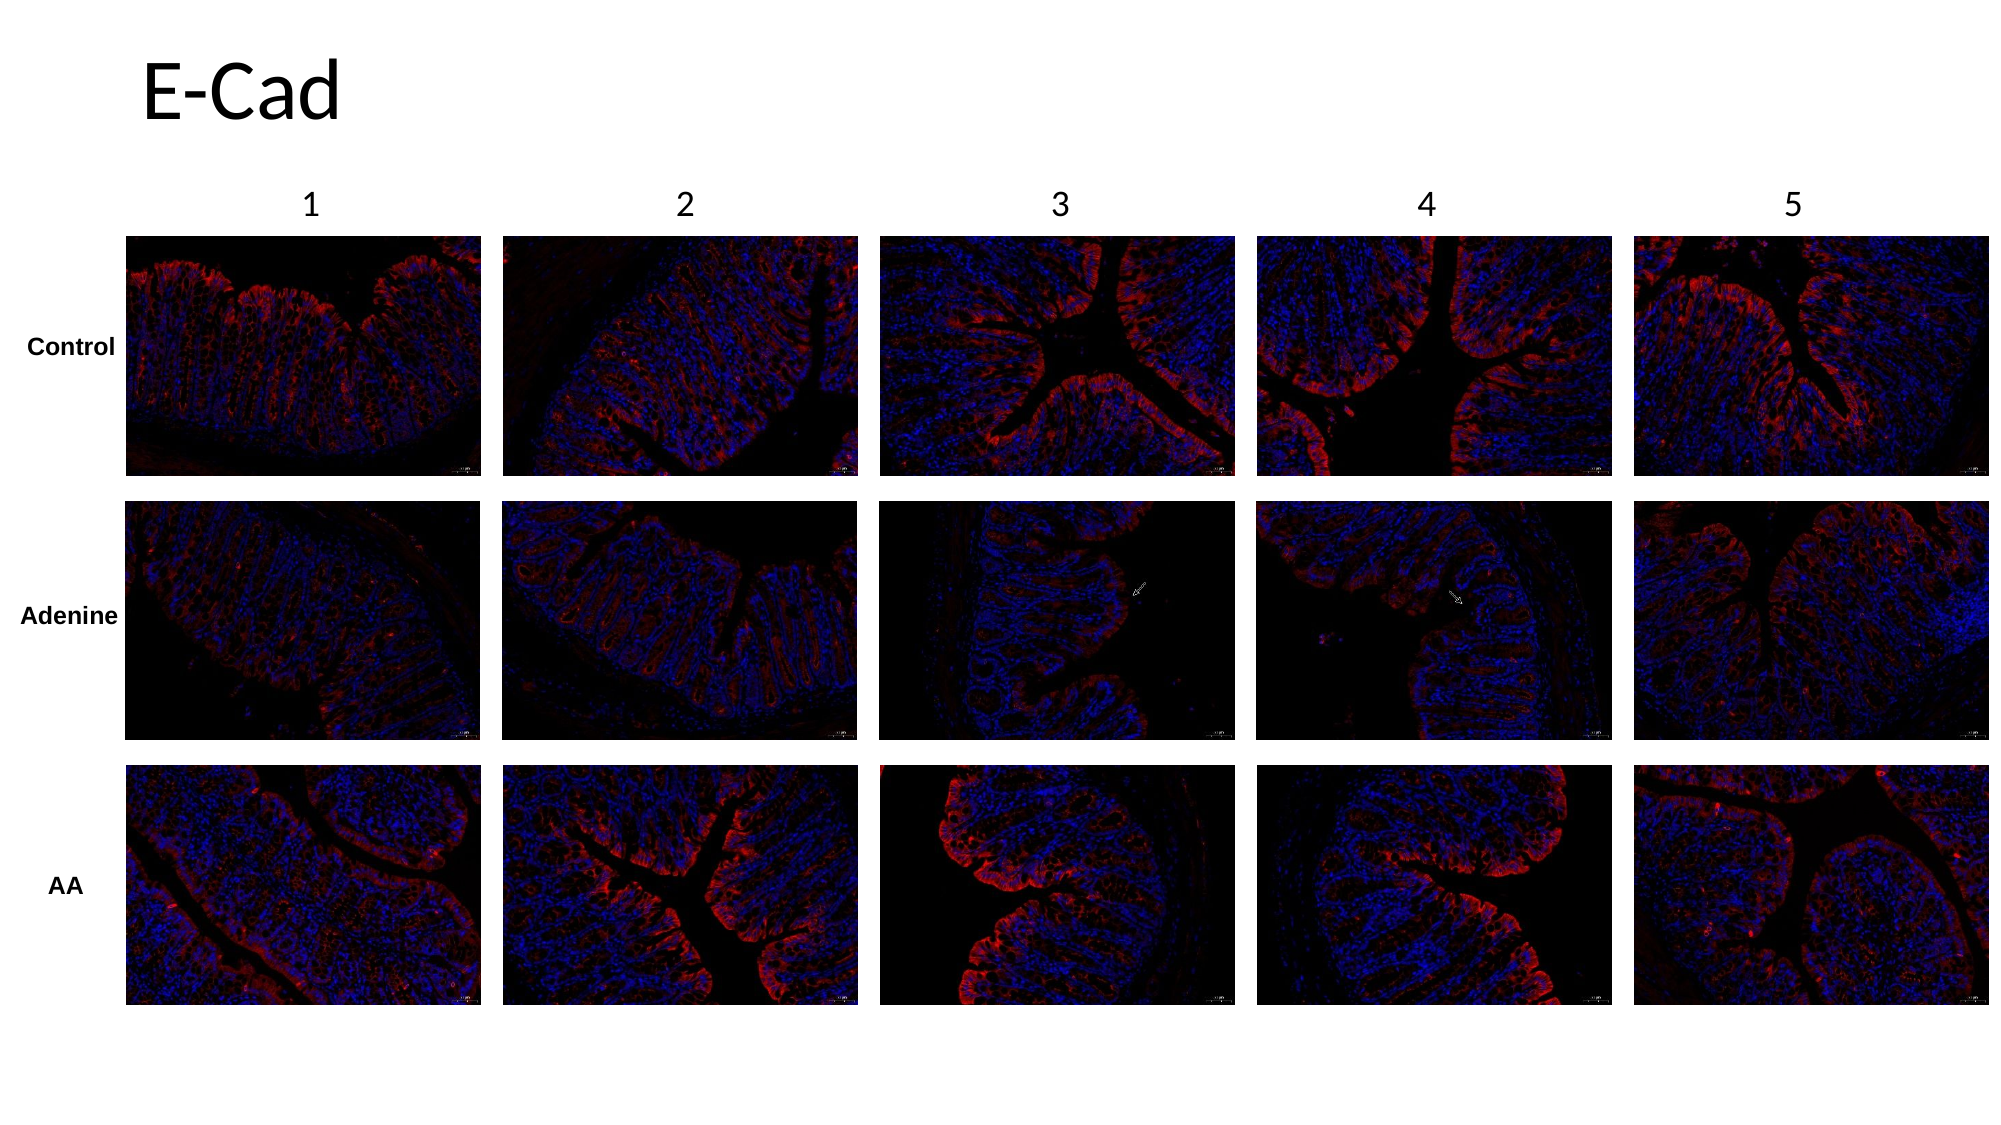

# E-Cad
1 2 3 4 5
 Control
Adenine
 AA

## Slide 14
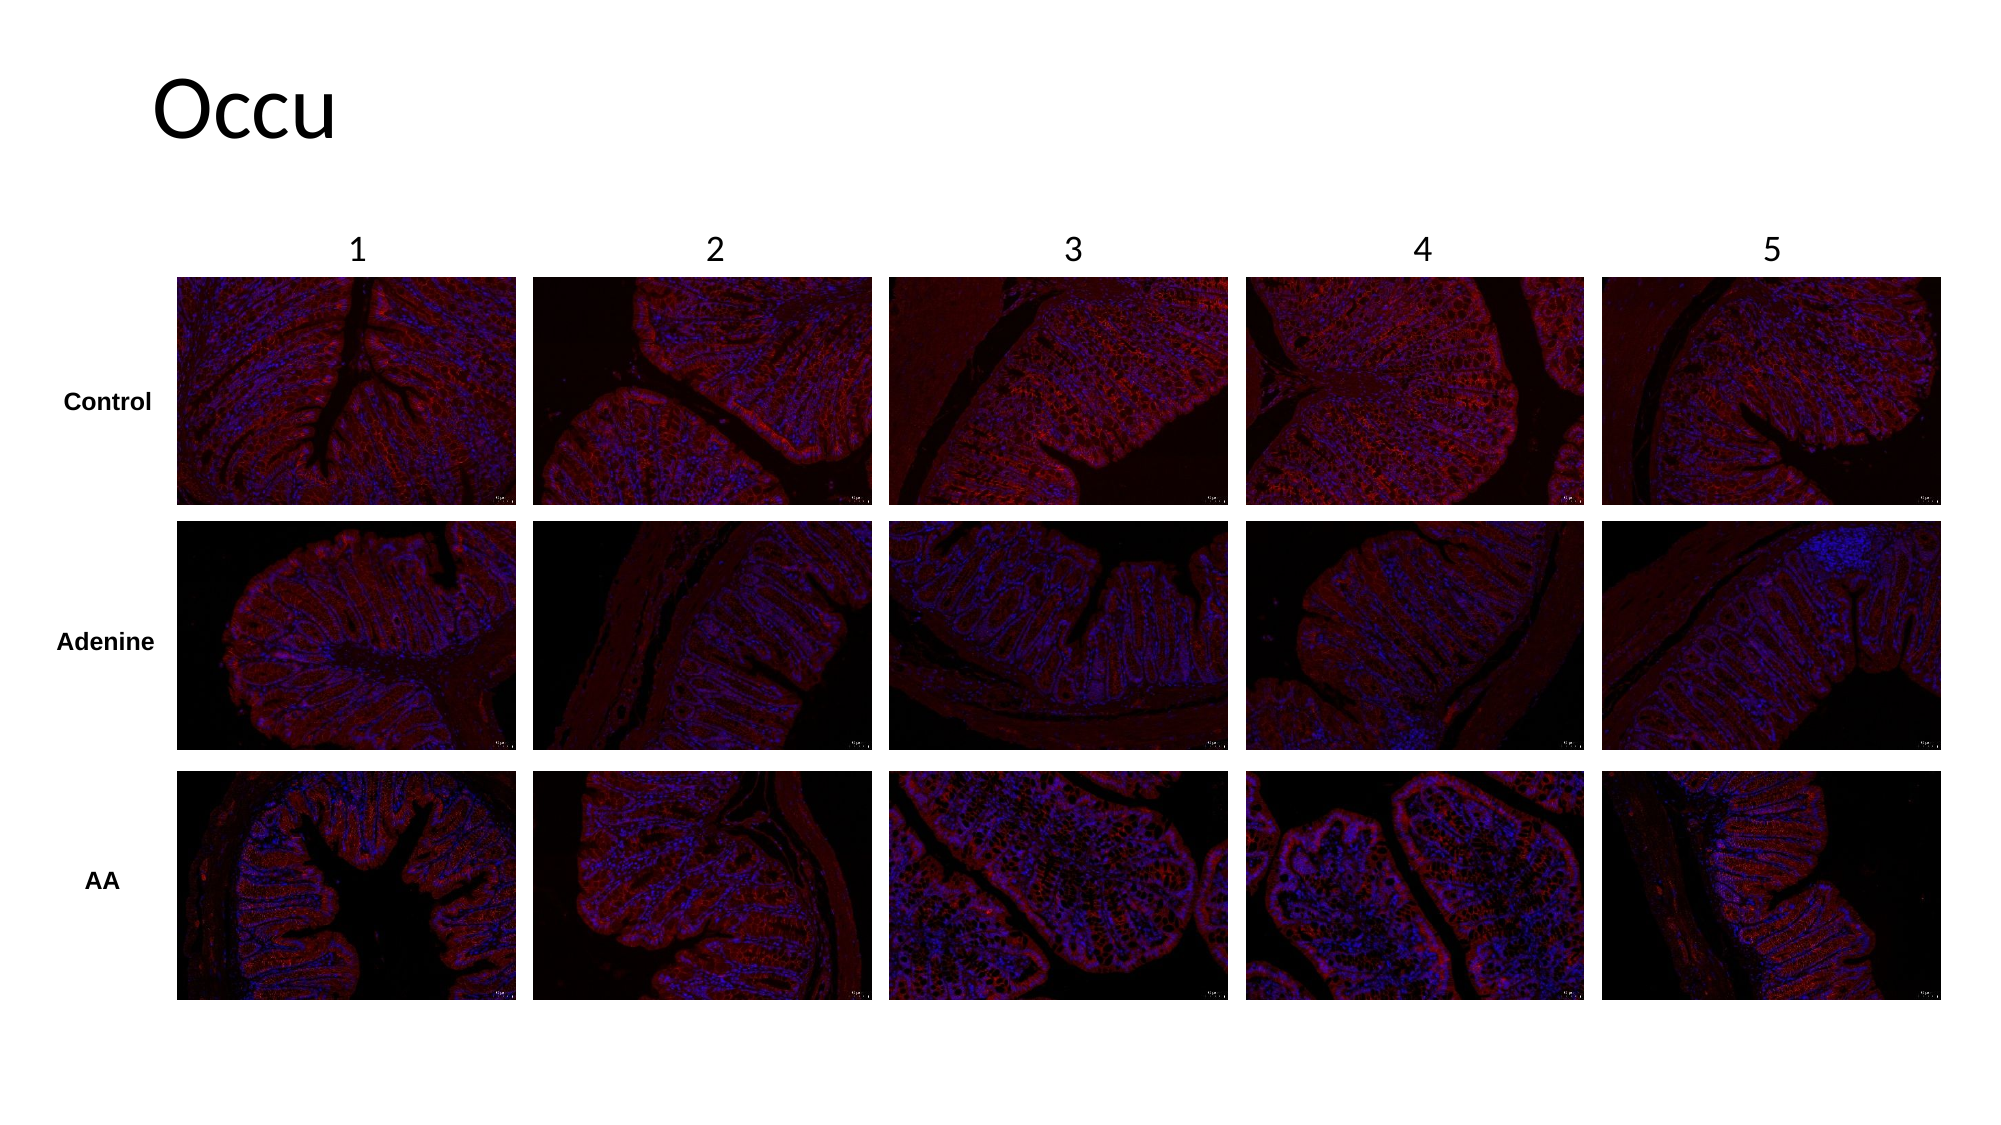

# Occu
1 2 3 4 5
 Control
Adenine
 AA

## Slide 15
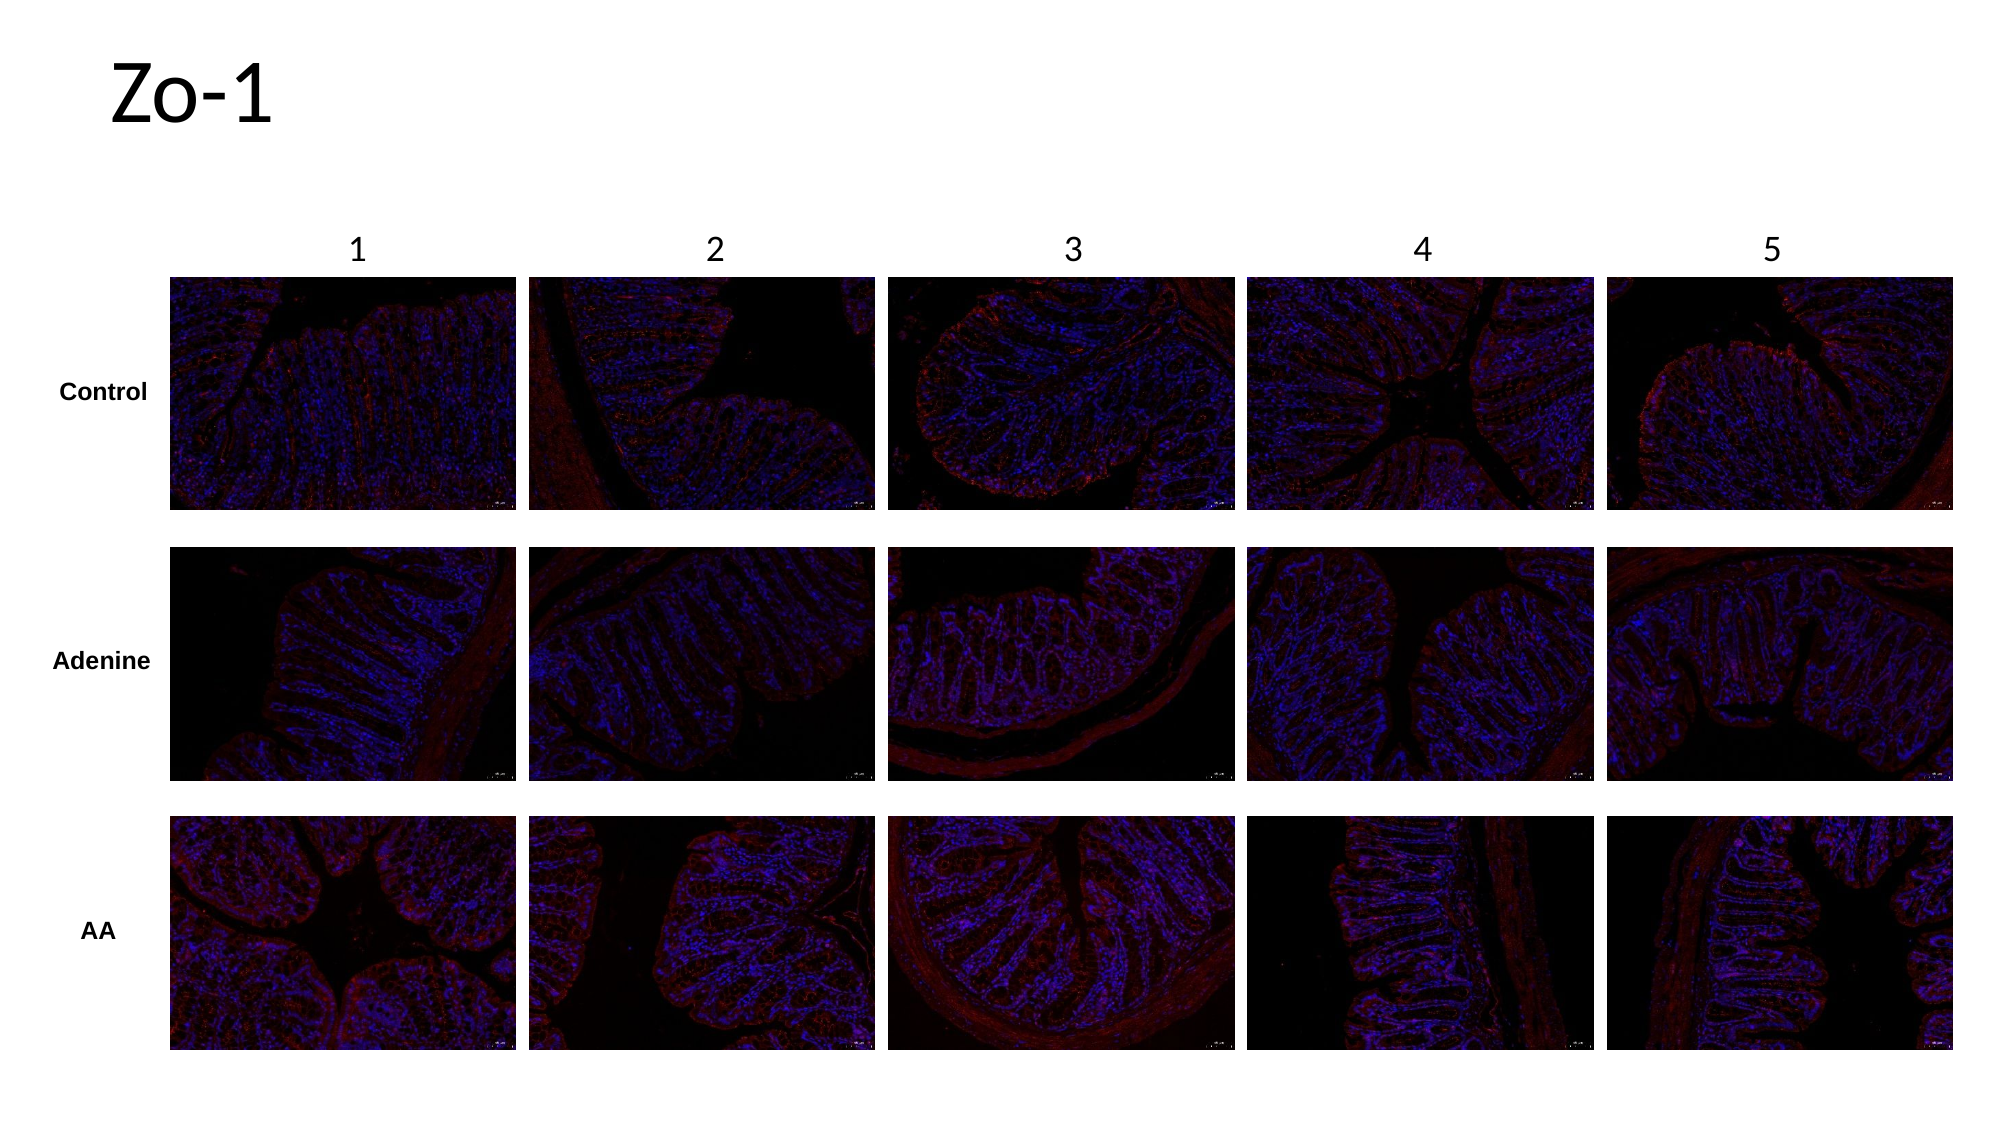

# Zo-1
1 2 3 4 5
 Control
Adenine
 AA

# Supplementary material for: Asiatic acid from Centella asiatica alleviates renal fibrosis: coordinated modulation of the gut–kidney axis and retinol metabolism
**Source:** Front Nutr. 2026 Jul 10;13:1802674. doi: 10.3389/fnut.2026.1802674
**Supplement:** Supplementary file 2

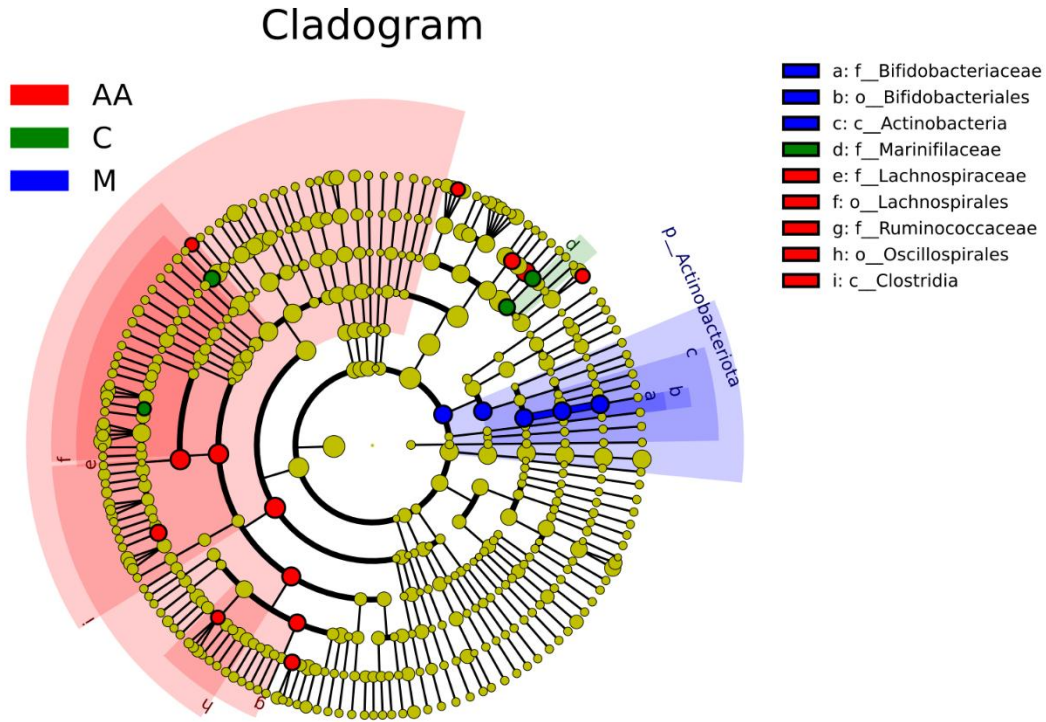

Figure 1: Taxonomic cladogram illustrating the distribution of LDA values (LDA > 2.5) for significantly different taxa across groups. C = control, M = CKD/adenine, AA = high dose AA.

Table 1: Peak intensity of detected 5 retinoids in kidneys

|                | Vitamin A | (9cis)-Retinal | 4-Hydroxyretinoic Acid | All trans-Retinal | All-Trans-13,14-Dihydroretinol |
|----------------|-----------|----------------|------------------------|-------------------|--------------------------------|
| C_1            | 6034315   | 1.6E+08        | 2.27E+08               | 2644803           | 873065                         |
| C_2            | 5659707   | 2.52E+08       | 2.78E+08               | 3419002           | 1429501                        |
| C_3            | 5083877   | 1.52E+08       | 2.18E+08               | 3644837           | 1191386                        |
| C_4            | 3315432   | 2.24E+08       | 2.16E+08               | 4470757           | 1070958                        |
| C_5            | 2549503   | 26600060       | 206807.5               | 979957.1          | 287272.8                       |
| M_1            | 776142.9  | 2159989        | 266291.4               | 428490.4          | 273931.8                       |
| M_2            | 717484.3  | 1644596        | 240278.7               | 435100.1          | 260992.7                       |
| M_3            | 750396.3  | 2193394        | 250673.1               | 157264.6          | 260286.3                       |
| M_4            | 755095.7  | 2253201        | 217665.4               | 239484.6          | 249455.3                       |
| M_5            | 1735093   | 1810767        | 223784.5               | 282680.7          | 258743.2                       |
| AA_1           | 4074170   | 31400000       | 72753750               | 2463762           | 683428.5                       |
| AA_2           | 4897489   | 67550798       | 1.8E+08                | 4853451           | 1252632                        |
| AA_3           | 2991077   | 27151670       | 63616638               | 2110710           | 378227.1                       |
| AA_4           | 3600018   | 50506182       | 65823440               | 2889745           | 633464.9                       |
| AA_5           | 3934584   | 27513595       | 57442056               | 3026849           | 713552.4                       |
| AA.vs.M_log2FC | 2.0420809 | 5.595458       | 8.518127               | 3.313894          | 1.490068                       |
| AA.vs.M_Pvalue | 0.0002773 | 0.00143        | 5.99E-06               | 1.76E-05          | 0.007097                       |

|               |           |          |          |          |          |
|---------------|-----------|----------|----------|----------|----------|
| M.vs.C_log2FC | -2.257858 | -6.29777 | -9.6133  | -3.29638 | -1.89634 |
| M.vs.C_Pvalue | 0.0001603 | 0.012403 | 0.017593 | 0.000214 | 0.013796 |

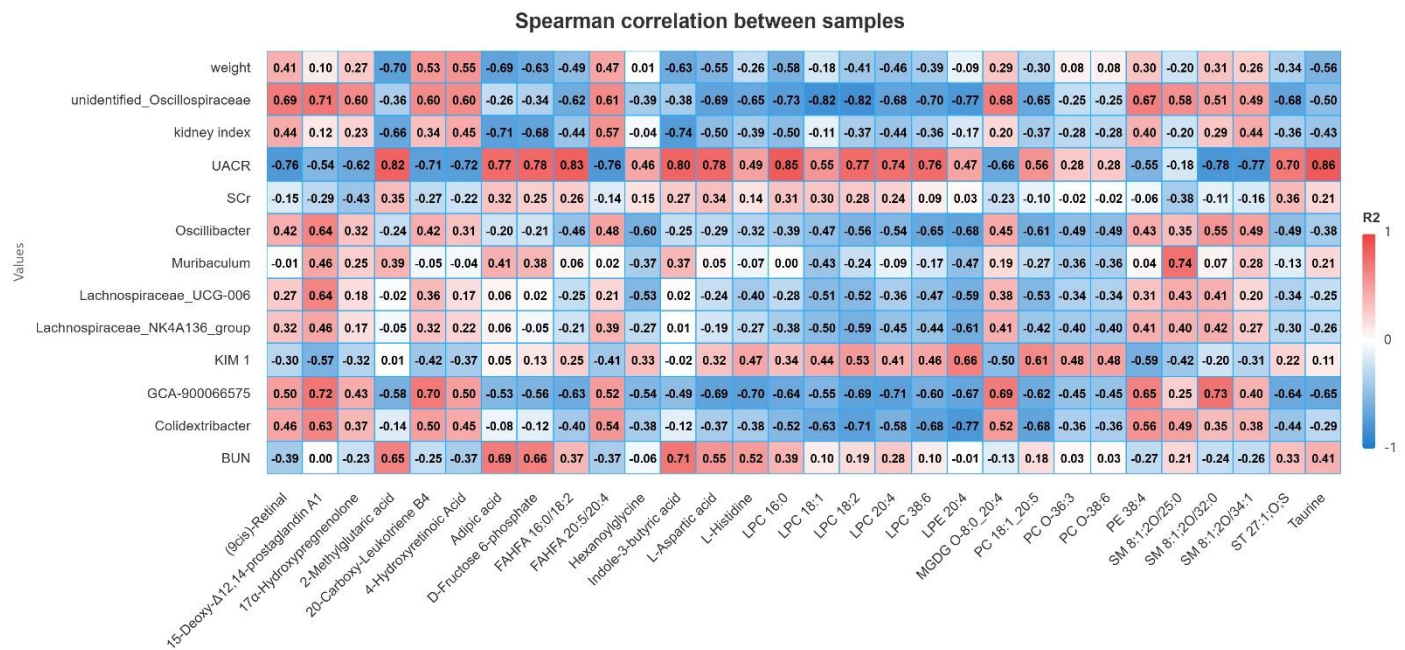

Figure 2: Heatmap of Spearman correlation analysis between critical metabolites and clinical indicators/bacterial taxa, with r-values.

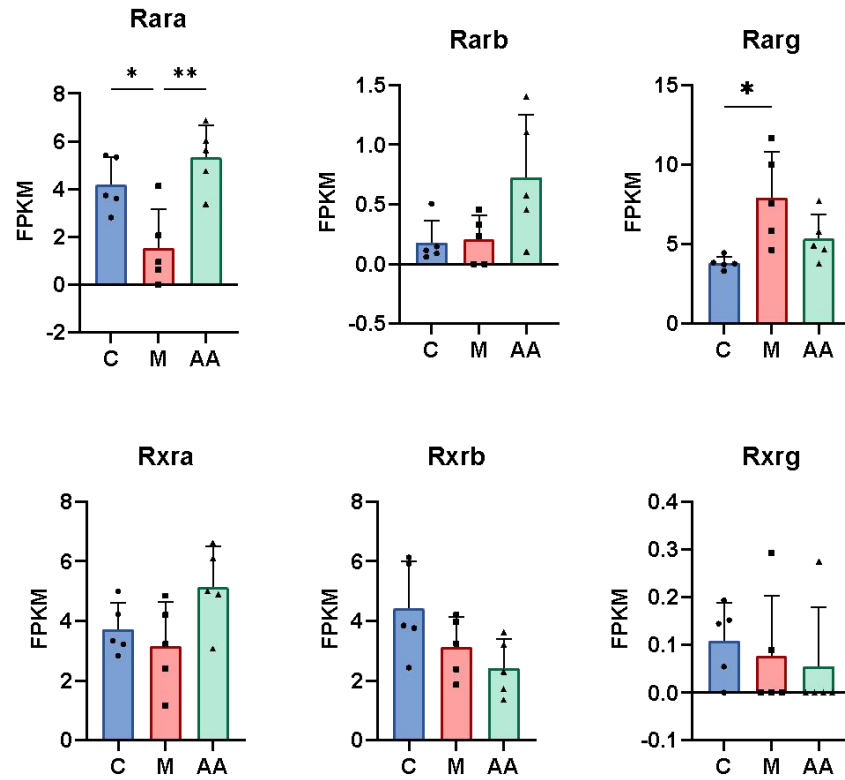

Figure 4: FPKM values for RXR isoforms (Rxra, Rxrb, Rxrg) and RAR isoforms (Rara, Rarb, Rarg) (n = 5). After normality testing, one-way ANOVA followed by Tukey's test or Kruskal-Wallis test followed by Dunn's test was used for multiple comparisons. Statistical comparisons: \* $P < 0.05$ , \*\* $P < 0.01$ .

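FPKM is by name the fragments counted on a gene, divided by the gene's length and by the fragments of the library. The deposited values seem to have been scaled between libraries in another way. In either case a value for a weakly expressed gene rests on few fragments. Over the 15 libraries, the values of the retinoid receptor genes rest on 86 to 1026 fragments for Rxra, 11 to 979 for Rxrb, 0 to 22 for Rxrg, 0 to 961 for Rara, 0 to 89 for Rarb and 179 to 1549 for Rarg, as recovered from the steps between FPKM values. These numbers set the counting error only, and differences between mice come on top of it.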

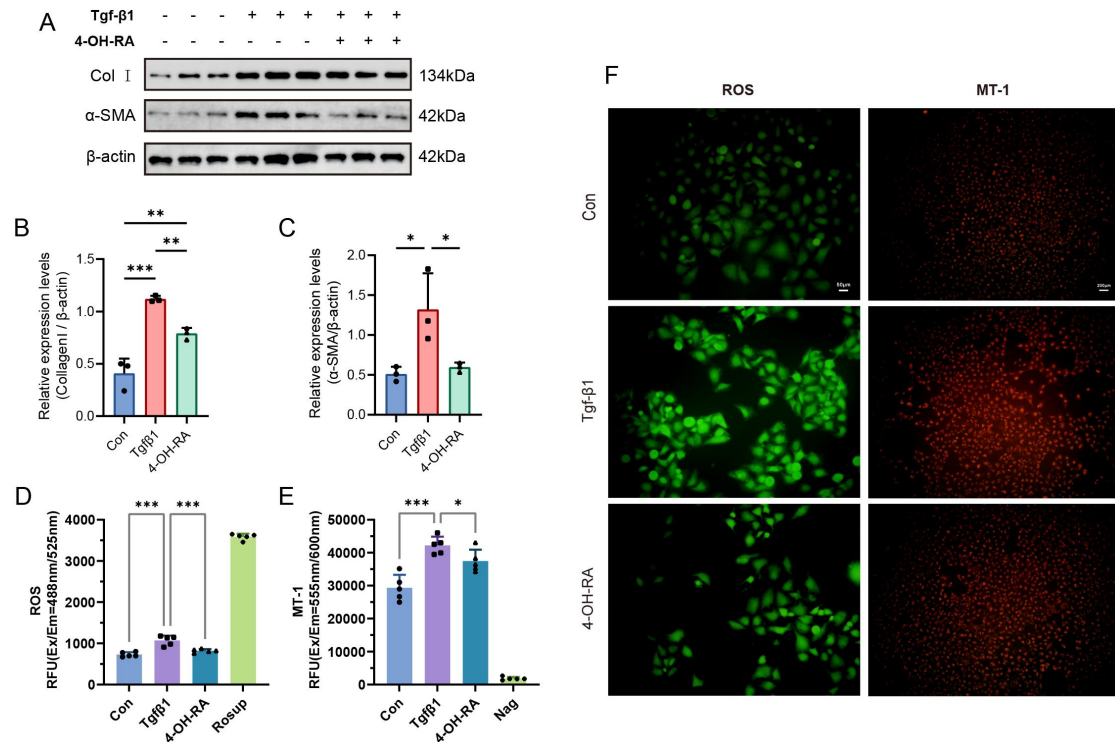

Figure 5: Western blot (A) and semi-quantification (B, C) showing the effects of 4-OH-RA (90nM) on fibrotic markers. RFU measurements of ROS (D) and MT-1 (E) in AA-treated HK-2 cells subjected to CYP inhibition. (F) Representative fluorescence images of ROS (scale bar = 50  $\mu$ m)

and MT-1 (scale bar = 200  $\mu\text{m}$ ) staining. After normality testing, one-way ANOVA followed by Tukey's test or Kruskal-Wallis test followed by Dunn's test was used for multiple comparisons. AA = high dose AA, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

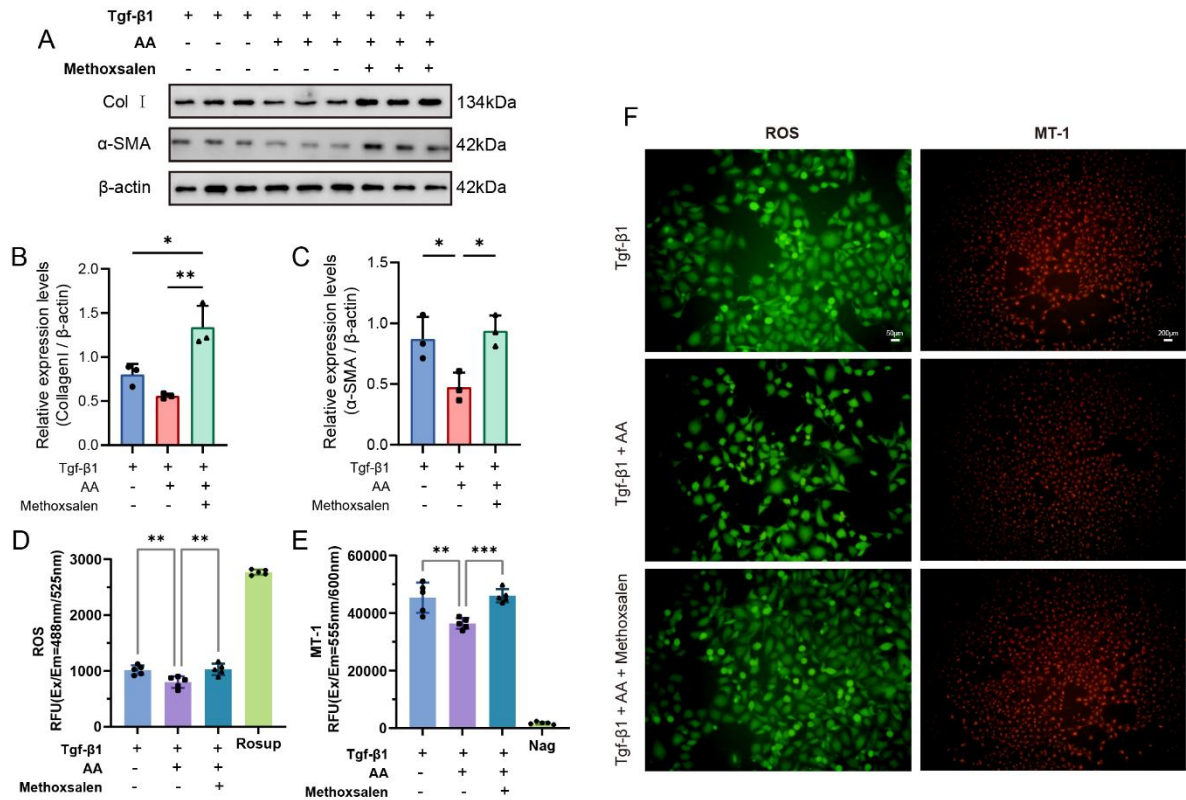

Figure 6: Western blot (A) and semi-quantification (B, C) showing the effects of AA (15 $\mu\text{g/mL}$ ) on fibrotic markers with or without the CYP inhibitor Methoxsalen. RFU measurements of ROS (D) and MT-1 (E) in AA-treated HK-2 cells subjected to CYP inhibition. (F) Representative fluorescence images of ROS (scale bar = 50  $\mu\text{m}$ ) and MT-1 (scale bar = 200  $\mu\text{m}$ ) staining. After normality testing, one-way ANOVA followed by Tukey's test or Kruskal-Wallis test followed by Dunn's test was used for multiple comparisons. AA = high dose AA, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

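The deposited data are RNA sequencing values of 15 mouse kidneys, 5 each of the control (C), CKD model (M) and CKD model + AA (AA) groups, where the AA group is the high dose of 30 mg/kg. Every library was mapped to its group and mouse number by its label, and all 15 were used. The paper assigned more mice to each group than were sequenced and does not say which were left out.

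The authors removed adapters and low-quality reads, aligned the reads with HISAT2, counted them on genes with featureCounts and deposited the values in FPKM. The authors' own differential expression used DESeq2 on counts, which were not analysed here, so its size factors and dispersions could not be repeated. The FPKM columns sum to totals from 263859 to 1481920, and mitochondrial genes are part of them. These genes held 72.7 to 92.7% of the totals, so scaling to the same total (TPM) follows them mainly. Over genes above 0 in all 15 libraries, each library's median ratio to the geometric mean of the libraries was 0.998 to 1.09. The values were thus already near a common scale. Genes were matched by Ensembl identifier to GENCODE M21 on GRCm38, which lacked 37 of them, and a gene's length is that of its joined exons there. In all, 7207 genes had FPKM above 0 in all 15 libraries.

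The number of fragments behind an FPKM value was recovered from the smallest steps between a library's values and the gene lengths, and between 97.9% and 99.4% of the low values tested per library fell on whole multiples of the step. A factor of 2 stays open in these numbers, and no confidence interval was computed from them. Totals per library are given where the experiment is introduced.

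Comparisons were M vs. C, AA vs. M and AA vs. C. Each used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) on log2(FPKM + 1), with only the 10 libraries compared in the fit and no block, for genes with FPKM above 0 in at least 5 of them. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction were called. Sets of genes were scored as the mean log2(FPKM + 1) of their genes with FPKM above 0 in at least 5 of the 15 libraries, and tested with two-sided exact permutation tests adjusted over 19 sets and both comparisons (38 tests). Sets needed at least 80% of their members in the table. They were the genes named in Figures 9A and 9B, the retinol metabolism families by symbol, 53 inflammation genes and 15 Reactome sets. Marker lists of cell types were a separate family of 45 tests, and AA vs. C another of 19. The RAR and RXR isoforms were tested with exact permutation tests, adjusted over 12 tests. Enrichment scores used the signal-to-noise ratio with weight 1, a lower limit of 0.2 times the mean on each SD, and 10000 random sets. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

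Reads that paralogs could share were measured as the share of a gene's 31-base words, 1 in 8 of them kept, that occur in another gene's transcripts. Random gene lists were matched on expression (10 bins), length (3 bins) and GC content (3 bins). Their genes were drawn independently, so a set whose genes vary together stands out from them more easily. Libraries far from the others of their group were found with Dixon's ratio at a critical value of 0.71.

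Genes are named by a rule: the genes named in the paper's transcriptome text, the genes labelled in Figure 9A that passed in either comparison, Havcr1, Col1a1, Acta2 and Tgfb1, whose proteins or products the paper measured, and the 3 largest rises and falls of M vs. C and AA vs. M among called genes whose groups did not overlap. Gapdh, Xist and the Y-chromosome genes were chosen after their values were seen. The tests, sets, thresholds, naming rule and most alternatives were chosen before the data were examined. The alternatives were other pseudocounts (0.1 and 0.01), filters (any library, or a mean FPKM of at least 1), scalings (TPM, quantile normalization and centring on the library median), all 15 libraries in one fit, library quality weights, a replicate block, fold changes from group means, no intensity trend, other set and enrichment settings, and each library left out in turn. Those added after the data were seen left out the mitochondrial genes, used limma voom on the recovered reads, kept the protein-coding genes of GENCODE M21, or kept only M mice 4 and 5 or only M mice 1 to 3.

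The fits were tested on simulated data with 5 libraries against 5. Both groups were drawn gene by gene from the means and spreads of the control libraries. In the limma test only well expressed genes were changed. No library with few detected genes and no correlation between genes was simulated. The rates below therefore need not hold for comparisons with the M group. Of 200 genes changed by 2 on the log2 scale, 150 (75%) were called, of 21944 unchanged genes 3 were, and of 22147 genes in a simulation without any change 0 were. Of 200 random sets without a change, 5.5% had an exact p of at most 0.05, and all of 200 sets moved by 1 did. KEGG sets, the western blots, metabolomics and 16S data were not analysed here.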

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

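The tests of matched gene lists and of the background over unexpressed genes in this part were chosen only after the result was seen, and those of other splits of the libraries were not.

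In 17 of 216 groups of 5 libraries, 1 library lay far from the others of its group (Dixon's ratio above 0.71), where chance gives 10.8 (1 in 20). No library holds more than 2 of them. Among scores of gene sets, on the log2(FPKM + 1) scale, these were 1.31 for glutathione conjugation in M mouse 2 (the other M libraries 1.94 to 2.14), 2.48 for adipose markers in AA mouse 4 (others 0.77 to 1.09), 2.28 for leukocyte markers in C mouse 4 (others 0.92 to 1.24) and 13.19 for the mitochondrial genome in C mouse 3 (others 14.03 to 14.18). Among genes, on the same scale, the far values were 1.46 for Cyp2a5 in M mouse 1 (others 0 to 0.11), 0.59 for Rarb in C mouse 5 (others 0.083 to 0.20), 0.35 for Rxrg in AA mouse 4 (others listed at 0), 0.21 for Havcr1 in C mouse 5 (others 0 to 0.0094), 6.99 for Col1a1 in M mouse 4 (others 4.38 to 5.09), 5.74 for Acta2 in C mouse 4 (others at most 4.72), 1.32 for Tgfb1 in M mouse 3 (others 2.12 to 2.34), 0.38 for Hsd17b6 in M mouse 5 (others 0 to 0.031), 0.51 for Cyp2c66 in M mouse 4 (others 0 to 0.070), 2.79 for Cyp4a12a in C mouse 2 (others 1.37 to 1.75), 1.19 for Cyp4a12a in AA mouse 2 (others 0 to 0.14), and Srsf7 in AA mouse 2 (others 2.10 to 2.68) and Ighd3-2 in C mouse 2 (others 5.1 to 6.81), both listed at 0. No cause of these single values was tested. Their number, 17, is above the 10.8 that chance gives, and whether chance alone could give it was not tested.

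The AA group was also compared with the C group, which the paper does not report for the transcriptome. In that comparison 4346 of 21898 genes were differentially expressed, 2241 higher and 2105 lower in the AA group (51.6% higher), and 10243 had an unadjusted p under 0.05. The groups did not overlap for 5259 genes (24.0%), where chance gives 0.794%. Among 100 of the 126 splits of these libraries only the real one (1 of 100) gave as many genes, and the largest count of the others was 59; of the 16 splits that part every same-numbered pair, 1 was as large, the real one. The direction depends on the scaling: with TPM 12.7% of the called genes were higher (862 against 5923), with centring 40.1% (1769 against 2638), and among protein-coding genes 28.0% (747 against 1925). The median log2 fold change of all tested genes was 0.091, and −0.39 with TPM. The count of genes is therefore not a product of how the libraries were split, but the adenine model, AA and the scaling each may enter it, and they cannot be told apart in a comparison that has no group given AA without adenine.

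Olfactory and vomeronasal receptor genes (297 scored) were higher in the AA than in the C group by 0.42 (adjusted exact p = 0.0298, 5 of 5 AA libraries) and higher than in the M group by 0.48 (adjusted exact p = 0.0298, 5 of 5 AA libraries), with an M vs. C difference of −0.060. A background of reads over genes that are not expressed was tested within the control group, where no mouse received AA. Of the 1479 noncoding genes called higher in AA vs. C, 96.7% were also higher in control mouse 1, which had the highest receptor score, than in control mouse 2, which had the lowest, against 70.5% of 4504 noncoding genes not called. These were the extremes of the score among only 5 control mice, so this alone decides nothing. Over the 5 control mice, the mean correlation with the receptor score was 0.794 for 1498 noncoding genes called higher and 0.338 for 4622 not called, a difference that 1 of the 120 orderings of these mice gave, the real one. The receptor score also followed the number of genes detected there (correlation 0.758). Between the groups it did not. The AA libraries had 18695 to 22355 genes and scores of 0.46 to 0.74, the C libraries 19864 to 25251 genes and scores of 0.026 to 0.32. The number of genes detected therefore does not account for the higher score of the AA group. A background that varies between libraries, over the 5 control libraries too, is a candidate explanation for these genes. A biological source was not separable from it.

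Markers of tubular injury were higher in the AA than in the C group by 0.84 (adjusted exact p = 0.0298, 5 of 5 AA libraries; 8 genes), with differences of 0.48 in M vs. C (adjusted exact p = 0.217) and 0.36 in AA vs. M (adjusted exact p = 0.306). They were, against M mice 4 and 5 alone, 0.96 (exact p = 0.0476, the smallest possible) and −0.11 (exact p = 0.524), so the sign of the AA vs. M difference depends on M mice 1 to 3. That the AA group passed against the C group and the M group did not is no test of a difference between them. Against 10000 gene lists matched on expression, length, GC content and coding type, the AA vs. C difference stood at the 99.99 percentile. Such lists draw genes independently, so genes that vary together reach a high percentile more easily. The median of the lists was −0.26, so a rise of genes of that kind in general does not account for the difference. Injury left by adenine in the AA group may underlie it, as a hypothesis found and tested on the same libraries, and the background over unexpressed genes was not tested for this list.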

How the results depend on the processing

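The alternatives with mitochondrial genes left out, voom on recovered reads, protein-coding genes, M mice 4 and 5 only and M mice 1 to 3 only were chosen after seeing the data, as were the tests on them. Where a result changed, the cause was not tested.

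The test on other splits for the enrichment of the retinol families was also chosen after its result was seen. Of 100 splits of each comparison's libraries drawn from 126, 1 gave as many differentially expressed genes in M vs. C and 1 in AA vs. M, the real one in each case, also among the 16 that part every same-numbered pair; the largest counts of other splits were 2 and 17. The enrichment score of the Reactome retinoid set was matched by 20 of 100 splits in M vs. C (4 of the 16) and 10 of 100 in AA vs. M (4 of the 16), and that of the retinol families by 1 of 100 (1 of the 16) and 14 of 100 (3 of the 16). Libraries of the same mouse number in different groups were not alike (mean correlation 0.0220 over 15 pairs, and −0.00542 over the 60 others), and the main results use no block.

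The number of genes called in M vs. C (291) was 110 with a pseudocount of 0.01, 33 with all genes above 0 in any library, 448 with a mean FPKM of at least 1, 1609 with TPM, 786 with all 15 libraries in one fit, 188 with quality weights, 152 with a replicate block, 486 with voom, 0 with M mice 4 and 5 only (2489 at an unadjusted p under 0.05) and 3404 with M mice 1 to 3 only. Across the 10 fits that each left out 1 library it ranged from 4 to 954. The AA vs. M count (2533) was 422 with TPM, 3941 with voom, 745 among protein-coding genes and 1656 with M mice 4 and 5 only, and from 1805 to 2897 across the leave-one-out fits. The AA vs. C count was 7474 with a pseudocount of 0.1, 6785 with TPM, 7853 with voom and 2672 among protein-coding genes. With the threshold of 1 on fold changes from group means, or without an intensity trend, no count of called genes moved by more than 1.5 times.

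The number of genes lower in M vs. C and higher in AA vs. M (15) was 7 and 2 with pseudocounts of 0.1 and 0.01, 1 with genes above 0 in any library, 26 with a mean FPKM of at least 1, 2 with TPM, 7 after quantile normalization, 4 after centring on library medians, 44 with all 15 libraries in one fit, 6 with quality weights, 6 with a block, 4 without mitochondrial genes, 49 with voom, 0 with M mice 4 and 5 only and 664 with M mice 1 to 3 only; leaving out each of the 15 libraries gave 0 to 78. The number higher in M vs. C and lower in AA vs. M (12) was 7 with a pseudocount of 0.01, 5 with genes above 0 in any library, 20 with a mean FPKM of at least 1, 2 with TPM, 26 after quantile normalization, 56 after centring, 34 with all libraries in one fit, 7 with a block, 19 without mitochondrial genes, 0 with M mice 4 and 5 only and 269 with M mice 1 to 3 only, and 0 to 35 with each library left out.

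Centring on library medians changed the most results, but it shifts all genes of a library alike, so a reversal under it is not particular to a set. It left 13 of the Figure 9A genes lower in the M group and 2 of 19 sets passing in M vs. C (main 9), and 4 of the 12 RAR and RXR tests passing (main 0, with 1 at an unadjusted p under 0.05). In M vs. C the scores that no longer passed included −0.51 (Figure 9A genes), −0.44 (Figure 9B genes), −0.20 (retinol families), −0.57 (cytochrome P450) and −0.48 (glutathione), and the reversed ones included 0.20 (PPARα), 0.019 (retinoid metabolism) and 0.29 (splicing). In AA vs. M, 0.17 (Figure 9A genes) and 0.16 (Figure 9B genes) no longer passed, −0.24 (families), −0.16 (cytochrome P450), −0.39 (glutathione), −0.33 (PPARα) and −0.20 (retinoid metabolism) were reversed, and −0.87 (inflammation genes) and −0.70 (Toll-like receptors) now passed. Reversed genes included Rxra, Rxrg and Acta2 in M vs. C (0.12, 0.31 and 0.030) and Cyp2a5, Rarb and Rxra in AA vs. M (−0.43, −0.22 and −0.23).

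Quantile normalization reversed the M vs. C scores of PPARα (0.048) and splicing (0.12), the AA vs. M scores of glutathione (−0.089) and PPARα (−0.079), and Rxrg in M vs. C (0.042) and Cyp2a5 and Rarb in AA vs. M (−0.19 and −0.034). In the exact tests of the receptor isoforms, quantile normalization did not reverse Rarb in AA vs. M (0.026), and gave 0.0080 for Rxrg in M vs. C. With it the Toll-like receptor set passed in M vs. C (0.34) and AA vs. M (−0.43) and the inflammation genes in AA vs. M (−0.58), while the families (0.091) and retinoid metabolism (0.13) no longer passed in AA vs. M. TPM scales a library mainly by its mitochondrial genes, so a reversal under it is not particular to a set or gene. TPM reversed the M vs. C scores of DNA replication (−0.54), mitotic cell cycle (−0.54), interleukins (−0.54) and Toll-like receptors (−0.51), and Aldh1a1, Rarb, Rarg and Tgfb1 in M vs. C (−0.28, −0.13, −0.00854 and −0.33). It left 1 of 19 sets passing in AA vs. M (main 10), with 0.68 (Figure 9B genes), 0.26 (families) and 0.29 (retinoid metabolism) no longer passing, nor the inflammation genes in M vs. C (0.21), and made the M vs. C retinoid set pass (−1.03; enrichment score −0.551). A pseudocount of 0.1 left 4 sets passing in AA vs. M, among them not retinoid metabolism (0.66), which passed in M vs. C (−0.85). Without mitochondrial genes 5 passed in AA vs. M, and the families (0.23) and retinoid metabolism (0.24) did not, nor the inflammation genes in M vs. C (0.66).

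The competitive test camera passed 16 sets in M vs. C. It passed the Toll-like receptor set in both comparisons (mean log2 fold changes 0.13 and −0.16) and the inflammation genes in AA vs. M (−0.36), but not the families (0.36) or retinoid metabolism (0.41) in AA vs. M. With a replicate block in the fit of the scores, retinoid metabolism passed in M vs. C (−0.36) and the inflammation genes (−0.33) and cytochrome P450 (0.38) in AA vs. M. Weight 0 gave enrichment scores that passed at −0.201 for retinoid metabolism in M vs. C and 0.157 for the families in AA vs. M. With M mice 4 and 5 only, the former passed at −0.456, and with M mice 1 to 3 only the M vs. C score of the families did not (−0.374).

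Other reversals were Rarb in M vs. C with pseudocounts of 0.1 and 0.01 (−0.047 and −0.82), voom (−0.72) and M mice 1 to 3 only (−0.048), and Acta2 in M vs. C with voom (0.037), quality weights (0.20) and M mice 4 and 5 only (0.58). Rxrg in M vs. C reversed with quality weights (0.00369) and M mice 4 and 5 only (0.10). Rara reversed with M mice 4 and 5 only in both comparisons (0.34 and −0.049), and Cyp2a5 and Acta2 in AA vs. M with M mice 1 to 3 only (−0.082 and 0.44).

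With each library left out in turn, among the scores that changed sides of the threshold or sign, those in M vs. C ranged from 0.51 to 0.72 (inflammation genes), −0.44 to −0.30 (retinoid metabolism) and 0.11 to 0.19 (DNA replication), and those in AA vs. M from 0.22 to 0.35 (families), −0.45 to −0.25 (inflammation genes), 0.28 to 0.47 (cytochrome P450), −0.00339 to 0.20 (glutathione), 0.27 to 0.41 (retinoid metabolism), −0.25 to −0.19 (mitotic cell cycle), −0.18 to −0.062 (interleukins) and −0.21 to −0.081 (Toll-like receptors), with 6 to 13 of 19 sets passing. Enrichment scores of the Reactome retinoid set ranged from −0.516 to −0.332 in M vs. C and 0.372 to 0.487 in AA vs. M. Among the genes that reversed, ranges were −0.050 to 0.11 (Rarb, M vs. C), −0.00250 to 0.37 (Cyp2a5), −0.36 to 0.13 (Acta2) and −0.39 to 0.082 (Tgfb1, all AA vs. M).

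Of 747 values of named genes under other settings, 626 kept their direction and side of the threshold, 91 no longer passed, 4 newly passed and 26 reversed, and of 450 with a library left out 374, 68, 1 and 7. For the Figure 9A genes the number higher in the AA than in the M group, 24 of 26, stayed within 1.5 times under every setting run, from 16 to 24. The filter to protein-coding genes by a biotype in the deposited table was not run, since the table gives none, and the annotation's was used. What the M group can show is limited by the genes detected: with FPKM above 0 for as few as 10068 genes in an M library, many genes are listed at 0 there, and an equal number of fragments in all libraries does not remove this.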

Differences from the paper's values

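The alternatives added after seeing the data are named as such here, and the tests on them were chosen after the result was seen. An alternative is said to close a gap where its value and the paper's are within 1.5 times of each other or, for an enrichment score that is not normalized, within 1 SD of the scores with each library left out, so the values still differ.

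The paper gives 642 differentially expressed genes in M vs. C, and limma on FPKM gave 291. Of the 22 alternatives set before the data were examined, 3 closed the gap: a mean FPKM of at least 1 (448), all 15 libraries in one fit (786) and leaving out M replicate 5 (954). Of the 5 added after seeing the data, voom on recovered reads did (486). For genes higher in the M group the paper has about 300 (Figure 9A, read by eye) against 57, and none of the alternatives closed this gap.

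In AA vs. M, the paper gives 1520 genes higher in the AA group, and the value here was 2321. It was closed by 13 of the 22 alternatives: genes above 0 in any library (1748), a mean FPKM of at least 1 (2011), quantile normalization (1584), centring (1213), quality weights (1654), a replicate block (2067), no intensity trend (2190), and leaving out M replicate 1 (1771), 2 (1745) or 3 (1636) or AA replicate 1 (1982), 2 (1961) or 4 (2107). Leaving out mitochondrial genes, chosen after seeing the values, closed it too (1888). For genes lower in the AA group, the paper has about 330 (Figure 9A, read by eye) against 212. A pseudocount of 0.1 (233), all 15 libraries in one fit (315) and leaving out M replicate 1 closed it, as did, among those chosen after seeing the values, mitochondrial genes left out (269), voom (262) and M mice 1 to 3 only (469).

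The paper gives an enrichment score of 0.50 for AA vs. M, and the Reactome set of retinoid metabolism and transport scored 0.433. Of 14 alternatives, leaving out M replicate 4 closed the gap (0.487). For M vs. C the paper gives −0.45, and the same set scored −0.411, a difference within the spread of the scores with each library left out. The retinol families, another list, scored 0.369 in AA vs. M, which none of the alternatives brought to the paper's value, and their normalized score there was 1.18 against 1.84 in the paper; weight 0 (1.60), TPM (1.32), leaving out M replicate 1 (1.34) or AA replicate 2 (1.25) or 3 (1.32) and, chosen after seeing the values, M mice 4 and 5 only (1.31) closed that gap. In M vs. C the families scored −0.523. Leaving out C replicate 4 (−0.473), C replicate 5 (−0.475) or M replicate 5 (−0.432) closed the gap, as did M mice 4 and 5 only (−0.465), which was chosen after seeing the values.

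For the receptor genes, the M mean of Rara is about 1.5 in the paper (Supplementary Figure S4, read by eye) and 2.55 here, and the highest M value about 4.1 (Supplementary Figure S4) against 7.05. The highest Rarb value of the AA group is about 1.4 (Supplementary Figure S4) against 0.810, and the lowest Rxrb value of the AA group about 1.4 (Supplementary Figure S4) against 0.300. No alternative was run on these FPKM values. Without M mouse 5 the M values of Rara are 0.632, 0, 0.945 and 4.12, so the highest is near the paper's and the mean lower. Without AA mouse 2 the lowest Rxrb value of the AA group is 1.78. No library left out can raise the highest Rarb value.

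The paper names Rara as the only receptor isoform with a significant rise. Here its AA vs. M difference of 1.23 (5 of 5 AA libraries above the M mean FPKM) had an exact p = 0.103. In limma its adjusted p was 0.105, from 0.000867 to 0.938 over the alternatives, and it passed without M replicate 5 (1.63) and, chosen after seeing the values, with M mice 1 to 3 only (2.08). Figure 9A marks 26 retinol genes in its plots of differentially expressed genes. Of these, 4 were called lower in M vs. C and 5 higher in AA vs. M here. Aldh1a1 protein is lower in the M group in the paper's text, and its transcript was higher there, by 0.26, and lower only with TPM (−0.28). Urinary KIM-1 and renal Col-I protein are lower with AA in the paper. The transcripts of their genes, Havcr1 and Col1a1, were higher in the AA than in the M group.

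The paper has pathways of Toll-like receptors higher in the M group and lower in the AA group. The matching Reactome set did not pass in either comparison (0.13 and −0.16); it passed in both with quantile normalization and with camera, and in AA vs. M also with centring and without M replicate 1. With M mice 4 and 5 only, chosen after seeing the values, the differences were 0.29 and −0.32, each with the smallest exact p possible there (exact p = 0.0476, not adjusted). PPAR signaling and glutathione metabolism are higher in the AA group in the paper, and the Reactome sets differed by 0.21 and 0.15 without an adjusted p of at most 0.05 under any setting run. Drug metabolism by cytochrome P450 is too, and the Reactome set differed by 0.38, with an adjusted p of at most 0.05 only with a replicate block and without M replicate 5. With M mice 1 to 3 only, also chosen after seeing the values, the PPARα and cytochrome P450 differences were 0.39 and 0.58, each with the smallest exact p possible there (exact p = 0.0179, not adjusted), and with M mice 4 and 5 only they were −0.049 and 0.079. The paper reports the retinoid gene set as enriched in opposite directions, and here its enrichment scores had permutation p = 0.0721 in M vs. C and 0.0954 in AA vs. M. The M vs. C score passed with weight 0, with TPM, without C replicate 1 or 3 or M replicate 1, 2, 3 or 4 and, chosen after seeing the values, with M mice 4 and 5 only, and the AA vs. M score without M replicate 4.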

Other observations

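Of the tests in this part, those of the share of genes at 0, of the shared M libraries, of the proximal tubule markers and of control library 5 were planned, and all others were chosen only after the result was seen.

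M mice 1 to 3 had fewer genes with FPKM above 0 than the other libraries. A lower number of reads does not account for it: at an equal number of fragments outside the mitochondrial genome they had 10049 to 12154 genes, and the other libraries at least 18046. Only 4.05% to 4.44% of their detected genes rest on 5 or fewer fragments, against 5.90% to 13.5% elsewhere, so libraries of few distinct molecules, each read many times, may underlie the difference. Between M mice 1 to 3 and M mice 4 and 5, which were grouped by the genes detected and are not conditions, 353 of 7836 genes were differentially expressed. No biological explanation was tested.

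More genes were called higher than lower in AA vs. M. Of the genes called against M mice 4 and 5 alone, 27.8% were higher (460 higher, 1196 lower), so the few genes detected in M mice 1 to 3 may account for the direction. Of the genes called higher against all 5, 81.3% were listed at 0 in at least 3 of the 5 M libraries, but the same change decides both. With each library centred on its median 43.1% of the called genes were higher, but centring moves this balance by itself, and with TPM 98.3% were, so neither decides whether the scaling accounts for it. A broad activation of genes by AA cannot be told apart from these explanations.

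Fold changes of AA vs. M ran opposite to those of M vs. C (correlation −0.178 over 23493 genes). Both comparisons contain the same M libraries, which gives such a correlation by itself. Over the 20 ways to give each comparison its own M libraries, the median was −0.0429 (−0.0984 to 0.277), so a reversal of the model's changes by AA across all genes could rest on the shared libraries alone.

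The retinol families were lower in the M than in the C group. Against M mice 4 and 5 alone the difference was −0.41, so the few genes detected in mice 1 to 3 do not account for all of it. None of 10000 gene lists matched on expression, length, GC content and coding type fell as far (percentile 0). Those lists draw genes independently, so genes that vary together stand out more easily. Proximal tubule markers fell further (difference −2.85; families −0.58), and among genes with a mean FPKM of at least 1 the falls were −1.04 for 30 family genes and −2.99 for 14 markers, with 0 genes in both lists. Markers of the collecting duct differed by −1.49 and those of the thick ascending limb and distal tubule by −1.28 (adjusted exact p = 0.0298 for each). Podocyte markers differed by −0.23 (adjusted exact p = 0.632). The fall of markers was thus not confined to the proximal tubule. A loss of tubule transcripts, those of the proximal tubule among them, is therefore a candidate explanation, and a regulation of retinol metabolism cannot be told apart from it.

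The families were higher in the AA than in the M group, by 0.13 against M mice 4 and 5 alone. Among matched lists of the same coding type the rise stood at the 99.55 percentile. These lists were first drawn from all genes, which put it at the 58.0 percentile, and were drawn again within the coding type after that value was seen. The genes of Figure 9A stood at the 100 percentile (99.55 from all genes), which decides nothing, since the paper does not state whether their values in these libraries played a part in choosing them. The rise stayed positive with TPM (0.26), quantile normalization (0.091) and mitochondrial genes left out (0.23), none of which passed, so a role of the scaling stays open, and was −0.24 after centring, which shifts all genes of a library alike and so tells nothing about this list. Among the 30 family genes with a mean FPKM of at least 1 the rise was 0.41 (exact p = 0.00794, not adjusted). This restriction leaves the scaling as it was, so it does not bear on its role. Proximal tubule markers differed by 0.46 in AA vs. M (adjusted exact p = 0.308, 5 of 5 AA libraries), and −0.066 against M mice 4 and 5. Their rise stood at the 99.53 percentile of lists matched within the coding type, so a standing that high was not particular to the families. The lists draw genes independently, which lets genes that vary together stand out more easily. Relative to the C group, the AA group differed by −0.28 for the families (adjusted exact p = 0.0188, 5 of 5 AA libraries), −0.18 for the Figure 9A genes (adjusted exact p = 0.140) and −2.39 for the proximal tubule markers (adjusted exact p = 0.0298, 5 of 5).

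Splicing genes differed by −0.41 in AA vs. M (adjusted exact p = 0.0188, 5 of 5 AA libraries below the M mean), with an M vs. C difference of −0.090 (adjusted exact p = 0.506), and by −0.55 in AA vs. M against M mice 4 and 5 alone. The AA vs. M difference stood at percentile 0 of the matched lists, whose median was −0.0031. A fall of genes of that kind in general therefore does not account for it. Such lists draw genes independently, so genes that vary together stand out more easily. DNA replication, mitotic cell cycle and inflammation genes also stood at percentile 0 in AA vs. M, so this standing was not particular to splicing. The splicing difference was negative under all 18 alternatives run for it, from −0.95 to −0.35. It passed in 16, the exceptions being a pseudocount of 0.1 and TPM. Reads shared between paralogs were not tested for this set.

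In the paper, AA lowered KIM-1, the product of Havcr1, in urine, and Col-I, α-SMA and TGF-β1 protein in the kidney. The transcripts of Havcr1 and Col1a1 were instead higher in the AA than in the M group. RNA and protein are unlike measures, and so are kidney and urine. The genes moved as follows. Havcr1 (ENSMUSG00000040405, chromosome 11, 46735080 to 46779578) had a log2 fold change of 1.30 in M vs. C (limma adjusted p = 0.187) and 1.87 in AA vs. M (limma adjusted p = 0.0256), 0.99 against M mice 4 and 5 alone, with FPKM of 0, 0, 0.00651, 0 and 0.155 in the C mice, 0, 3.31, 0.127, 2.39 and 5.41 in the M mice and 6.32, 15.6, 10.5, 3.91 and 9.06 in the AA mice. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 1.04 (limma adjusted p = 0.275) and 1.45 (limma adjusted p = 0.0433), and 1.87 and 0.62 against M mice 4 and 5. In AA vs. M it passed in 2 of the 10 fits that left out 1 library, and Havcr1 in 7. Acta2 had −0.33 and −0.16, and Tgfb1 0.40 and −0.21, without passing. Against M mice 4 and 5 these were 0.58 and −1.07 for Acta2 and 0.66 and −0.47 for Tgfb1, also without passing. Markers of fibroblasts and matrix were higher than in the C group by 0.86 in the M group and 1.26 in the AA group (adjusted exact p = 0.0298 for each, 5 of 5 libraries). Their AA vs. M difference was 0.40 (adjusted exact p = 0.288), and 0.19 against M mice 4 and 5 alone.

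In the paper's supplementary Table 1, control sample 5 has lower peak intensities than the other controls for the 5 retinoids, near those of the M mice for 4-hydroxyretinoic acid and dihydroretinol and above them for the others. The RNA library of the same number lay at a distance of 0.369 from the mean of the other controls (root mean square of log2 differences over 23493 genes) and 0.744 from the M mean, with the other controls at 0.455 to 0.579 from the rest of their group, and so nearer to the controls. Neither the paper nor the labels say that both samples came from the same animal, so a mislabelled or affected metabolomics sample can be neither shown nor excluded.

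Gapdh and Xist were chosen after their values were seen. Gapdh had FPKM of 3.23, 12.9, 2.63, 4.06 and 7.01 in the C mice, 0, 0.834, 0.249, 3.31 and 7.21 in the M mice and 0, 0, 0.0967, 0.0235 and 0.0300 in the AA mice, and shares 31.4% of its 31-base words with other genes. Xist, which female mice express, was at 2.55 and 1.45 in M mice 2 and 3 and at most 0.119 in the other libraries, although the paper used male mice. Genes of the Y chromosome scored 1.11 and 0.916 in these libraries, and 0.987 to 2.04 in the others, so RNA of a female animal in these libraries could be neither shown nor excluded. The table's columns run from M mice 1 to 3 over the AA and C mice to M mice 4 and 5.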
